# Increased Perfluorooctanesulfonate (PFOS) Toxicity and Accumulation Is Associated with Perturbed Prostaglandin Metabolism and Increased Organic Anion Transport Protein (OATP) Expression

**DOI:** 10.3390/toxics12020106

**Published:** 2024-01-26

**Authors:** Lanie A. Williams, Matthew C. Hamilton, Matthew L. Edin, Fred B. Lih, Jazmine A. Eccles-Miller, Nishanth Tharayil, Elizabeth Leonard, William S. Baldwin

**Keywords:** bioaccumulation, PFAS, OATP, transporters, oxylipins, prostaglandins, CYP2B

## Abstract

Perfluorooctanesulfonate (PFOS) is a widespread environmental pollutant with a long half-life and clearly negative outcomes on metabolic diseases such as fatty liver disease and diabetes. Male and female Cyp2b-null and humanized CYP2B6-transgenic (hCYP2B6-Tg) mice were treated with 0, 1, or 10 mg/kg/day PFOS for 21 days, and surprisingly it was found that PFOS was retained at greater concentrations in the serum and liver of hCYP2B6-Tg mice than those of Cyp2b-null mice, with greater differences in the females. Thus, Cyp2b-null and hCYP2B6-Tg mice provide new models for investigating individual mechanisms for PFOS bioaccumulation and toxicity. Overt toxicity was greater in hCYP2B6-Tg mice (especially females) as measured by mortality; however, steatosis occurred more readily in Cyp2b-null mice despite the lower PFOS liver concentrations. Targeted lipidomics and transcriptomics from PFOS-treated Cyp2b-null and hCYP2B6-Tg mouse livers were performed and compared to PFOS retention and serum markers of toxicity using PCA. Several oxylipins, including prostaglandins, thromboxanes, and docosahexaenoic acid metabolites, are associated or inversely associated with PFOS toxicity. Both lipidomics and transcriptomics indicate PFOS toxicity is associated with PPAR activity in all models. GO terms associated with reduced steatosis were sexually dimorphic with lipid metabolism and transport increased in females and circadian rhythm associated genes increased in males. However, we cannot rule out that steatosis was initially protective from PFOS toxicity. Moreover, several transporters are associated with increased retention, probably due to increased uptake. The strongest associations are the organic anion transport proteins (*Oatp1a4-6*) genes and a long-chain fatty acid transport protein (*fatp1*), enriched in female hCYP2B6-Tg mice. PFOS uptake was also reduced in cultured murine hepatocytes by OATP inhibitors. The role of OATP1A6 and FATP1 in PFOS transport has not been tested. In summary, Cyp2b-null and hCYP2B6-Tg mice provided unique models for estimating the importance of novel mechanisms in PFOS retention and toxicity.

## 1. Introduction

Per- and polyfluoroalkyl substances (PFASs) are high-use, slow degrading chemicals used in coatings, paints, stain repellents, fire-fighting foams, and other industrial processes. Their resistance to degradation makes them pervasive and persistent “forever chemicals” [1]. For example, PFOS, a legacy PFAS, has a half-life of about 5.5 years in humans because it binds to lipid binding proteins with a high affinity for saturated fats due to PFOS’s similar structure to fatty acids, with the primary difference being its replacement of hydrogen with fluorine [2,3]. PFASs are measured in the serum of more than 98% of Americans [2,4], with food and water the primary sources of contamination [1,5]. Some common long chain fluorosurfactants such as PFOS and PFOA were phased out of production in the USA and Europe because of their long half-lives, with a few exemptions. However, PFOS has continued to cause adverse health effects due to its bioaccumulation [5,6]. 

PFOS and other PFASs are associated with cardiovascular disease, liver disease, and metabolic diseases such as diabetes, most likely because they effect energy metabolism through the mitochondria [1]. Recent analyses indicates that PFOS, PFOA, PFNA, and several other PFASs are associated with increased liver toxicity biomarkers in blood, such as alanine aminotransferase (ALT), hypercholesterolemia, and high LDL in humans [7,8,9]. The most sensitive tissue to PFOS appears to be liver, with several studies revolving around PFOS’s disruption of normal liver metabolic functions and increase in fatty liver diseases. The liver, and to a lesser extent serum, is where most PFOS bioaccumulates because of the presence of albumin and other fatty acid binding proteins (FABP) [2,3].

Previous work in our laboratory showed that female humanized CYP2B6-transgenic (hCYP2B6-Tg) mice were more sensitive to PFOS than female Cyp2b-null mice as measured by mortality, probably due to increased serum and liver PFOS retention. However, male mice did not demonstrate increased toxicity in the humanized mice compared to the Cyp2b-null mice, despite greater bioaccumulation in mice provided a normal chow diet [10]. There are few mouse models known that can inform toxicologists of novel mechanisms involved in PFOS retention. Therefore, these two mouse models provide unique systems for determining yet-unknown transporters, binding proteins, or other genes and processes involved in PFOS retention. In addition, their differences may also provide information on markers of toxicity. 

CYP2B6 is a cytochrome P450 enzyme that is primarily expressed in the liver and metabolizes many different chemicals, including xenobiotics such as various pesticides, plasticizers, and several pharmaceuticals, steroids such as testosterone and estradiol, and polyunsaturated fatty acids such as linoleic acid (LA), arachidonic acid (AA), and docosahexaenoic acid (DHA) [11,12,13,14,15]. Several PUFA metabolites (oxylipins) are associated with high-fat diet-induced steatosis in hCYP2B6-Tg mice, including 14,15-EET, PGF2a, 9-HODE, and 13-KODE, and to a lesser extent, 11,12-EET, 14,15-DHET, and 9,10-DiHOME. Most high-fat diets are high in n-6 PUFAs and therefore only n-6 oxylipins were captured during this previous in vivo study [11]. Some lipid metabolites may prove to be reasonable biomarkers of PFOS-mediated steatosis or non-alcoholic fatty liver disease (NAFLD). Recent studies indicate that oxylipins may prove to be biomarkers of age, Alzheimer’s, cardiovascular disease, inflammation, and toxicant exposure such as dioxin and PFAS [12,16,17,18,19]. 

The purpose of this study is to (1) test whether there are specific oxylipins associated with PFOS toxicity that may help explain or provide markers of differential toxicity and steatosis between normal diet-fed Cyp2b-null and hCYP2B6-Tg mice, (2) to estimate the mechanism of PFOS toxicity on the liver as tested by transcriptomics, and (3) to determine parameters that are associated with and likely to increase retention in hCYP2B6-Tg mice in comparison to Cyp2b-null mice. Several serum and liver parameters such as ALT, AST, L-FABP, and PFOS concentrations were compared to lipidomic (oxylipins) and transcriptomic (RNAseq) targets through principal component analysis (PCA) to determine potential oxylipins and genes of interest. The results provide new markers of chemically initiated liver disease and provide putative targets for understanding and reducing PFOS uptake and retention. 

## 2. Materials and Methods

### 2.1. PFOS Treatment of Cyp2b9/10/13-null (Cyp2b-null) and Humanized CYP2B6 Transgenic (hCYP2B6-Tg) Mice

Previously, we generated a Cyp2b-null mouse model on a C57Bl/6J (B6) background. Crispr/Cas9 was used to delete the primarily hepatic *Cyp2b* genes, *Cyp2b9*, *Cyp2b10*, and *Cyp2b13* located in tandem repeat on chromosome 7. Mice have two other *Cyp2bs*, but they are not primarily expressed in adult mouse livers and are located six genes away from the *Cyp2b* cluster. To avoid impacting these intervening genes, only *Cyp2b9/10/13* were knocked out, generating a 287 kb deletion [20,21]. Humanized CYP2B6-transgenic mice (hCYP2B6-Tg) were generated on the Cyp2b-null background by breeding CYP2B6/2A13/2F1-transgenic mice [22] with Cyp2b-null mice [11]. DNA isolated from tail clippings of bred mice was genotyped using the AccuStart II Mouse Genotyping Kit from QuantaBio (Beverly, MA, USA) to confirm the *Cyp2b9/10/13* knockout and/or presence of human CYP2B6 prior to PFOS treatment [10,11]. 

Male and female Cyp2b-null and hCYP2B6-Tg mice between 10 and 12 weeks old were administered 0, 1, or 10 mg/kg/day PFOS (0-, 1-, or 10- PFOS) (Sigma-Aldrich, St. Louis, MO, USA) for 21 days via oral gavage (n = 5–7). PFOS was dissolved in a solution of water and 0.5% Tween 20. The mice were fed a normal diet (ND; 2018S-Envigo Teklad Diet, Madison, WI, USA) containing 18% of its kcal as fat [10]. Mice were anesthetized by administration of 3% isoflurane and euthanized via heart puncture/blood collection followed by CO_2_ asphyxiation. Livers were immediately excised, snap frozen in liquid nitrogen, and stored at −80 °C until RNA extraction [10]. All work with mice was approved through Clemson University’s IACUC—Animal Use Protocol AUP2019-061. 

### 2.2. Sample Preparation—RNA Extraction and Serum Analysis

RNA extraction was performed with about 20 mg of liver tissue homogenized in 1 mL TRIzol (Life Technologies, Carlsbad, CA, USA) according to the manufacturer’s protocols. RNA was dissolved in 100 μL RNase-free water, and sample quantity and quality quantified using a NanoDrop (Thermo Fisher Scientific, Waltham, MA, USA), confirmed on a Qubit 4 benchtop fluorometer (Invitrogen, Waltham, MA, USA) and stored at −80 °C. 

Serum was isolated from blood via centrifugation. Different serum parameters were previously measured from these mice [10], including alanine aminotransferase (ALT), aspartate aminotransferase (AST), alkaline phosphatase (ALP), and albumin concentrations using a Beckmann Coulter AU480 analyzer and respective Beckman Coulter kits according to the manufacturer’s protocol (Beckman Coulter, Brea, CA, USA)(n = 3–5). In addition, liver fatty acid binding protein (L-FABP) was measured from serum (n = 2–7) and liver cytosol (n = 2–3) using a sandwich ELISA kit from LifeSpan BioSciences, Inc. (Lynnwood, WA, USA). The ELISA was performed in a 96-well plate according to the manufacturer’s protocol, and the absorbance was read at 450 nm on a Synergy H1 plate reader (BioTek, Winooski, VT, USA). 

### 2.3. Oxylipin Extraction and Quantification

For quantification of free and total liver oxylipins, frozen livers were weighed and placed in a tube with 49 µL HBSS/mg liver. Each tube received 1 µL of 1 mM 1-Trifluoromethoxyphenyl-3-(1-propionylpiperidin-4-yl) urea (TPPU) in methanol. Liver tissue was homogenized using a Tissuelyzer II (Qiagen) set to 30 Hz for 10 min. For free oxylipins, a 10 µL internal standard mix (3 ng PGE2-d9, 3 ng LTB4-d4, 1.5 ng 11,12-DHET-d11, 3 ng 11,12-EET-d11, 3 ng 15-HETE-d8, and 7.5 ng AA-d11, all from Cayman Chemical) was added to 200 µL (4 mg of liver homogenate) and extracted by liquid:liquid extraction with 800 µL ethyl acetate and dried under vacuum centrifugation. All reference standards and internal standards are commercially available from Cayman Chemical Company (Ann Arbor, MI, USA). To determine “Total” oxylipins (free and sn-2 esterified), a separate quantity of 100 µL (2 mg of lysate) was incubated with 3 units of porcine pancreas PLA_2_ (Sigma) to hydrolyze sn-2-esterified oxylipins before identical liquid:liquid extraction. Oxylipins were assayed on an Ultimate 3000 UHPLC equipped with an Xselect CSH C18, 2.1 × 50 mm, 3.5 μm particle column (Waters, Wilford, MA, USA), and a TSQ Quantiva tandem mass spectrometer (Thermo Fisher Scientific, Waltham, MA, USA). Quantification was determined using multiple reaction monitoring and quantified by a blinded observer using TraceFinder (v4.1, ThermoFisher Scientific, Waltham, MA, USA). Recovery of internal standards across all samples (peak area of input vs. peak area measured in samples) was determined: PGE2-d9 (96 +/− 1%), LTB4-d4 (89 +/− 1%), 11,12-DHET-d11 (95 +/− 2%), 11,12-EET-d11 (94 +/− 1%), 15-HETE-d8 (93 +/− 2%), and AA-d11 (100 +/− 3%). Relative response ratios of analytes were compared to standard curves generated with oxylipins purchased from Cayman Chemical (Ann Arbor, MI, USA). Further details on the methods, mass-to-charge ratios, and standard curve generation are available in the Supplementary Materials under Oxylipin Standard Methods.

### 2.4. RNA Sequencing and Analysis

RNA sequencing was performed by Novogene (Sacramento, CA, USA). A cDNA library was prepared from the messenger RNA using poly A enrichment and quantified with a Qubit (≥0.5 ng/μL). Samples were sequenced with a paired-end 150 NovaSeq 6000 system (Illumina, San Diego, CA, USA) to an average of 22,929,441 raw read pairs per sample. Raw read processing was performed using the Palmetto Cluster (Anderson, SC, USA) servers operating on Linux as described previously [11,23] with some updates. Quality checks were performed using FastQC [24]. Trim Galore was used to trim adaptor sequences and then aligned to the reference genome (*Mus musculus*, GCF_000001635.27) using the program RNA-Seq by Expectation-Maximization (RSEM) [25]. Mapped reads were counted with featureCounts [26]. Differential expression analysis from the featureCounts output was performed in R using edgeR. Low-level expression genes were filtered out using the requirement that at least 3 of the 4 samples per group must have greater than 1 count per million. Samples were then normalized within edgeR [27]. Differentially expressed genes were selected based on false discovery rate (FDR < 0.05) and log fold change (logFC < −1 or logFC > 1). Enriched gene ontology (GO) terms were determined separately for the significantly upregulated (logFC > 1) and downregulated (logFC < 1) genes in each comparison, as well as for all the differentially expressed genes together [28]. Significant GO terms (FDR < 0.05) were grouped by semantic similarity and graphically represented by ReviGo [29]. Identification and visualization of KEGG pathways and transcription factors associated with significantly up- and downregulated genes were identified using DAVID [30] and EnrichR [31], respectively.

### 2.5. Hepatocyte PFOS Uptake Inhibition Assay

Murine hepatocytes isolated from ICR/CD-1 female livers from BioIVT (Westbury, NY, USA) were plated on a collagen-coated, 12-well plate with a Matrigel overlay. The cells were cultured in Invitrogro CP Rodent Medium with TORPEDO antibiotic mix (BioIVT) for 24 h at 37 °C prior to the experiment. To inhibit Oatp1a activity, the hepatocytes were exposed to known Organic Anion Transport Protein (Oatp) inhibitors, digoxin (primarily Oatp1a4 inhibitor), naringin (primarily Oatp1a5 inhibitor), and bromsulfthalein (broad Oatp inhibitor). Treatment groups (n = 3–4) included a no-drug treatment control, a 10 μM digoxin treatment, and a 60 μM drug mixture (10 μM digoxin, 20 μM naringin, and 30 μM bromsulfthalein) (Millipore Sigma, St. Louis, MO, USA). All inhibitors and PFOS were dissolved in dimethyl sulfoxide (DMSO), and DMSO levels were adjusted so that they remained at 0.3% in each well. The inhibitors were incubated with the hepatocytes for 30 min in 1 mL cell culture media prior to exposure to 6 μM PFOS for 3 min as described previously [32]. Three background blanks were run: (1) cells plus PFOS with cells scraped away prior to adding lysis buffer to determine if PFOS sticks to the well and inflates PFOS recovery; (2) no cells plus PFOS to determine the amount of PFOS that sticks to the 12-well plates; and (3) no cells and no PFOS added to determine the amount of PFOS extracted from plates and solvents as background PFOS because it is so pervasive. 

The medium with drugs and PFOS was aspirated off, and each well was washed twice with cold PBS. Cells were lysed with 200 μL of 1% Triton-X-100 in H_2_O and incubated for 20 min at room temperature before collection. PFOS was then extracted. A 150 μL aliquot of cell lysate was placed into a separate tube and 1.25 ng/mL of ^13^C4-PFOS was added as an internal standard. To each sample, 1.2 mL of 5% LC-MS/MS-grade ammonium acetate (2 μM) was added to 95% LC-MS/MS-grade acetonitrile and vortexed for 5 s. Samples were centrifuged at 2500× g for 20 min at room temperature and were diluted 1:1 in LC-MS/MS-grade H_2_O for LC-MS/MS analysis by the Multi-User Analytical Lab (MUAL) at Clemson University, Clemson, SC, USA. 

### 2.6. PFOS Quantification by LC-MS/MS

Before extraction, all samples were spiked with the internal standard, ^13^C4-PFOS (Wellington Laboratories, Guelph, ON, Canada, Product code: MPFOS). LC-MS/MS protocols for liver tissue extracts were previously described by us [10]. Briefly, ultra-fast liquid chromatography was performed on tissue PFOS extracts with a SHIMADZU Prominence ultra-fast liquid chromatography system (Columbia, MD, USA). A Waters X-Bridge C18 (100 mm × 4.6 mm, 5 µm, Milford, MA, USA) column was used for chromatographic separation. The solvents used for the mobile phase were 0.1% formic acid in water and 0.1% formic acid in acetonitrile. The following solvent gradient was used: an increase in formic acid/acetonitrile from 70 to 90% over 8 min; the gradient was then returned to original conditions at 8 min. A Quadripole-Trap 4500 with electrospray ionization (ESI) interface (AB Sciex, Framingham, MA, USA) was used for mass spectrometry. Analysis occurred in Multiple Reaction Monitoring (MRM) mode, and the MRM ion pair used was 498.8/79.8.

LC-MS/MS analysis on the PFOS extracts from primary murine hepatocytes was performed on the SCIEX Triple Quadrupole 4500 Liquid Chromatography Tandem Mass Spectrometer (LC-MS/MS) System (SCIEX, Framingham, MA, USA) by the Multi-User Analytical Lab (MUAL) at Clemson University. Methods were modified from those described previously [10,33,34]. Dilutions of the internal standard in acetonitrile at 1, 5, 15, 100, 250, and 500 ng/mL were used to verify PFOS retention time and to generate a standard curve (R^2^ = 0.9979). Ten μL of each sample was injected, and samples that were above the upper limit of quantification were diluted and reanalyzed. Buffers comprising 0.1% ammonium hydroxide in methanol and 0.1% ammonium hydroxide in water were used to run the mobile phase. A Waters X-Bridge C18 (100 mm × 4.6 mm, 5 µm, Milford, MA, USA) column was used for chromatographic separation. The following solvent gradient was used: 40% of 0.1% ammonium hydroxide in methanol from 0.01–0.1 min, 80% at 0.6 min, 100% at 2–3.5 min, and 40% at 3.51 min through the end of the experiment at 6.5 min. Analysis occurred in Multiple Reaction Monitoring (MRM) mode, and the MRM ion pair used was 498.8/79.8 as described above. Data were recorded with Analyst 1.6.3 and analyzed with MultiQuant 3.0.1 (Framingham, MA, USA) software. Statistical analysis between groups was performed on GraphPad Prism 7.0 (LaJolla, CA, USA) with one-way ANOVA for tissue data and Student’s *t*-test for hepatocyte data.

### 2.7. Principle Component Analysis (PCA)

Biplots were generated with raw gene expression count data for both males and females. These PCA plots included all genes that were differentially expressed (FDR < 0.05) between genotypes and/or PFOS concentration in each sex. These genes were correlated with PFOS concentration, and serum parameters including ALT levels, AST levels, albumin, and L-FABP. Similarly, biplots were created with all oxylipin concentrations and correlated with the previously mentioned serum parameters. Separate oxylipin biplots were created with male total, male free, female total, and female free oxylipins. PCA plots were generated using JMP Pro 17.0 (SAS Institute, Charlotte, NC, USA).

## 3. Results

### 3.1. PFOS Concentrations Are Genotype and Sex Regulated

Previous research primarily focused on the role of diet in PFOS-mediated toxicity and steatosis demonstrated that hCYP2B6-Tg mice retained more PFOS in their liver and serum (Table 1) than Cyp2b-null mice in both female and male mice [10]. In addition, sexually dimorphic differences in retention were observed in the Cyp2b-null mice as the females retained significantly lower concentrations of PFOS than the male Cyp2b-null mice (Table 1). This sex difference did not occur in hCYP2B6-Tg mice and, therefore, the genotype differences in PFOS retention are much more prominent in the females. For example, there is a 14% difference in hepatic PFOS retention between Cyp2b-null and hCYP2B6-Tg males, but a 39% difference in hepatic PFOS retention between Cyp2b-null and hCYP2B6-Tg females. Not surprisingly, hCYP2B6-Tg females showed greater acute toxicity and ALT levels than Cyp2b-null females (Supplementary Materials) [10]; however, normal chow-diet-fed hCYP2B6-Tg mice were protected from steatosis relative to Cyp2b-null mice [10]. Therefore, we are using an -omics approach to investigate why hCYP2B6-Tg mice have less steatosis than Cyp2b-null mice while retaining more PFOS (and showing more toxicity in females). These two models provide a unique resource for determining novel genes involved in PFOS retention and transport. 

### 3.2. PFOS Disrupts Hepatic Oxylipin Levels

Previous research demonstrated that there are several oxylipins produced directly by human CYP2B6 and some of these oxylipins are associated with high-fat diet mediated steatosis, such as 9-HODE, 14,15-EET, PGF2a, and 13-KODE [11,19]. Therefore, we measured hepatic concentrations of free and total (free + membrane bound) LA, DHA, eicosapentaenoic acid (EPA), and AA-derived oxylipins in the PFOS-treated Cyp2b-null and hCYP2B6-Tg mice. Oxylipin species analysis of each PUFA showed that 10-PFOS decreased free DHA-derived oxylipins in the males and free LA-derived oxylipins in the females. Total AA- and EPA-derived oxylipins more than doubled in both males and females treated with 10-PFOS (Figure 1), with the exception of the AA-derived oxylipins in Cyp2b-null females, which saw lesser increases. Most differences in total oxylipins were caused by PFOS, but genotypic differences were observed between DHA-derived oxylipins of females treated with 10-PFOS. Mean ± SEM concentrations of all individual oxylipins can be found in the Supplementary Materials (stored in Mendelay Data) where the sum of derived oxylipins is also graphed. 

PCA was performed on all oxylipins and compared to changes in liver and serum PFOS concentrations, AST, ALT, ALP [10], albumin, and serum and liver L-FABP (Supplementary Materials) to investigate changes associated with PFOS toxicity. 

In females, the free oxylipins associated with the retention and toxicity parameters named above include only 12-HETE and PGE2. Oxylipins inversely associated with these same parameters include TBX2, PGF2a, 6-ketoPGF1a, 17,18-EpETE, 14,15-EpETE, 11,12-EpETE, 14,15-EET, 12,13-EpOME, 9,10-EpOME, and 13,14-EpDPA (Figure 2A). We observed from this data that some prostaglandins were repressed (TBX2, PGF2a, 6-ketoPGF1a, PGD2) and PGE2 was significantly increased (Figure 2B). Reductions in CYP-derived oxylipins are consistent with inflammatory conditions [35,36]. All of the other oxylipin metabolites that were inversely associated (reduced in concentration) with increasing PFOS concentrations were epoxides, suggesting that epoxide hydrolase activity was induced by PFOS treatment in the females and, in turn, dihydroxy-oxylipins were produced [12,37]. 

However, to our surprise, the major change in several of these oxylipins was the significant increase in total, rather than free, oxylipin levels (Figure 2C). Last, we investigated DHA oxylipin species because of significant changes in total DHA-derived oxylipin species (Figure 1 and Figure 2D). Differences in female total DHA oxylipin content were primarily caused by increases in 19,20- and 7,8-species following 10-PFOS treatment in the hCYP2B6-Tg mice. 

In males, the free oxylipins strongly associated with serum and liver PFOS concentrations, ALT, ALP, and serum L-FABP include only 7,8-DiHDPA and PGE2 (Figure 3A). 12-HETE, which is associated with PFOS concentrations in females, is only weakly associated in males. PGE2 showed strong association with toxicity and PFOS concentrations in both males and females (Figure 2 and Figure 3). Oxylipins inversely associated with these same parameters include PGF2a, PGD2, 6-ketoPGF1a, TBX2, 7,8-EpDPA, 10,11-EpDPA, 13,14-EpDPA, 16,17-EpDPA, 19,20-EpDPA, 13,14-DiHDPA, 16,17-DiHDPA, 17-HDHA, and 19,20-DiHDPA (Figure 3A). Males, similar to females, also showed repression of prostaglandins, with PGF2a, 6-ketoPGF1a, and TBX2 repressed in both females and males (Figure 3B). A distinct difference between the presence of epoxides and dihydroxy-oxylipins was not observed in the males or was not as pronounced (Figure 3C). There were also genotypic differences. For example, the hCYP2B6-Tg mice showed repression of some oxylipins such as 17,18-EpETE in comparison to Cyp2b-null mice (Figure 3C); a few of the total DHA-derived oxylipins such as 10,11- and 19,20-EpDPA were also lower in the 1-PFOS hCYP2B6-Tg mice compared to the 1-PFOS Cyp2b-null mice (Figure 3D). A large number of free DHA-derived oxylipins were inversely associated with PFOS. Several were differentially expressed (Supplementary Materials), but this may be due in part to reduced conversion from membrane bound to free DHA-derived oxylipins (Figure 3D). 

### 3.3. RNAseq Demonstrates That PFOS Induces Xenobiotic and Lipid Metabolism and Represses Immune Function

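Cyp2b9, Cyp2b10 and Cyp2b13 are the liver P450 genes deleted in every one of these mice, and Cyp2b10 is the best known target of the constitutive androstane receptor. Counts were nevertheless assigned to all 3, at low levels without PFOS and at higher levels with it. Cyp2b9 had a mean of 1.50 ± 1.34 (SD) CPM in untreated Cyp2b-null females, 1.19 ± 0.259 in hCYP2B6-Tg females, 2.00 ± 0.686 in Cyp2b-null males and 0.799 ± 0.327 in hCYP2B6-Tg males. At 1-PFOS the same groups had 5.68 ± 2.62, 7.90 ± 3.60, 5.75 ± 2.21 and 5.68 ± 0.581 CPM of Cyp2b9, and at 10-PFOS 27.3 ± 3.04, 31.3 ± 5.60, 26.2 ± 4.27 and 24.3 ± 3.83. Cyp2b10 went from a group mean of 0.419 CPM in untreated hCYP2B6-Tg females to 16.5 CPM at 10-PFOS, and Cyp2b13 from 0.176 to 5.75 CPM. In Cyp2b-null males the means of Cyp2b10 were 1.26, 3.53 and 13.4 CPM at the 3 doses, and those of Cyp2b13 0.507, 1.86 and 5.11 CPM. The intact Cyp2b19 and Cyp2b23 are counted with the deleted genes in 1 list of 5, and reads of such similar genes are hard to tell apart. At 10-PFOS the list moved as a whole, and 5 of 5 rose in each of Cyp2b-null females, hCYP2B6-Tg females, Cyp2b-null males and hCYP2B6-Tg males (5 each when adjusted over the list alone). That came to a camera adjusted p of 1.4e-07, 2.2e-07, 9.1e-08 and 1.0e-09, and of 0.036, 0.046, 0.037 and 0.019 with an estimated correlation. The 4 libraries of a group had a median total of between 48286951.5 counts (hCYP2B6-Tg females at 10-PFOS) and 73766075.5 counts (hCYP2B6-Tg males at 1-PFOS).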

RNAseq was performed in the female and male Cyp2b-null and hCYP2B6-Tg mice provided 0, 1, or 10 mg/kg/day PFOS for a total of 48 samples from 12 groups. 

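Males at 10-PFOS raised genes that oxidise, conjugate and export foreign compounds and lost genes that mark the adult male liver. Rises and falls are ranked among called genes with a mean of at least 10 CPM in the higher group and with no overlap between the 4 mice of each group. In Cyp2b-null males some of the largest rises so ranked were in Abcc4, an exporter of organic anions and bile acids, Cbr3, a carbonyl reductase under NRF2, the P450 genes Cyp2c65 and Cyp2c55, the glutathione S-transferase Gstm3, the surface protein gene Ly6d and the aldo-keto reductase Akr1b7, each with a log2 fold change above 5. The values were Cyp2c65 (6.06), Cyp2c55 (5.82), Abcc4 (6.37), Cbr3 (6.18), Gstm3 (5.69), Ly6d (5.62) and Akr1b7 (5.51), with adjusted p of at most 2.3e-10 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, 4 mice per group). Sult1e1, the estrogen sulfotransferase, went from 0.0389 ± 0.0470 CPM to 13.2 ± 10.0 CPM in the same mice (edgeR adjusted p = 1.8e-06). Hsd3b5, a steroid dehydrogenase made almost only by male liver, fell from 34.2 ± 24.3 CPM to 0.0365 ± 0.0521 CPM in Cyp2b-null males and from 76.3 ± 42.0 CPM to 0.0237 ± 0.0473 CPM in hCYP2B6-Tg males. The organic anion transporter Slco1a1 (−6.29) and the major urinary protein genes Mup21 (−6.22), Mup7 (−6.17), Mup13 (−6.17) and Mup17 (−6.15) were other large falls in Cyp2b-null males, at an edgeR adjusted p of at most 1.8e-10. The acute phase genes Saa2 (−6.49) and Saa1 (−6.42, edgeR adjusted p of at most 0.00049) owe the size of their falls to 1 untreated mouse. Saa2 went from 406 ± 680 CPM to 4.50 ± 1.23 CPM and Saa1 from 433 ± 709 CPM to 5.04 ± 1.35 CPM, and without 0-PFOS replicate 3, at 1418 and 1487 CPM, the log2 fold changes were −3.92 and −4.01. In hCYP2B6-Tg males Cyp2c65 (6.55), Abcc4 (6.45), Ly6d (6.17), Cbr3 (6.05), Cyp2c55 (5.84), Akr1b7 (5.75), Gstm3 (5.67) and Themis (5.39) were the 8 highest of that ranking, Themis being a T cell signalling gene. Its 8 largest falls there were Hsd3b5 and Slco1a1 (−7.48), Hsd3b4 (−7.15), Mup13 (−6.35), Mup17 (−6.34), Mup7 (−6.33), Mup8 (−6.32) and Mup10 (−6.32), at an adjusted p of at most 2.0e-08 from the same test. Reads of the Mup genes, and of Saa1 and Saa2, are shared among near-identical copies, so which copy moved is uncertain. At 10-PFOS 597 genes rose and 719 fell in Cyp2b-null males and 740 rose and 688 fell in hCYP2B6-Tg males at an edgeR adjusted p under 0.05 and a log2 fold change beyond 1 either way. In females 565 rose and 826 fell in Cyp2b-null mice and 744 and 1053 in hCYP2B6-Tg mice. In males 485 of the risen and 534 of the fallen genes were called in both genotypes, where 35.08 and 39.28 would be shared by chance, and in females 423 and 571, where 31.86 and 65.93 would be. Those 4 control groups share no mouse, so the overlap between genotypes does not come from common controls.

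**Figure D1:**
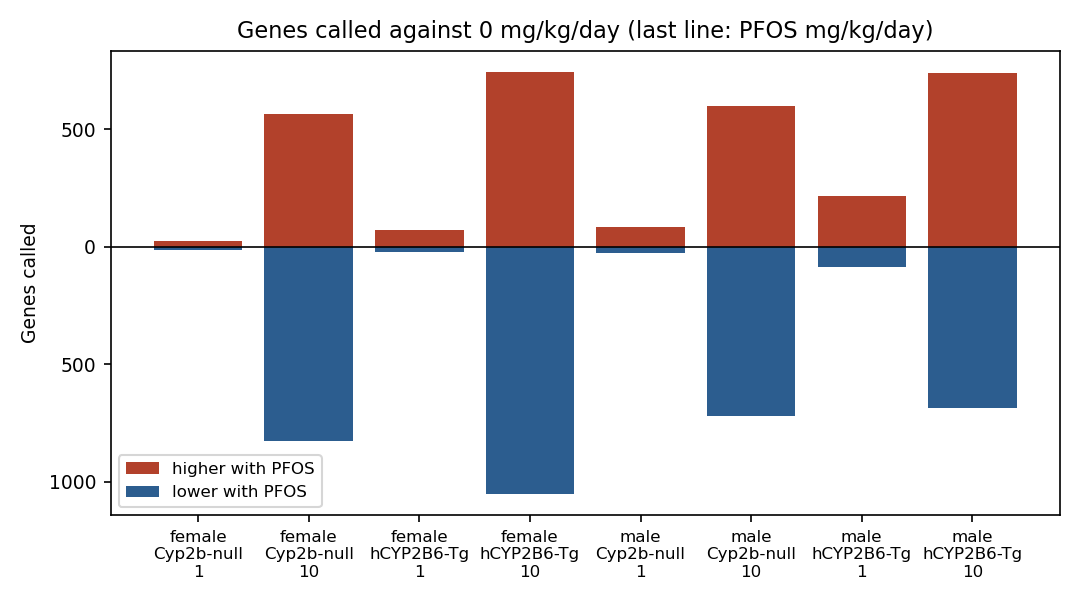
Genes up and down in each comparison of a dose with untreated mice of the same sex and genotype, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, 4 mice per group.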

The data demonstrated a PFOS-mediated dose-dependent increase in the number of genes perturbed relative to the control mice of each genotype and sex (Table 2). 

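P450 genes of fatty acid oxidation were among the largest rises in hCYP2B6-Tg females at 10-PFOS, ranked over called genes with a mean of at least 10 CPM in the higher group and no overlap between the mice of the 2 groups. Cyp4a12a and Cyp4a12b, fatty acid omega-hydroxylases that male liver normally makes, rose by 8.38 and 8.38 log2, and reads of the pair cannot be told apart. Asns, asparagine synthetase and a target of the stress factor ATF4 (6.59), the trehalase gene Treh (6.47), the P450s Cyp2c66 (5.96), Cyp2c55 (5.92) and Cyp2c65 (5.81) and the carbonyl reductase Cbr3 (5.40) followed, all at an adjusted p of at most 7.2e-08 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). A1bg, a female-biased secreted protein of the immunoglobulin family, dropped from 90.1 ± 152 CPM to 0.0877 ± 0.0949 CPM, where 1 untreated mouse carries the mean (replicate 1 at 318 CPM, the other 3 at 8.03 to 21.8 CPM). Its log2 fold change of −9.96 was −7.28 without that mouse. The adhesion receptor Adgrf1 dropped from 14.5 ± 2.95 CPM to 0.0331 ± 0.0418 CPM. The neurotrophin receptor Ntrk2 (−5.68), the organic anion transporters Slc22a26 (−5.48) and Slc22a7 (−5.20), and the pheromone carriers Mup21 (−5.07) and Mup3 (−5.05) fell as well, at an edgeR adjusted p of at most 2.9e-06. In Cyp2b-null females Cyp4a12a (8.27), Cyp4a12b (8.24), Cyp2c55 (6.55), Asns (6.33), Cyp2c65 (5.98), Gstm3 (5.68) and Treh (5.60) were among the largest rises, and Ggt1, which breaks down glutathione, went from 0.0762 ± 0.0741 to 13.4 ± 8.89 CPM. Their largest falls by the same ranking were A1bg, from 58.6 ± 33.1 to 0.0689 ± 0.0460 CPM, Ntrk2 (−6.90), the sulfotransferases Sult3a1 (−6.00) and Sult3a2 (−5.20), Slc22a26 (−5.19), the adropin gene Enho (−4.54) and Mup22 (−4.40) and Mup13 (−4.39), at an adjusted p of at most 6.0e-06 from that test. Of 13193 genes tested in females, 1797 passed in hCYP2B6-Tg and 1391 in Cyp2b-null mice. The test of whether the genotypes respond differently to 10-PFOS called 0 genes in edgeR (1357 at an unadjusted p under 0.05), 26 with its likelihood ratio test, and 25 with DESeq2. Leaving out Cyp2b-null 10-PFOS replicate 4 raised that edgeR count from 0 to 15.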

The female 10-PFOS-treated hCYP2B6-Tg mice showed the greatest number of gene expression changes, which is not surprising given this group also showed the most acute toxicity [10]. 

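At 1-PFOS P450 genes of fatty acid and xenobiotic oxidation are among the largest rises in every group. The ranking covers called genes with a mean of at least 10 CPM in the higher group and no overlap between the mice of the 2 groups. Cyp4a12a and Cyp4a12b rose by 5.25 and 5.22 log2 in hCYP2B6-Tg females and by 4.01 and 3.98 in Cyp2b-null females. Beside them rose the keratin Krt23 (2.61 and 2.86), Cyp2c55 (2.95 and 2.09) and Cyp2c29 (1.84 and 1.54). The zinc carrier Slc39a5 (2.07), the retinoic acid hydroxylase Cyp26a1 (1.91) and Cyp2c39 (1.88) completed the 8 largest rises of named genes in hCYP2B6-Tg females. The omega-hydroxylases Cyp4a10 (1.64), Cyp4a31 (1.57) and Cyp4a32 (1.57) completed those in Cyp2b-null females, and their reads are shared. The largest falls in hCYP2B6-Tg females were Egr1 (−2.88), Ppp1r10 (−2.20), Slc25a25 (−1.53), Adgrf1 (−1.39), G6pc (−1.27), Irf2bp2 (−1.06), Nr0b2 (−1.03) and Rsrp1 (−1.00). In Cyp2b-null females the largest falls were Gadd45g (−1.86), Igfbp1 (−1.61), Tcim (−1.42), Slc45a3 (−1.26), Klf2 (−1.16), Irf2bp2 (−1.03), Trp53inp2 (−0.92) and Apoa1 (−0.87). G6pc is glucose-6-phosphatase, Nr0b2 encodes SHP, which answers to bile acids, and Igfbp1 is an insulin-repressed binding protein. The adjusted p of these genes is at most 0.045 in hCYP2B6-Tg and 0.047 in Cyp2b-null females (edgeR quasi-likelihood test, Benjamini-Hochberg). In hCYP2B6-Tg males Krt23 (3.59), Cidec (3.02), Usp2 (2.68), Cyp2c55 (2.64), Per3 (2.45), Cyp4a10 (2.34), Alas1 (2.26) and Cyp4a31 (2.25) were the 8 largest rises so ranked, a set that holds the lipid droplet gene Cidec and the clock-driven Usp2 and Per3. The largest falls there were Gadd45g (−4.20), Igfbp1 (−2.56), Slc25a25 (−2.39), Avpr1a (−2.14), Arntl (−2.08), Irf2bp2 (−1.94), Enho (−1.71) and Cyp39a1 (−1.59), at an edgeR adjusted p of at most 0.0084. In Cyp2b-null males the largest rises were Cidec (2.68), Cyp2c55 (2.27), Cyp4a10 (2.01), Cyp4a31 (1.96), Cyp4a32 (1.96), Cyp4a30b (1.75), Cyp4a14 (1.73) and Ehhadh (1.71) and the largest falls Cish (−2.99), Cyp39a1 (−1.93), Igfbp1 (−1.71), Avpr1a (−1.51), Plk3 (−1.44), Enho (−1.39), Sik1 (−1.30) and Wsb1 (−1.27). Ehhadh serves peroxisomal beta-oxidation, Cish is a STAT5 target and Avpr1a is the liver vasopressin receptor. All 16 passed at an adjusted p of at most 0.0060 from the same test. The counts were 73 up and 23 down in hCYP2B6-Tg against 24 and 13 in Cyp2b-null females, and 215 and 87 against 82 and 28 in males. A larger count in 1 genotype is not a test between genotypes. In females 21 of the risen genes and 2 of the fallen ones were shared, with 0.1328 and 0.02266 expected by chance, and in males 59 and 12, with 1.4 and 0.1934 expected, while 1 gene went opposite ways. The 37 genes of Cyp2b-null females became 79 with edgeR's likelihood ratio test, 75 with DESeq2 and 23 without 0-PFOS replicate 2. The 96 of hCYP2B6-Tg females became 152 with DESeq2, 60 with the stricter filter, 58 when only the groups compared were fitted, and between 57 (without 1-PFOS replicate 3) and 166 (without 1-PFOS replicate 4) when 1 library was left out. The 110 of Cyp2b-null males became 59 with the stricter filter, 66 with only the groups compared and 70 without 1-PFOS replicate 3, and the 302 of hCYP2B6-Tg males became 164 with the stricter filter. Leaving out 1 library ended calls, the adjusted p in brackets, of Slc25a25 at 1-PFOS in hCYP2B6-Tg females (0.13), Adgrf1 (0.083), G6pc (0.14) and Rsrp1 (0.14) without hCYP2B6-Tg female 0-PFOS replicate 4. Igfbp1 at 1-PFOS in Cyp2b-null females (0.13), Klf2 (0.18), Trp53inp2 (0.13) and Apoa1 (0.12) did not pass without Cyp2b-null female 0-PFOS replicate 2. Cyp26a1 (0.14), Egr1 (0.17) and Nr0b2 (0.087) did not pass without hCYP2B6-Tg female 1-PFOS replicate 3. Gadd45g at 1-PFOS in Cyp2b-null females (0.18) and Tcim (0.12) did not pass without Cyp2b-null female 0-PFOS replicate 3. Slc45a3 (0.072) did not pass without Cyp2b-null female 1-PFOS replicate 2. The log2 fold change of G6pc was −0.84 without hCYP2B6-Tg female 0-PFOS replicate 4. Other settings ended the call of Egr1 (0.081), Slc25a25 at 1-PFOS in hCYP2B6-Tg females (0.16), G6pc (0.12), Rsrp1 (0.11), Gadd45g at 1-PFOS in Cyp2b-null females (0.064), Tcim (0.066), Klf2 (0.079) and Apoa1 (0.076) with only the groups compared in the fit.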

Female and male hCYP2B6-Tg treated with 1-PFOS also showed a greater number of genes significantly altered relative to Cyp2b-null mice. This is consistent with the trend of greater PFOS concentrations in the treated hCYP2B6-Tg mice and inversely associated with previously measured steatosis [10]. 

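Without PFOS the lowest camera p between the genotypes belongs to genes of the liver clock in females and of sterol synthesis in males, and none of these genes passed on its own. In females 0 of 12 genes that peak by day (the Per and Rev-erb genes, Dbp, Tef and their kin) passed (11 when adjusted over the list alone, median log2 fold change 1.43, camera adjusted p = 3.6e-22, 0.049 with an estimated correlation), higher in hCYP2B6-Tg mice. This is the 1 list called between untreated genotypes with an estimated correlation, and fry did not call it (adjusted p = 0.094). The clock index, day-peaking less dawn-peaking genes, was 1.17 ± 1.82 (SD) in hCYP2B6-Tg and −1.73 ± 0.55 in Cyp2b-null females, a difference of 2.90 (exact p = 0.057) that passed without hCYP2B6-Tg replicate 1 (3.64, exact p = 0.029). The genes that peak at dawn, such as Arntl and Npas2, lay the other way in females, with 0 of 5 called (4 when adjusted over the list alone, median log2 fold change −1.07, camera adjusted p = 5.5e-09, 0.059 with an estimated correlation). In males 0 of 25 genes of cholesterol synthesis passed (19 when adjusted over the list alone, median log2 fold change −0.50, camera adjusted p = 1.1e-23, 0.24 with an estimated correlation), lower in hCYP2B6-Tg mice. Of the male clock, 0 of 12 day-peaking genes passed (0 when adjusted over the list alone, camera adjusted p = 0.024, 0.88 with an estimated correlation). The deleted and intact Cyp2b genes also lay lower in untreated hCYP2B6-Tg males, with 0 of 5 genes called (4 when adjusted over the list alone, median log2 fold change −1.24, camera adjusted p = 2.4e-09, 0.18 with an estimated correlation). edgeR called 0 genes between the untreated genotypes in females (676 at an unadjusted p under 0.05, 2 with its likelihood ratio test and 4 with DESeq2). Those 676 of 13193 tested genes are near the share of 0.05 that chance alone gives. In males edgeR called 0 as well (861 unadjusted, 11 with the likelihood ratio test, 14 with DESeq2 and 7 with no filter on low counts). Leaving out 1 library gave at most 1 gene in females (without hCYP2B6-Tg replicate 1) and at most 3 in males (without Cyp2b-null replicate 3). Among 50 lists, 13 were called between untreated females and 1 with an estimated correlation, and among 49 in males 8 and 0, with 13 in males without Cyp2b-null replicate 2 or without hCYP2B6-Tg replicate 3. Some calls rest on single libraries, such as (adjusted p in brackets) day-peaking genes between the genotypes at 0-PFOS (0.36) without Cyp2b-null male 0-PFOS replicate 2.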

Few genes were differentially expressed when comparing untreated Cyp2b-null and hCYP2B6-Tg mice. 

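Single genes of several functions were higher or lower in hCYP2B6-Tg than in Cyp2b-null females at 10-PFOS. Lcn2 (3.69) and Lrg1 (1.50), secreted in inflammation, the droplet coat gene Plin4 (2.33), the signal recognition particle RNAs Rn7s1 (2.21) and Rn7s2 (2.21), whose reads are shared, had some of the largest log2 fold changes above 0. So had the cold-induced RNA-binding gene Cirbp (1.46), the noncoding Mir22hg (1.43) and the uptake transporter Slco1a5 (1.36). 1 hCYP2B6-Tg mouse, replicate 2, carries the means of Lcn2, Lrg1 and Plin4 at 203, 674 and 27.8 CPM against 6.42 to 10.5, 99.6 to 120 and 3.47 to 8.44 in the other 3, and without it their log2 fold changes were 0.97, 0.32 and 1.31. Below 0 were Angptl8, a feeding-induced lipase inhibitor (−1.93), Hsph1, a heat shock protein of the Hsp110 family (−1.35), the zinc finger gene Zfp982 (−1.28), and the scaffold Shank2 (−1.25). Also below 0 were the ubiquitin ligase Rnf186 (−1.21), the insulin-degrading enzyme Ide (−1.03), the bZIP factor Cebpg (−1.02) and Ern1, the unfolded protein sensor IRE1α (−1.02), with adjusted p of at most 0.027, and of at most 0.047 for the genes above 0 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). In males AY036118 (−1.42), a transcript of ribosomal origin, Lars2, the mitochondrial leucyl-tRNA synthetase (−1.16), and 1 predicted gene were lower in hCYP2B6-Tg mice, edgeR adjusted p = 0.026 and 0.012. Clpx, a mitochondrial protease subunit, was lower by less than the fold threshold (−0.89, 0.027 from the same test). In all, 40 genes were higher and 99 lower in hCYP2B6-Tg females, and 0 higher and 3 lower in hCYP2B6-Tg males. Leaving out 1 of the 8 libraries moved the female count of 139 by over 1.5 times each time, from 14 without Cyp2b-null replicate 1 to 284 without Cyp2b-null replicate 4. The count was 4 when only those 8 libraries were fitted and 210 with edgeR's likelihood ratio test and no filter. The male count of 3 became 9 with DESeq2, 10 with the likelihood ratio test, 8 with no filter and 6 with only those 8 libraries, and ran from 1 (without Cyp2b-null replicate 2, among others) to 5 (without Cyp2b-null replicate 3). The adjusted p in brackets went above 0.05 for Lcn2 (0.28), Lrg1 (0.53), Plin4 (0.27), Cirbp (0.070), Angptl8 (0.070), Hsph1 (0.054), Zfp982 (0.070), Shank2 (0.074), Ide (0.11) and Ern1 (0.071) without hCYP2B6-Tg female 10-PFOS replicate 2. AY036118 (0.16) and Clpx (0.16) did not pass without Cyp2b-null male 10-PFOS replicate 2. Rnf186 (0.11) did not pass without Cyp2b-null female 10-PFOS replicate 1. Lars2 (0.12) did not pass without hCYP2B6-Tg male 10-PFOS replicate 1. The call was also lost for Lcn2 (0.12), Lrg1 (0.20), Plin4 (0.12), Cirbp (0.071), Mir22hg (0.069), Slco1a5 (0.064), Angptl8 (0.064), Hsph1 (0.063), Zfp982 (0.053), Shank2 (0.069), Rnf186 (0.11), Ide (0.074), Cebpg (0.063) and Ern1 (0.067) with only the groups compared in the fit. Clpx (0.059) did not pass with a term for replicate number.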

Of great interest because of the differences in toxicity, female mice treated with 10-PFOS showed a relatively large difference in the number of genes expressed between the two genotypes; (235), while males a relatively small difference (18).. Both females and males showed increased PFOS retention in the hCYP2B6-Tg mice compared to the Cyp2b-nulls; however, the female mice had greater retention differences by genotype and greater gene expression differences (Table 1 and Table 2) [10]. 

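In females the genes of antigen presentation, interferon response and complement fell at 10-PFOS, and those of xenobiotic conjugation and fatty acid oxidation rose. The immunoproteasome subunits Psmb8 (−2.06) and Psmb9 (−2.02), which cleave peptides for display, the peptide pump Tap1 (−1.61) and the class I molecule H2-K1 (−1.61) fell in Cyp2b-null females, and Psmb8 (−2.02), H2-K1 (−1.41) and Psmb10 (−1.31) in hCYP2B6-Tg females. Of the class I genes, 18 and 17 of 18 fell in Cyp2b-null and hCYP2B6-Tg females (18 and 17 when adjusted over the list alone). Tested together by camera they had an adjusted p of 4.5e-18 and 3.4e-10, or 0.014 and 0.067 with an estimated correlation. The interferon-induced GTPase genes Gbp6 (−3.18 and −2.77 in Cyp2b-null and hCYP2B6-Tg females), Gbp3 (−2.62 and −2.82) and Tgtp1 (−3.11 in Cyp2b-null) and the nucleic acid sensor Zbp1 (−3.28 and −2.67) fell. Among the interferon genes, 43 and 41 of 46 fell in Cyp2b-null and hCYP2B6-Tg females (44 and 43 when adjusted over the list alone). camera gave them an adjusted p of 6.5e-19 and 2.4e-14, and of 0.061 and 0.11 with an estimated correlation. C9 (−3.49 and −3.67), C1s1 (−1.65 and −1.55) and C8b (−1.79 and −1.39), of the complement cascade, fell as well. In the complement list, 21 and 20 of 24 fell in Cyp2b-null and hCYP2B6-Tg females (22 and 20 when adjusted over the list alone). The adjusted p from camera was 8.8e-18 and 3.1e-09, and 0.0025 and 0.014 with an estimated correlation. Kupffer cell markers fell beside the immune genes, among them Marco (−2.21) and Folr2 (−1.72) in Cyp2b-null and Folr2 (−1.84) and Clec4f (−1.47) in hCYP2B6-Tg females. Of the markers, 15 and 13 of 15 fell in Cyp2b-null and hCYP2B6-Tg females (15 and 14 when adjusted over the list alone). Their camera adjusted p was 1.2e-10 and 6.6e-07, and with an estimated correlation 0.047 and 0.13. Of class II genes, 9 and 7 of 9 fell in Cyp2b-null and hCYP2B6-Tg females (9 and 7 when adjusted over the list alone). By camera the adjusted p was 2.3e-05 and 0.018, or 0.19 and 0.51 with an estimated correlation. Among conjugation and export genes, Gsta1 (5.50), Gsta2 (5.40) and Abcc4 (4.29) rose far in Cyp2b-null females, and Sult1e1 (5.35), Abcc4 (5.28), Gstm3 (5.19) and Gsta1 (4.93) in hCYP2B6-Tg females. Of that list, 37 and 36 of 44 rose and 2 and 2 fell in Cyp2b-null and hCYP2B6-Tg females (38 and 37, and 2 and 2, when adjusted over the list alone). In camera this gave an adjusted p of 9.8e-35 and 3.5e-33, and of 0.0025 and 0.0071 with an estimated correlation. Peroxisomal oxidation genes rose in parallel, Ehhadh by 3.61 and 3.96, the thioesterases Acot5 by 2.66 and 2.68 and Acot4 by 2.10 and 2.08, and Pex11a, which divides peroxisomes, by 1.78 and 2.19. Of the peroxisomal genes, 17 and 19 of 21 rose in Cyp2b-null and hCYP2B6-Tg females (17 and 19 when adjusted over the list alone). As a set they had a camera adjusted p of 9.4e-15 and 1.2e-17, and with an estimated correlation an adjusted p of 0.018 and 0.013. Lipid synthesis had no common direction: Mogat1 (3.49), Thrsp (2.30) and Me1 (1.64) rose in Cyp2b-null females, and Lpin1 (−1.87), Pklr (−1.84) and Acss2 (−1.73) fell in hCYP2B6-Tg females. Of lipogenic genes, 11 and 6 of 32 rose and 4 and 11 fell in Cyp2b-null and hCYP2B6-Tg females (11 and 6, and 4 and 13, when adjusted over the list alone). That came to a camera adjusted p of 0.16 and 0.41, and of 0.74 and 0.81 with an estimated correlation. All single genes named here had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With 1 library fewer, no call remained (adjusted p in brackets) for Marco (0.069) without Cyp2b-null female 0-PFOS replicate 1. Conversely, a call appeared for lipogenic genes at 10-PFOS in Cyp2b-null females (0.0070) without Cyp2b-null female 10-PFOS replicate 4. The log2 fold change of Thrsp was 1.51 without Cyp2b-null female 10-PFOS replicate 3.

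**Figure D2:**
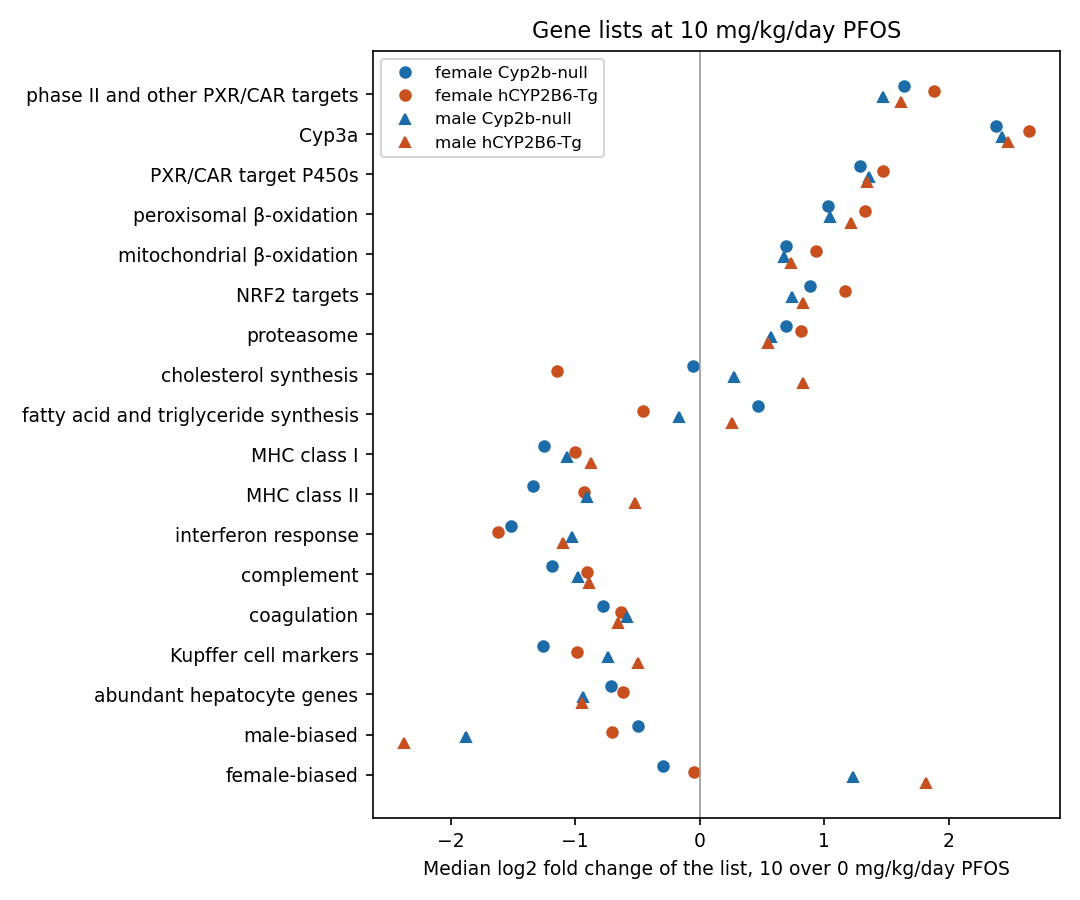
Median log2 fold change of 18 gene lists in each comparison with untreated mice of the same sex and genotype, 4 mice per group.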

Gene ontology visualized through Revigo indicates that 10 mg/kg/day PFOS represses the immune response and increases xenobiotic responses, lipid uptake, synthesis, and metabolism genes in females with few major differences between hCYP2B6-Tg and Cyp2b-null mice (Figure 4). 

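In males at 10-PFOS the clock genes shifted together, the male program of the liver receded, and receptors of the G-protein-coupled class fell more often than they rose. Arntl (−2.33 and −2.75 in Cyp2b-null and hCYP2B6-Tg males), the activator at the core of the clock, Nfil3 (−2.74 and −2.40) and Cry1 (−2.09 and −1.75) fell, and the repressor Ciart (4.04 and 3.73) and the clock-driven Usp2 (2.00 and 3.06) rose. Of the dawn-peaking genes, 4 and 5 of 5 fell in Cyp2b-null and hCYP2B6-Tg males (5 and 5 when adjusted over the list alone). Tested together by camera they had an adjusted p of 0.00072 and 0.00017, or 0.081 and 0.064 with an estimated correlation. Of day-peaking ones, 7 and 7 of 12 rose and 1 and 2 fell in Cyp2b-null and hCYP2B6-Tg males (8 and 7, and 1 and 2, when adjusted over the list alone). camera gave them an adjusted p of 0.020 and 0.025, and of 0.47 and 0.51 with an estimated correlation. Among receptors, Adgrf1 (−7.00 and −8.71), the vasopressin receptor Avpr1a (−3.68 and −3.90), Lgr5 (−2.53 and −2.64), a pericentral receptor for R-spondins, and the lipid receptor S1pr5 (−3.17 and −1.50) fell in both genotypes. By symbol, of all receptor genes, 8 and 10 of 67 rose and 25 and 27 fell in Cyp2b-null and hCYP2B6-Tg males (8 and 10, and 25 and 30, when adjusted over the list alone). The adjusted p from camera was 0.0037 and 0.0062, and 0.12 and 0.15 with an estimated correlation. The female counts were similar in direction, as 5 and 8 of 76 rose and 38 and 41 fell in Cyp2b-null and hCYP2B6-Tg females (8 and 9, and 42 and 43, when adjusted over the list alone). Their camera adjusted p was 1.6e-06 and 1.8e-06, and with an estimated correlation 0.0066 and 0.013. Whether the sexes differ in this was not tested. Hao2 (6.93 and 5.15), a peroxisomal hydroxyacid oxidase, and Cyp2a4 (3.71 and 3.74), whose reads are shared with Cyp2a5, are female-biased genes that rose in males. Of female-biased genes, 14 and 14 of 22 rose and 2 and 4 fell in Cyp2b-null and hCYP2B6-Tg males (14 and 14, and 2 and 4, when adjusted over the list alone). By camera the adjusted p was 2.5e-08 and 1.6e-08, or 0.038 and 0.033 with an estimated correlation. Male-biased genes went the other way, Mup3 (−6.01 and −6.20) among them. Of that male list, 2 and 3 of 21 rose and 15 and 16 fell in Cyp2b-null and hCYP2B6-Tg males (3 and 3, and 15 and 16, when adjusted over the list alone). In camera this gave an adjusted p of 1.2e-12 and 5.2e-14, and of 0.064 and 0.037 with an estimated correlation. Immune genes fell in males too, for example C6 (−2.59 and −2.59) and C8b (−2.78 and −2.51). Class I genes fell broadly, and 16 and 16 of 18 fell in Cyp2b-null and hCYP2B6-Tg males (16 and 17 when adjusted over the list alone). As a set they had a camera adjusted p of 1.7e-17 and 1.3e-12, and with an estimated correlation an adjusted p of 0.014 and 0.033. Of interferon genes, 0 and 1 of 43 rose and 34 and 34 fell in Cyp2b-null and hCYP2B6-Tg males (0 and 1, and 35 and 35, when adjusted over the list alone). That came to a camera adjusted p of 1.5e-08 and 2.1e-07, and of 0.21 and 0.25 with an estimated correlation. Complement genes followed, and 22 and 18 of 25 fell in Cyp2b-null and hCYP2B6-Tg males (22 and 19 when adjusted over the list alone). Tested together by camera they had an adjusted p of 2.4e-20 and 2.0e-16, or 0.0019 and 0.0060 with an estimated correlation. Of Kupffer cell markers, 10 and 5 of 15 fell in Cyp2b-null and hCYP2B6-Tg males (11 and 2 when adjusted over the list alone). camera gave them an adjusted p of 0.020 and 0.10, and of 0.55 and 0.68 with an estimated correlation. Of conjugation and export genes, 33 and 35 of 44 rose and 3 and 3 fell in Cyp2b-null and hCYP2B6-Tg males (33 and 35, and 3 and 3, when adjusted over the list alone). The adjusted p from camera was 6.1e-38 and 1.7e-35, and 0.00026 and 0.00025 with an estimated correlation. Each gene named here passed edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.05. Calls that depend on 1 library, with the adjusted p in brackets, are Kupffer cell markers at 10-PFOS in Cyp2b-null males (0.054) without Cyp2b-null male 0-PFOS replicate 3.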

Similar GO terms were perturbed in males, except more ontologies related to circadian rhythms and G-protein coupled receptor interactions were downregulated following PFOS treatment (Figure 5). Lists of genes differentially expressed by genotype, sex, or PFOS treatment are provided in the Supplementary Materials. P450 epoxygenases were one of the GO terms altered by PFOS within the lipid metabolism cluster (Figure 4 and Figure 5). 

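Cyp2c29, which makes epoxides of arachidonic and linoleic acid, rose at 10-PFOS by 2.86 and 2.62 log2 in Cyp2b-null and hCYP2B6-Tg females and by 2.19 and 2.54 in males, at an edgeR adjusted p of at most 2.2e-12. Cyp2c66, of the same subfamily, rose by 6.11 and 6.79 in males and by 5.91 in Cyp2b-null females. Other members of the group fell. Of epoxygenase genes, 10, 9, 10 and 9 of 18 rose and 6, 6, 2 and 6 fell in Cyp2b-null females, hCYP2B6-Tg females, Cyp2b-null males and hCYP2B6-Tg males (10, 9, 10 and 9, and 6, 6, 3 and 6, when adjusted over the list alone). Their camera adjusted p was 0.011, 0.0097, 1.5e-07 and 1.2e-06, and with an estimated correlation 0.29, 0.33, 0.079 and 0.11. None of the 4 camera results holds with an estimated correlation. Among enzymes that release or convert lipid mediators, Ptges, a prostaglandin E synthase (6.03 and 4.28 in females, 3.67 and 5.38 in males), and Pla2g12a, a phospholipase A2 (1.76, 2.10, 1.69 and 1.47), rose in all 4 groups at an edgeR adjusted p under 0.05. In hCYP2B6-Tg males 7 of 14 oxylipin and prostaglandin genes rose (7 when adjusted over the list alone, camera adjusted p = 0.0032, 0.015 with an estimated correlation).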

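The soluble and the microsomal epoxide hydrolase open the epoxide rings that epoxygenases make. The microsomal gene Ephx1 rose by 1.65 and 2.16 log2 at 10-PFOS in Cyp2b-null and hCYP2B6-Tg females and by 1.53 and 1.55 in the corresponding males (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p of at most 1.3e-08). The soluble gene Ephx2 rose by 1.23 and 1.64 in females and by 0.97 and 1.00 in males, with an edgeR adjusted p of at most 6.4e-08, where the males lie next to the fold threshold of 1. At 1-PFOS Ephx1 rose in hCYP2B6-Tg females (0.96) and hCYP2B6-Tg males (0.39) and did not pass in Cyp2b-null mice, and Ephx2 rose in all 4 groups, from 0.40 in Cyp2b-null males to 0.78 in hCYP2B6-Tg females, at an adjusted p under 0.05 from the same test but under the fold threshold. In refits with 1 library left out the call was lost (adjusted p in brackets) for Ephx1 at 1-PFOS in hCYP2B6-Tg males (0.11) without hCYP2B6-Tg male 0-PFOS replicate 2. Under another setting no call remained for Ephx2 at 1-PFOS in Cyp2b-null males (0.089) and Ephx2 at 1-PFOS in hCYP2B6-Tg females (0.067) with only the groups compared in the fit. Ephx1 at 1-PFOS in hCYP2B6-Tg males (0.061) did not pass with no filter.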

Epoxide hydrolase 1 and 2 (*ephx1* and *ephx2*) were induced in females and *ephx1* was induced in males at 10-PFOS consistent with the decreased oxylipin epoxides (Figure 2 and Figure 3). 

EnrichR (Chip-Seq) was performed to determine the transcription factors potentially involved in the regulation of these genes by 10-PFOS. RXR, PXR, PPARα, LXR, and PPARγ are the most likely activated transcription factors in these processes in males and females. 

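Many genes known as targets of PXR, CAR or PPARα rose further than the receptors' own transcripts. Nr1i2, which encodes PXR, rose by 0.46 log2 at 10-PFOS in hCYP2B6-Tg females and by 0.40 and 0.60 in Cyp2b-null and hCYP2B6-Tg males. Pparg rose by 0.69 and 0.70 in females, and Ppara fell there (−0.68 and −0.58), as did Rxra in 3 groups (−0.38 in Cyp2b-null females, −0.41 and −0.54 in males). Nr1h3, the gene for LXRα, passed in none of the 4 groups, and Nr1i3, the gene for CAR, rose in hCYP2B6-Tg males (0.39) and passed in no other group, by edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.05. Of P450 targets shared by PXR and CAR, 12, 13, 14 and 14 of 14 rose in Cyp2b-null females, hCYP2B6-Tg females, Cyp2b-null males and hCYP2B6-Tg males (12, 13, 14 and 14 when adjusted over the list alone). By camera the adjusted p was 9.3e-17, 3.5e-16, 6.0e-28 and 2.3e-26, or 0.0066, 0.014, 0.0019 and 0.0038 with an estimated correlation. Among PPARα targets of mitochondrial oxidation, Acot2 (3.12, 3.18, 3.45 and 3.87 in the same order) and the pyruvate dehydrogenase kinase Pdk4 (1.46, 2.63, 1.94 and 2.65) rose in all 4. In that mitochondrial list, 15, 19, 17 and 18 of 22 rose and 1, 1, 0 and 0 fell in Cyp2b-null females, hCYP2B6-Tg females, Cyp2b-null males and hCYP2B6-Tg males (16, 19, 17 and 18, and 2, 1, 1 and 0, when adjusted over the list alone). In camera this gave an adjusted p of 2.2e-08, 1.2e-13, 4.9e-12 and 2.6e-12, and of 0.10, 0.038, 0.021 and 0.019 with an estimated correlation. LXR targets showed no common direction, as 2, 2, 3 and 2 of 14 rose and 4, 3, 2 and 1 fell in Cyp2b-null females, hCYP2B6-Tg females, Cyp2b-null males and hCYP2B6-Tg males (2, 2, 3 and 2, and 4, 2, 2 and 1, when adjusted over the list alone). As a set they had a camera adjusted p of 0.94, 0.61, 0.62 and 0.38, and with an estimated correlation an adjusted p of 0.95, 0.76, 0.79 and 0.61. Of bile acid genes, Cyp7a1, the first enzyme of bile acid synthesis, fell in females (−1.89 and −2.41) and Cyp2b-null males (−1.29). Receptor binding was not analysed here, and PXR, CAR and PPARα share many of these targets. Among refits that omit 1 mouse, the adjusted p in brackets exceeded 0.05 for Rxra at 10-PFOS in Cyp2b-null females (0.053) and Pdk4 at 10-PFOS in Cyp2b-null females (0.086) without Cyp2b-null female 0-PFOS replicate 4. Nr1i3 (0.13) did not pass without hCYP2B6-Tg male 0-PFOS replicate 2. Changes of method left uncalled Nr1i3 (0.058) with the likelihood ratio test and no filter.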

There are some other receptors potentially involved, including estrogen and epidermal growth factor. PPARα has often been implicated in PFOS action [38,39,40]. All of these nuclear receptors are involved in lipid homeostasis, including fatty acid, cholesterol/oxysterol, and xenobiotic metabolism [39,41,42,43,44,45,46]. Clock was also found on the list of target transcription factors. 

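Clock itself fell at 10-PFOS in Cyp2b-null (−0.39) and hCYP2B6-Tg males (−1.01) and did not pass in females, and its partner Arntl fell in Cyp2b-null females (−1.98) and did not pass in hCYP2B6-Tg females (−0.74) (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p of at most 0.012). An index of the clock genes, the mean of the day-peaking genes less the mean of the dawn-peaking ones on a log2 scale, was −1.47 ± 0.67 (SD) in untreated Cyp2b-null males and rose by 3.23 (exact p = 0.029) at 10-PFOS. In hCYP2B6-Tg males it was −0.63 ± 0.59 and rose by 3.53 (exact p = 0.029). At 1-PFOS it rose in hCYP2B6-Tg males by 2.91 (exact p = 0.029), and the difference in Cyp2b-null males was −0.23 (exact p = 0.80). In Cyp2b-null females the index rose by 2.97 (exact p = 0.029) at 10-PFOS, and the difference at 1-PFOS was 2.20 (exact p = 0.057), which passed without 1-PFOS replicate 2 (2.73, exact p = 0.029). In hCYP2B6-Tg females the differences were 0.63 (exact p = 0.63) at 1-PFOS and 0.79 (exact p = 0.46) at 10-PFOS, from untreated mice whose index spread widely (1.17 ± 1.82). Of the day-peaking genes, Dbp (2.38), Per3 (2.22) and Wee1 (2.16), the last a cell cycle kinase under clock control, rose in Cyp2b-null females at an edgeR adjusted p of at most 0.013. Of the whole day-peaking list, 8 of 12 rose and 1 fell in Cyp2b-null females (9 and 1 when adjusted over the list alone, camera adjusted p = 0.017, 0.43 with an estimated correlation). The smallest p that 4 against 4 mice allow is 0.029, reached when no regrouping of the 8 mice gives as large a difference, and the time of day of each sampling is not given in the sources used here. Single mice decide calls (adjusted p in brackets) of day-peaking genes (0.058) without Cyp2b-null female 10-PFOS replicate 4.

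**Figure D3:**
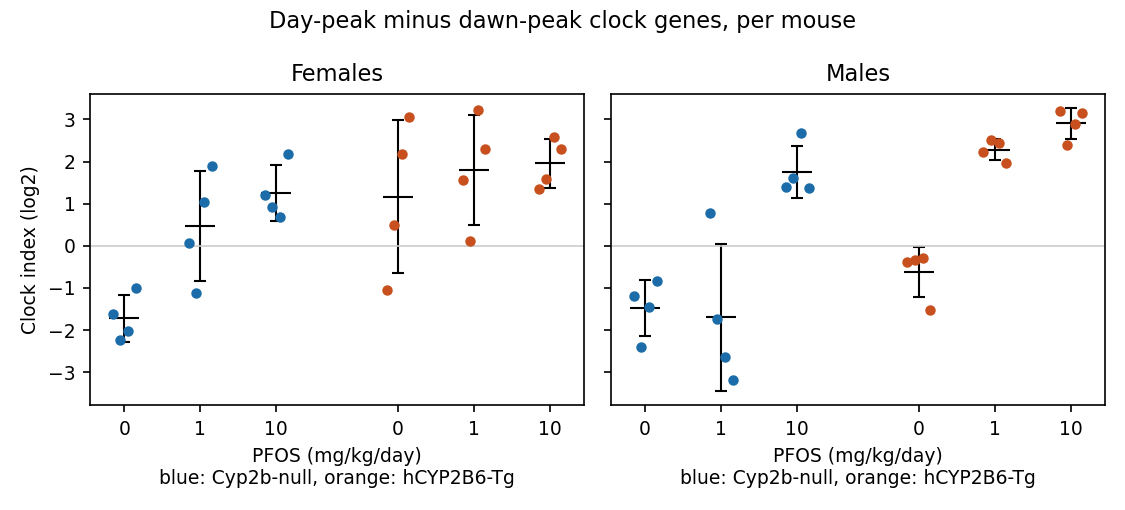
Clock index of each mouse by sex, genotype and dose, with the 4 mice of each group as points.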

At 1-PFOS, several CYPs known as common biomarkers of PXR and PPARα activity (Cyp2-4 families) are high on the list of genes perturbed, indicating their activation at the lower concentration provided [42,47], with a greater number in the hCYP2B6-Tg mice than the Cyp2b-nulls. For example, Cyp3a members were not increased in Cyp2b-null females, but five of the eight Cyp3a members were induced in the hCYP2B6-Tg female mice at 1-PFOS. 

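Cyp3a11, the main drug-oxidising Cyp3a of mouse liver, rose at 1-PFOS by 1.30 log2 in hCYP2B6-Tg females and by 0.91 in Cyp2b-null females, and Cyp3a16 by 1.40 and 0.98, Cyp3a44 by 1.29 and 0.89 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p of at most 2.0e-05 and 0.0047). In the family at 1-PFOS, 8, 5, 8 and 5 of 9 rose in hCYP2B6-Tg females, Cyp2b-null females, hCYP2B6-Tg males and Cyp2b-null males (9, 9, 9 and 9 when adjusted over the list alone). That came to a camera adjusted p of 1.4e-28, 1.4e-16, 1.5e-22 and 9.1e-20, and of 0.0051, 0.025, 0.0065 and 0.014 with an estimated correlation. The Cyp3a calls in Cyp2b-null females rest on the adjusted p alone, since each of those log2 fold changes lies under the fold threshold of 1. The 0 to 1-PFOS change of a Cyp3a gene was not tested between the genotypes. The 2 female genotypes at 1-PFOS did not differ in any Cyp3a gene, with 0 of 9 called (0 when adjusted over the list alone, camera adjusted p = 0.00059, 0.50 with an estimated correlation). At 10-PFOS all 9 rose in every sex and genotype, by a median log2 of 2.38 in Cyp2b-null females, 2.64 in hCYP2B6-Tg females, 2.43 in Cyp2b-null males and 2.48 in hCYP2B6-Tg males. The camera adjusted p was at most 6.5e-23, and at most 0.0095 with an estimated correlation. Reads of Cyp3a16, Cyp3a41a, Cyp3a41b and Cyp3a44 can be shared with those of Cyp3a11, so the number of separate genes that rose is uncertain. 1 library less was enough to end calls (adjusted p in brackets) of Cyp3a genes between the genotypes at 1-PFOS (0.14) without hCYP2B6-Tg female 1-PFOS replicate 2.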

Similar transcription factors were activated at 1-PFOS, as determined by EnrichR, although fewer genes differentially expressed in the 1-PFOS treated mice than the 10-PFOS treated mice also meant fewer ontologies perturbed (data in Supplementary Materials). However, 1-PFOS did have a profound effect on lipid metabolism (upregulation), with lesser effects on xenobiotic metabolism, circadian rhythms, apoptosis, and development. 

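Genes of peroxisomal fatty acid oxidation rose at 1-PFOS in hCYP2B6-Tg females and in males of both genotypes, while in Cyp2b-null females 1 of 21 passed. Ehhadh rose by 1.66 and 0.95 log2 in hCYP2B6-Tg and Cyp2b-null females and by 1.92 in hCYP2B6-Tg males beside its rise in Cyp2b-null males. The mitochondrial reductase Decr1 rose by 0.77 and 0.55 in females and 0.81 and 0.68 in males, and the peroxisomal thiolase Acaa1b by 1.09 in hCYP2B6-Tg females and 0.99 and 0.66 in males (edgeR quasi-likelihood test with Benjamini-Hochberg adjusted p under 0.05). Of all peroxisomal genes, 11, 1, 17 and 9 of 21 rose and 0, 0, 0 and 1 fell in hCYP2B6-Tg females, Cyp2b-null females, hCYP2B6-Tg males and Cyp2b-null males (13, 9, 19 and 13, and 0, 0, 0 and 1, when adjusted over the list alone). Tested together by camera they had an adjusted p of 8.7e-19, 7.9e-07, 3.1e-23 and 8.1e-17, or 0.0099, 0.15, 0.0078 and 0.025 with an estimated correlation. The carboxylesterase Ces2c (1.74 and 1.43 in hCYP2B6-Tg and Cyp2b-null females, 1.22 and 1.35 in males) and Abcc4 (1.23 in hCYP2B6-Tg females, 1.49 and 1.01 in males) are among the conjugation and export genes that rose. Of their list, 17, 5, 29 and 15 of 44 rose and 0, 0, 2 and 0 fell in hCYP2B6-Tg females, Cyp2b-null females, hCYP2B6-Tg males and Cyp2b-null males (29, 18, 29 and 25, and 2, 0, 2 and 0, when adjusted over the list alone). camera gave them an adjusted p of 4.3e-23, 6.4e-16, 6.2e-21 and 3.0e-15, and of 0.0099, 0.034, 0.0034 and 0.012 with an estimated correlation. Some genes of fatty acid and cholesterol synthesis rose in hCYP2B6-Tg males, with Mvd (1.45), Msmo1 (1.13), Fasn (1.09) and Thrsp (1.99) as examples. Of cholesterol genes, 14 of 25 rose in hCYP2B6-Tg males (20 when adjusted over the list alone, camera adjusted p = 6.6e-09, 0.25 with an estimated correlation). Of the lipogenic genes, 9 of 31 rose and 1 fell in hCYP2B6-Tg males (10 and 2 when adjusted over the list alone, camera adjusted p = 0.0086, 0.52 with an estimated correlation). Of dawn-peaking clock genes, 4 of 5 fell in hCYP2B6-Tg males (5 when adjusted over the list alone, camera adjusted p = 9.7e-07, 0.020 with an estimated correlation). Of day-peaking clock genes, 7 and 1 of 12 rose in hCYP2B6-Tg males and Cyp2b-null females (10 and 6 when adjusted over the list alone). The adjusted p from camera was 3.7e-08 and 5.0e-07, and 0.12 and 0.15 with an estimated correlation. Of the p53 and damage response, 2 of 15 fell in Cyp2b-null females (4 when adjusted over the list alone, camera adjusted p = 0.45, 0.54 with an estimated correlation). Apoptosis and development were not analysed here as lists. Whether the 2 genotypes differ in the change of these genes and lists from 0 to 1-PFOS was not tested. Leaving out 1 library ended calls, the adjusted p in brackets, of Ehhadh at 1-PFOS in Cyp2b-null females (0.091) without Cyp2b-null female 1-PFOS replicate 3. Decr1 at 1-PFOS in Cyp2b-null females (0.057) did not pass without Cyp2b-null female 1-PFOS replicate 2. Abcc4 at 1-PFOS in hCYP2B6-Tg females (0.10) did not pass without hCYP2B6-Tg female 1-PFOS replicate 3. Abcc4 at 1-PFOS in Cyp2b-null males (0.11) did not pass without Cyp2b-null male 1-PFOS replicate 3. The choice of fit ended the call of Acaa1b at 1-PFOS in hCYP2B6-Tg females (0.11), Acaa1b at 1-PFOS in Cyp2b-null males (0.072), Abcc4 at 1-PFOS in hCYP2B6-Tg females (0.10) and Abcc4 at 1-PFOS in Cyp2b-null males (0.10) with only the groups compared in the fit.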

Last, because Cyp2b-null mice showed greater steatosis than hCYP2B6-Tg mice treated with 1-PFOS in both females and males, we compared GO terms between the two models. No GO terms were significantly enriched in the Cyp2b-null mice despite several genes being enriched. 

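Clock genes stand out between hCYP2B6-Tg and Cyp2b-null males at 1-PFOS. The period gene Per3 (2.75), the deubiquitinase Usp2 (2.73), the uridine phosphorylase Upp2 (1.83) and Alas1, which limits heme synthesis (1.74), were higher in hCYP2B6-Tg males. So were the PAR bZIP factor Tef (1.50), the clock repressor Bhlhe40 (1.43), the convertase Pcsk4 (1.35) and the arrestin-domain gene Arrdc3 (1.31). Arntl (−2.44), Igfbp1 (−1.95), Pdk4 (−1.59), the repressor Nfil3 (−1.47), the sugar carrier Slc45a3 (−1.29), the Notch regulator Dtx4 (−1.24), Clpx (−1.16) and the galectin relative Lgalsl (−1.07) were lower, all 16 at an adjusted p of at most 0.030 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). By list, day-peaking clock genes stood out, as 8 of 12 were higher in hCYP2B6-Tg males (12 when adjusted over the list alone, median log2 fold change 1.87, camera adjusted p = 1.1e-37, 0.0014 with an estimated correlation). Dawn-peaking genes lay the other way, and 4 of 5 were lower there (5 when adjusted over the list alone, median log2 fold change −1.47, camera adjusted p = 2.6e-16, 0.0014 with an estimated correlation). These are the 2 list calls of the 19 in this comparison that hold with an estimated correlation. The clock index was 2.28 ± 0.25 (SD) in hCYP2B6-Tg and −1.70 ± 1.75 in Cyp2b-null males, a difference of 3.98 (exact p = 0.029). With 1 mouse left out it was 3.49 to 4.81, at an exact p of 0.057 without any 1 of the 4 hCYP2B6-Tg males and of 0.029 without any 1 of the Cyp2b-null males. The 2 groups do not overlap in mouse number, and the sources used here do not give the hour of sampling. Time of sampling can therefore not be told apart from genotype here. In all 17 genes were higher and 23 lower in hCYP2B6-Tg males. This count of 40 became 17 with only those 8 libraries, 72 with the likelihood ratio test and no filter, 20 without Cyp2b-null replicate 4, 26 without hCYP2B6-Tg replicate 3 and 67 without Cyp2b-null replicate 1, and the 19 lists became 9 without Cyp2b-null replicate 4. Another split of these 8 mice called 118 genes, and 4 of 35 splits, the real one included, called as many lists. Chance is thus not excluded for either number. In females at 1-PFOS edgeR called 0 genes (826 at an unadjusted p under 0.05, 5 with its likelihood ratio test, 6 with DESeq2). Of peroxisomal genes, 0 of 21 passed there (0 when adjusted over the list alone, camera adjusted p = 0.00058, 0.50 with an estimated correlation). Of efflux genes, 0 of 14 passed there (1 when adjusted over the list alone, camera adjusted p = 0.0080, 0.45 with an estimated correlation). Of bile acid transport genes, 0 of 14 passed there (1 when adjusted over the list alone, camera adjusted p = 0.32, 0.69 with an estimated correlation). None of the 21 lists called there holds with an estimated correlation. Some calls rest on single libraries, such as (adjusted p in brackets) Tef (0.055), Pcsk4 (0.15) and Arrdc3 (0.13) without Cyp2b-null male 1-PFOS replicate 4. Peroxisomal genes (0.074) did not pass without Cyp2b-null female 1-PFOS replicate 3. Efflux genes (0.073) did not pass without Cyp2b-null female 1-PFOS replicate 2. The adjusted p came under 0.05 for bile acid transport genes (0.0096) without hCYP2B6-Tg female 1-PFOS replicate 4. The log2 fold change of Per3 was 4.13 without Cyp2b-null male 1-PFOS replicate 1. A different fit took away the call of Per3 (0.15), Tef (0.16), Pcsk4 (0.24), Arrdc3 (0.10), Nfil3 (0.051) and Lgalsl (0.054) with only the groups compared in the fit.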

GO terms were significantly enriched in both the female and male hCYP2B6-Tg mice, with females showing increases in lipid metabolism, organic acid transport, and lipid transport, and males showing changes in circadian rhythms (Figure 6). 

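Cyp2c29, Cyp2c38 and Cyp2c39 are neighbouring P450 genes whose enzymes oxidise arachidonic acid. In hCYP2B6-Tg females Cyp2c38 rose by 1.61 log2 at 1-PFOS and Cyp2c39 by 2.31 at 10-PFOS. In Cyp2b-null females Cyp2c38 rose by 1.27 and Cyp2c39 by 1.47 at 1-PFOS (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p of at most 7.8e-05). At 1-PFOS, of the epoxygenase genes, 7 and 7 of 18 rose in hCYP2B6-Tg and Cyp2b-null females (9 and 8 when adjusted over the list alone, median log2 fold change 0.41 and 0.56). Their camera adjusted p was 1.8e-12 and 4.6e-16, and with an estimated correlation 0.016 and 0.011. No member fell in either. Those 2 calls hold with an estimated correlation. Between the female genotypes at 10-PFOS, Cyp2c54 (0.58), Cyp2c37 (0.55) and Cyp2c50 (0.54) were higher in hCYP2B6-Tg females, and 3 of 18 epoxygenase genes were called higher (3 when adjusted over the list alone, camera adjusted p = 0.24, 0.74 with an estimated correlation). The adjusted p in brackets went above 0.05 for Cyp2c54 (0.071), Cyp2c37 (0.089) and Cyp2c50 (0.088) without hCYP2B6-Tg female 10-PFOS replicate 2. Also not called under another setting were Cyp2c54 (0.064), Cyp2c37 (0.069) and Cyp2c50 (0.069) with only the groups compared in the fit.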

Increased lipid metabolism in the females included dose-dependent induction in P450 epoxygenases and may provide insight into decreased EpETE and increased EpDPA metabolites that could prove to be protective [37]. Furthermore, the more robust transcriptional response (more genes responding), which includes enhanced induction of CYPs and other genes involved in circadian rhythms, lipid metabolism, and lipid transport, is associated with protection from steatosis observed in the hCYP2B6-Tg mice provided 1-PFOS in comparison to the Cyp2b-null mice provided 1-PFOS. 

### 3.4. Cyp2b-Null Mice Express Significantly Lower PFOS Transporting OATPs than hCYP2B6-Tg Mice

GO analysis via Revigo comparing 10-PFOS-treated Cyp2b-null and hCYP2B6-Tg mice showed no significant differences in males (not shown; Supplementary Files). 

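No call parts the males of the 2 genotypes at 10-PFOS in the transport and detoxification genes Slco1a4, Slco1b2, Cyp2c55 and Gstm3. Slco1a4 stood at −0.43 log2 for hCYP2B6-Tg over Cyp2b-null males, the bile acid transporter Slco1b2 at −0.09, Cyp2c55 at −0.02 and Gstm3 at −0.05, none of which passed (edgeR adjusted p of at least 0.79). The dawn-peaking clock genes lay lower in hCYP2B6-Tg males, although 0 of 5 passed on their own (3 when adjusted over the list alone, median log2 fold change −0.56, camera adjusted p = 0.0026, 0.52 with an estimated correlation). The day-peaking ones lay higher, where 0 of 12 passed singly (0 when adjusted over the list alone, median log2 fold change 0.53, camera adjusted p = 0.018, 0.93 with an estimated correlation). The clock index differed by 1.14 (exact p = 0.057), and by 1.45, exact p = 0.029 without Cyp2b-null replicate 3. A list of ribosomal and other noncoding transcripts, to which AY036118 and Lars2 belong, was lower. In it, 2 of 5 were lower on their own (3 when adjusted over the list alone, camera adjusted p = 0.011, 0.53 with an estimated correlation). Kupffer cell markers lay higher, where 0 of 15 passed singly (0 when adjusted over the list alone, median log2 fold change 0.26, camera adjusted p = 0.025, 0.93 with an estimated correlation). These are the 4 lists called of 49, and none of them holds with an estimated correlation. The number called was 8 without Cyp2b-null replicate 1, 9 without hCYP2B6-Tg replicate 1, 12 without hCYP2B6-Tg replicate 4 and 8 with only the groups compared. The test of whether PFOS at 10 mg/kg/day acts differently by genotype called 0 genes in males with edgeR (1066 at an unadjusted p under 0.05), 17 with its likelihood ratio test and 9 with DESeq2, and leaving out Cyp2b-null 10-PFOS replicate 1 gave 1. With 1 library fewer, no call remained (adjusted p in brackets) for day-peaking genes (0.087) and noncoding transcripts (0.087) without Cyp2b-null male 10-PFOS replicate 4. Kupffer cell markers (0.15) did not pass without Cyp2b-null male 10-PFOS replicate 2.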

GO analysis via Revigo showed that hCYP2B6-Tg female mice were enriched with genes involved in organic acid transport, sodium-independent organic acid transporters, bile acid and bile salt transporters, and lipid localization similar to the 1-PFOS-treated mice (Figure 7). 

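Transporters of organic anions, fatty acids and bile acids were among the genes higher in hCYP2B6-Tg females at 10-PFOS. Besides the Slco1a genes, Abcc2, the canalicular exporter MRP2 (0.59), the sterol exporter Abcg8 (0.63) and the very-long-chain acyl-CoA synthetase Slc27a2 (0.55) were higher. The bile salt export pump Abcb11 (−0.61) and the organic anion transporters Slc22a27 (−0.98), Slc22a29 (−0.99) and Slc22a30 (−0.92) were lower, at an edgeR adjusted p of at most 0.036. Of Slco genes, 3 of 8 were higher in hCYP2B6-Tg females (3 when adjusted over the list alone, camera adjusted p = 0.015, 0.30 with an estimated correlation). Of bile acid transport genes, 4 of 14 were higher and 2 lower there (6 and 4 when adjusted over the list alone, camera adjusted p = 0.015, 0.33 with an estimated correlation). Of Slc27a genes, 2 of 4 were higher there (3 when adjusted over the list alone, camera adjusted p = 0.00019, 0.22 with an estimated correlation). Of Slc22 genes, 3 of 15 were lower there (4 when adjusted over the list alone, camera adjusted p = 0.15, 0.38 with an estimated correlation). None of these calls holds with an estimated correlation. The acute phase genes Saa2 (5.37) and Saa1 (5.29) owe their fold changes to 1 hCYP2B6-Tg mouse, replicate 2 at 1183 and 1226 CPM against 7.88 to 12.0 and 8.01 to 13.4 in the other 3, and were at 0.35 and 0.34 without it. Reads of that pair are shared. Of the acute phase list, 4 of 23 were higher and 1 lower there (9 and 2 when adjusted over the list alone, camera adjusted p = 0.0092, 0.53 with an estimated correlation). Against untreated mice of their own genotype, Slco genes fell at 10-PFOS in females. In numbers, 6 and 5 of 8 fell in Cyp2b-null and hCYP2B6-Tg females (6 and 5 when adjusted over the list alone). By camera the adjusted p was 0.0035 and 0.039, or 0.10 and 0.28 with an estimated correlation. At 1-PFOS the Slco genes did not differ between the genotypes, with 0 of 8 called (0 when adjusted over the list alone, camera adjusted p = 0.35, 0.69 with an estimated correlation). Calls that depend on 1 library, with the adjusted p in brackets, are Slc27a2 (0.086), Abcb11 (0.15), Slc22a27 (0.071), Slc22a29 (0.077), Slc22a30 (0.13), Saa2 (0.89), Saa1 (0.89) and acute phase genes (0.58) without hCYP2B6-Tg female 10-PFOS replicate 2. Abcc2 (0.11) and Slco genes at 10-PFOS in hCYP2B6-Tg females (0.055) did not pass without hCYP2B6-Tg female 10-PFOS replicate 3. Abcg8 (0.12) and Slco genes between the genotypes at 10-PFOS (0.068) did not pass without Cyp2b-null female 10-PFOS replicate 2. Bile acid transport genes (0.077) did not pass without Cyp2b-null female 10-PFOS replicate 4. Other settings ended the call of Abcc2 (0.12), Abcg8 (0.084), Slc27a2 (0.084), Abcb11 (0.13), Slc22a27 (0.12), Slc22a29 (0.12), Slc22a30 (0.14), Saa2 (0.14) and Saa1 (0.14) with only the groups compared in the fit.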

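Some sterol and fatty acid synthesis genes were higher in Cyp2b-null than in hCYP2B6-Tg females at 10-PFOS. Written as hCYP2B6-Tg over Cyp2b-null, among sterol enzymes Fdps was at −2.05 log2, Nsdhl at −1.75 and Pmvk at −1.69. The fatty acid synthesis genes Fasn stood at −2.42, Acly at −2.27, Aacs at −2.56 and the lipid droplet hydrolase Pnpla3 at −2.56, all at an adjusted p of at most 0.045 (edgeR quasi-likelihood test, Benjamini-Hochberg). Of the cholesterol list, 6 of 25 were lower in hCYP2B6-Tg females (23 when adjusted over the list alone, median log2 fold change −1.51, camera adjusted p = 6.9e-18, 0.25 with an estimated correlation). Of the lipogenic list, 1 of 32 was higher and 12 were lower in those females (3 and 23 when adjusted over the list alone, median log2 fold change −1.09, camera adjusted p = 1.3e-09, 0.25 with an estimated correlation). Against their own untreated mice, of cholesterol genes, 1 and 1 of 25 rose and 18 and 3 fell in hCYP2B6-Tg and Cyp2b-null females (1 and 1, and 19 and 3, when adjusted over the list alone). In camera this gave an adjusted p of 0.0012 and 0.60, and of 0.55 and 0.93 with an estimated correlation. In the test of whether 10-PFOS acts differently by genotype, 0 of 25 passed singly (0 when adjusted over the list alone, median log2 fold change −1.26, camera adjusted p = 4.6e-08, 0.48 with an estimated correlation). Without untreated hCYP2B6-Tg replicate 1 the median of that test was −0.76. None of these list calls holds with an estimated correlation. The transcription factors Atf3 (−2.17) and Ddit3 (−1.10) were lower in hCYP2B6-Tg females. Of the list of the ATF4 and unfolded protein responses, which holds both, 2 of 18 were lower there (2 when adjusted over the list alone, camera adjusted p = 0.011, 0.25 with an estimated correlation). Of heat shock genes, 3 of 14 were lower there (7 when adjusted over the list alone, camera adjusted p = 5.2e-05, 0.25 with an estimated correlation). Thioester, purine and organophosphate metabolism were not analysed here as lists. The acyl-CoA synthetase Acsl3 (−1.34) is a single gene of thioester formation that was lower in hCYP2B6-Tg females (edgeR adjusted p = 0.031). In refits with 1 library left out the call was lost (adjusted p in brackets) for Nsdhl (0.12), Pmvk (0.075), Acly (0.071), Aacs (0.088), Atf3 (0.088) and Ddit3 (0.11) without hCYP2B6-Tg female 10-PFOS replicate 2. Fdps (0.15), Fasn (0.10) and Pnpla3 (0.17) did not pass without Cyp2b-null female 10-PFOS replicate 3. The ATF4 and unfolded protein list (0.051) did not pass without hCYP2B6-Tg female 10-PFOS replicate 4. Acsl3 (0.14) did not pass without Cyp2b-null female 10-PFOS replicate 1. The call was also lost for Fdps (0.16), Nsdhl (0.14), Pmvk (0.084), Fasn (0.13), Acly (0.11), Aacs (0.077), Atf3 (0.071), Ddit3 (0.13) and Acsl3 (0.15) with only the groups compared in the fit. Pnpla3 (0.078) did not pass with a term for replicate number.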

Terms enriched in the Cyp2b-null mice include thioester metabolism, lipid metabolism, small molecule metabolism, cholesterol biosynthesis, purine metabolism, and organophosphate metabolism (Figure 6). These differences in transporter expression may help explain the greater retention of PFOS in the female hCYP2B6-Tg mice. 

PCA was performed on the RNAseq data comparing 10-PFOS-treated female and male Cyp2b-null and hCYP2B6-Tg mice to further decipher the putative reasons for differential toxicity and retention between the models (Figure 8). 

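In each sex the livers of the highest dose lie apart from all others. On the first principal component of all tested genes, which holds 48.9% of the variance in females and 57.0% in males, all 8 livers at 10-PFOS lie above 0 and all 16 others below, in both genotypes. Of genes the paper names, Slco1a4 and Gpam differed between the female genotypes at that dose, and Lars2 between the male genotypes. The part of single genes in the distances below was not computed. The second component holds 9.4% in females and 8.8% in males. At 10-PFOS the centres of the 2 genotypes lay 43.8 log2 units apart in females (exact permutation p = 0.057, 2 of the 35 ways of splitting the 8 livers gave as large a distance, the largest 45.4) and 27.1 in males (exact permutation p = 0.029, 1 of 35). Over the 500 most variable genes the distances were 22.9 and 13.0, with exact p of 0.086 and 0.11. Without Cyp2b-null replicate 4 the female distance was 52.0 with an exact p of 0.029. The male distance was 26.8 (exact p = 0.057) without Cyp2b-null replicate 1, 28.0 (0.086) without hCYP2B6-Tg replicate 1, 28.9 (0.057) without hCYP2B6-Tg replicate 3 and 27.6 (0.11) without hCYP2B6-Tg replicate 4. The distances of the sexes were not tested against each other, and p cannot fall below 0.029 with 4 mice per group. The study's own components for genes were drawn otherwise, from raw counts of genes chosen at an FDR below 0.05. They were set beside PFOS, serum measures and L-FABP, which are not analysed here. Its oxylipins had separate plots.

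**Figure D4:**
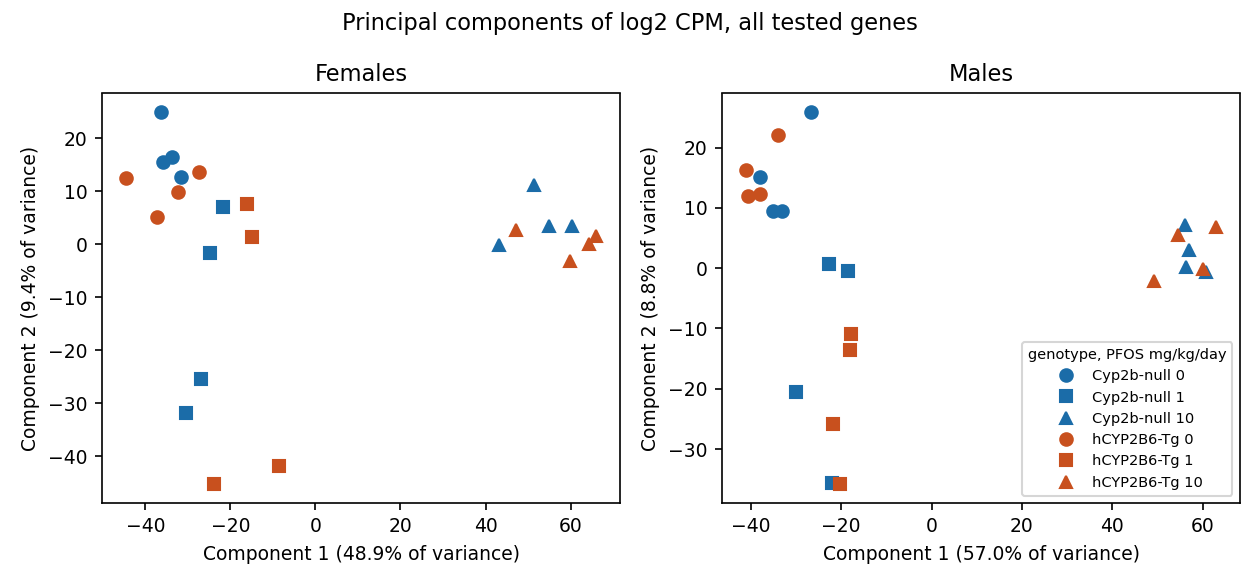
First 2 principal components of the liver transcriptomes of females and of males, 24 libraries each.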

The PCA profiles of Cyp2b-null and hCYP2B6-Tg mice do not overlap for females, but overlap significantly in males, indicating greater differences between the mouse models in females. This is consistent with overt toxicity, number of gene expression changes, and PFOS retention. 

Changes in the expression of several genes between the two mouse models in females help explain differences in PFOS retention and toxicity. Most importantly, *oatp1a4* (*slco1a4*), *oatp1a5* (*slco1a5*), and *oatp1a6* (*slco1a6*) cluster together and are inversely associated with PFOS treatment in female Cyp2b-null mice. They are decreased in expression in Cyp2b-null mice by a log2 FC of −1.4, −1.4, and −1.6, respectively, compared to hCYP2B6-Tg female mice. Therefore, PCA suggests that we framed our hypothesis incorrectly, at least for these genes. 

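The same 3 uptake transporters, which carry bile acids, steroid conjugates and other organic anions across the sinusoidal membrane, were higher in hCYP2B6-Tg than in Cyp2b-null females at 10-PFOS. Slco1a4 was higher by 1.36 log2 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0029), Slco1a5 by 1.36 (0.0051 from the same test) and Slco1a6 by 1.56 (0.0089). Slco1a4 averaged 222 ± 47.1 (SD) CPM in hCYP2B6-Tg and 86.7 ± 25.6 CPM in Cyp2b-null females. In Cyp2b-null females PFOS lowered them against untreated mice, Slco1a4 by 0.85, Slco1a5 by 0.76 and Slco1a6 by 0.89 log2 (edgeR adjusted p of at most 0.014), and in hCYP2B6-Tg females none of the 3 passed. Without PFOS the genotypes did not differ in Slco1a4 (0.45, adjusted p = 0.87 in edgeR), and the test of whether 10-PFOS acts differently by genotype did not pass for Slco1a4 (0.91, 0.26), Slco1a5 (0.86, 0.32) or Slco1a6 (1.16, 0.30). Slco1a1 and Slco1b2 did not differ between the genotypes at 10-PFOS (0.75 and −0.01). These genes were chosen by the study on the same mice, so finding them again is not independent evidence. The paper proposes that lower expression of these transporters adds to the smaller retention of PFOS in Cyp2b-null females, through less uptake. Among refits that omit 1 mouse, the adjusted p in brackets exceeded 0.05 for Slco1a6 at 10-PFOS in Cyp2b-null females (0.058) without Cyp2b-null female 10-PFOS replicate 2. With 1 library fewer a call appeared for Slco1a4 in the test of a different response (0.048) without Cyp2b-null female 10-PFOS replicate 4. Under another setting no call remained for Slco1a4 between the genotypes at 10-PFOS (0.063), Slco1a5 between the genotypes at 10-PFOS (0.064) and Slco1a6 between the genotypes at 10-PFOS (0.063) with only the groups compared in the fit. Another setting called Slco1a1 (0.014) with the likelihood ratio test on only the groups compared.

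**Figure D5:**
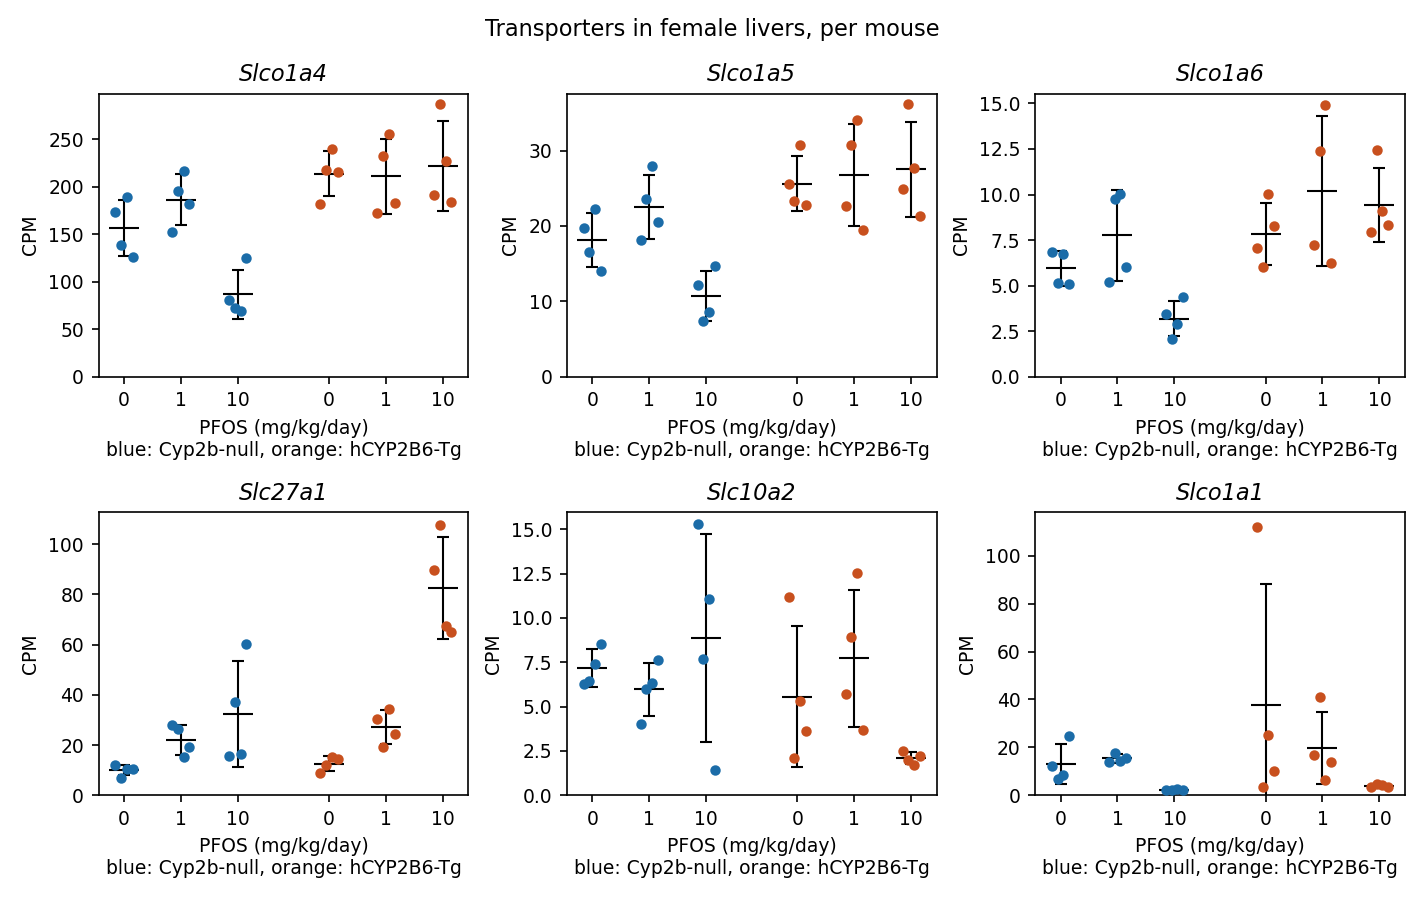
CPM of the Slco and other transporter genes in each female liver by genotype and dose, 4 mice per group.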

We hypothesized that something in the hCYP2B6-Tg mice was altered that increased retention, when instead it appears that there are genes downregulated in the Cyp2b-null mice that reduced retention, probably through reduced uptake. Cyp2b-null mice also show an increase in *slc10a2* (asbt) relative to hCYP2B6-Tg mice treated with PFOS. In addition, Slc27a1 or *fatp1* (fatty acid transport protein 1), a long chain fatty acid transport protein, is increased in the hCYP2B6-Tg mice and is strongly associated with increased retention and, to a lesser extent, toxicity. 

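Slc10a2, the sodium-dependent bile acid transporter best known from ileum and bile duct cells, was at 8.86 ± 5.85 CPM in Cyp2b-null and 2.11 ± 0.324 CPM in hCYP2B6-Tg females at 10-PFOS, a log2 difference of −2.07 for hCYP2B6-Tg over Cyp2b-null mice (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.027). It fell from untreated levels in hCYP2B6-Tg females (−1.39, adjusted p = 0.027 in edgeR) and did not pass in Cyp2b-null females (0.30). In males at 10-PFOS the genotypes did not differ (−0.19). Markers of bile duct cells as a list did not differ between the female genotypes, with 0 of 7 called (0 when adjusted over the list alone, camera adjusted p = 0.50, 0.76 with an estimated correlation). Single mice decide calls (adjusted p in brackets) of Slc10a2 between the genotypes at 10-PFOS (0.11) without Cyp2b-null female 10-PFOS replicate 1. Slc10a2 at 10-PFOS in hCYP2B6-Tg females (0.19) did not pass without hCYP2B6-Tg female 0-PFOS replicate 1. The log2 fold change of Slc10a2 at 10-PFOS in hCYP2B6-Tg females was −0.80 without hCYP2B6-Tg female 0-PFOS replicate 1. Changes of method left uncalled Slc10a2 between the genotypes at 10-PFOS (0.11) with only the groups compared in the fit.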

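Slc27a1, a fatty acid importer under PPAR control, rose with PFOS in both sexes and genotypes. At 10-PFOS it rose by 2.70 log2 in hCYP2B6-Tg and 1.69 in Cyp2b-null females, and by 2.63 and 2.17 in males (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p of at most 0.00030). Between the genotypes at 10-PFOS it was higher in hCYP2B6-Tg females (1.35, edgeR adjusted p = 0.026), at 82.5 ± 20.2 against 32.4 ± 21.1 CPM, and not in males (0.06, 0.98 from that test). The related Slc27a4 rose in hCYP2B6-Tg females (1.19) and Slc27a5, which conjugates bile acids, fell in both (−0.70 and −0.51 in Cyp2b-null and hCYP2B6-Tg females). At 1-PFOS Slc27a1 rose in hCYP2B6-Tg (2.20) and Cyp2b-null males (1.38). Association with retention or toxicity was not analysed here. 1 library less was enough to end calls (adjusted p in brackets) of Slc27a1 between the genotypes at 10-PFOS (0.10) without hCYP2B6-Tg female 10-PFOS replicate 2. The choice of fit ended the call of Slc27a1 between the genotypes at 10-PFOS (0.14) with only the groups compared in the fit.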

Few transporters were disrupted in males. 

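Slc22a26 is an organic anion transporter gene with more RNA in female than in male liver. In untreated females it was at 164 ± 23.3 CPM in Cyp2b-null and 169 ± 13.0 CPM in hCYP2B6-Tg mice, and at 10-PFOS at 4.45 ± 5.27 and 3.79 ± 0.345 CPM. At that dose the genotypes did not differ (−0.25 log2, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.81) and the test of whether 10-PFOS acts differently by genotype did not pass (−0.29, 0.90 from that test). Of the 4 Cyp2b-null females at that dose, replicate 4 had 12.35 CPM. In untreated males the levels were 4.83 ± 4.65 CPM in Cyp2b-null and 0.994 ± 0.491 CPM in hCYP2B6-Tg mice, and PFOS at 10 mg/kg/day lowered it in Cyp2b-null (−4.11) and hCYP2B6-Tg males (−1.88, edgeR adjusted p of at most 0.012). Of the whole Slc22 family, 4 and 6 of 15 rose and 8 and 8 fell in Cyp2b-null and hCYP2B6-Tg females (5 and 6, and 9 and 8, when adjusted over the list alone). As a set they had a camera adjusted p of 0.0063 and 0.020, and with an estimated correlation an adjusted p of 0.036 and 0.067. There fell Slc22a27 (−1.77 and −2.78) and Slc22a29 (−1.74 and −2.76), and reads of such neighbouring copies can be shared. Leaving out 1 library ended calls, the adjusted p in brackets, of Slc22a26 at 10-PFOS in hCYP2B6-Tg males (0.053) without hCYP2B6-Tg male 0-PFOS replicate 1. Conversely, a call appeared for Slc22a26 between the genotypes at 10-PFOS (0.00036) and Slc22a26 in the test of a different response (0.030) without Cyp2b-null female 10-PFOS replicate 4.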

Slc22a26, an organic cation transporter (Oct22a26), was repressed (Figure 7). Other transporters that are differentially expressed between the 10-PFOS exposed male Cyp2b-null and hCYP2B6-Tg mice are slc4a2 and slc25a25, both Mg+ transporters. 

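Slc25a25, the mitochondrial carrier that exchanges ATP-magnesium for phosphate, fell at 10-PFOS by 3.63 log2 in Cyp2b-null and 2.91 log2 in hCYP2B6-Tg males, and by 3.53 and 1.97 in females (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p of at most 0.00014). Between the males of the 2 genotypes at 10-PFOS it did not differ (0.67, edgeR adjusted p = 0.64). Slc4a2, the anion exchanger AE2, which the literature describes as a chloride and bicarbonate exchanger, was at 20.8 ± 1.38 CPM in Cyp2b-null and 22.4 ± 1.89 CPM in hCYP2B6-Tg males and did not differ either (0.11, 0.83 from that test). It rose slightly over untreated mice in hCYP2B6-Tg males (0.25, 0.032 from edgeR), and did not pass in Cyp2b-null males (0.15). Some calls rest on single libraries, such as (adjusted p in brackets) Slc4a2 at 10-PFOS in hCYP2B6-Tg males (0.15) without hCYP2B6-Tg male 0-PFOS replicate 4. A different fit took away the call of Slc4a2 at 10-PFOS in hCYP2B6-Tg males (0.13) with the likelihood ratio test and no filter.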

In general, the Cyp2b-null and hCYP2B6-Tg mice responded more alike and had overlapping PCA profiles. Differences between retention and differences in gene expression were both much smaller than females (Table 2). 

Several other genes were also perturbed in females (Figure 7). 

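Dbp and Tef are PAR bZIP factors whose transcription follows the clock and that drive P450 genes. At 10-PFOS they did not differ between hCYP2B6-Tg and Cyp2b-null females, Dbp at 0.41 log2 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.81) and Tef at 0.44 (0.49 from that test), nor between males, Dbp at 0.66 (0.90) and Tef at 0.41 (0.74). Against untreated mice, Dbp rose at 10-PFOS in Cyp2b-null females (2.38, adjusted p = 0.013 in edgeR), and Tef in Cyp2b-null females (0.83, 0.042) and hCYP2B6-Tg males (0.69), and at 1-PFOS in hCYP2B6-Tg males (0.92), and no comparison with untreated mice called a fall of either. Without PFOS the fold changes for hCYP2B6-Tg over Cyp2b-null females were 3.21 and 1.28 and did not pass (0.59 and 0.59 from edgeR). Hlf, the third factor of the family, fell at 10-PFOS in every sex and genotype, by 0.63 and 0.74 in Cyp2b-null and hCYP2B6-Tg females and 0.60 and 0.65 in males (adjusted p of at most 0.0037 from that test). The adjusted p in brackets went above 0.05 for Tef at 10-PFOS in hCYP2B6-Tg males (0.16) and Tef at 1-PFOS in hCYP2B6-Tg males (0.10) without hCYP2B6-Tg male 0-PFOS replicate 4. Tef at 10-PFOS in Cyp2b-null females (0.14) did not pass without Cyp2b-null female 10-PFOS replicate 4. Also not called under another setting were Tef at 10-PFOS in hCYP2B6-Tg males (0.070) with DESeq2. With the likelihood ratio test on only the groups compared, Tef was called between the male genotypes at 10-PFOS (0.016). The same setting called Dbp (0.0059) and Tef (0.018) between the female genotypes at 0-PFOS.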

Transcription factors controlled by *Clock* and associated with diabetes, such as *Dba* and *Tef*, were downregulated in the Cyp2b-null mice. Genes involved in obesity or diabetes were also inversely or directly associated with treated Cyp2b-null mice, including Glycerol-3-phosphate acyltransferase 1 (*gpam*) and Perilipin-4 (*plin4*), which are involved in adipose and glycerolipid production [48]. 

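Gpam, the acyltransferase that starts glycerolipid synthesis in mitochondria, was higher in Cyp2b-null females at 10-PFOS, while for Plin4, a lipid droplet coat protein, 1 mouse carries much of the difference between the female genotypes. Gpam rose by 2.10 log2 over untreated mice in Cyp2b-null females (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00010) and did not pass in hCYP2B6-Tg females (0.56), and the genotypes differed by −1.81 (edgeR adjusted p = 0.016), at 853 ± 614 CPM against 243 ± 22.1 CPM. In males it rose in both genotypes, by 0.84 and 1.30 in Cyp2b-null and hCYP2B6-Tg mice. Plin4 fell in Cyp2b-null females (−2.04, 0.011 from that test) and in both genotypes of males (−3.37 and −3.19), and the female genotypes differed at an edgeR adjusted p of 0.036, with 11.0 ± 11.4 CPM in hCYP2B6-Tg and 2.19 ± 0.859 CPM in Cyp2b-null mice. Of the hCYP2B6-Tg females replicate 2 was at 27.8 CPM and the other 3 at 3.47 to 8.44, and without it the log2 difference of 2.33 was 1.31. For neither gene did the test of a different response to 10-PFOS by genotype pass in females (0.30 and 0.32, edgeR). With 1 library fewer, no call remained (adjusted p in brackets) for Gpam between the genotypes at 10-PFOS (0.070) and Plin4 between the genotypes at 10-PFOS (0.27) without hCYP2B6-Tg female 10-PFOS replicate 2. The adjusted p came under 0.05 for Gpam in the test of a different response (0.047) without Cyp2b-null female 10-PFOS replicate 4. Other settings ended the call of Gpam between the genotypes at 10-PFOS (0.11) and Plin4 between the genotypes at 10-PFOS (0.12) with only the groups compared in the fit. Other settings passed Gpam at 10-PFOS in hCYP2B6-Tg females (0.021) with the likelihood ratio test on only the groups compared.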

Genes and parameters associated with toxicity (ALT, AST) include serum-fatty acid binding protein (*fabp1*; liver-fabp), *rbm3*, *per3*, *fatp1*, *cdkn1a*, *cyp4a12a*, *cyp4a12b*, and *cyp2c55*; and genes regulated by PPARs, PXR, and Clock [49,50,51,52]. 

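Fabp1, the main fatty acid binding protein of liver, did not change in transcript in any group at 10-PFOS, with log2 fold changes from −0.59 in Cyp2b-null males to 0.11 in hCYP2B6-Tg females (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p of at least 0.16). Alb, the serum protein that binds PFOS, fell by 1.19 and 1.59 in Cyp2b-null and hCYP2B6-Tg females and by 0.96 and 0.97 in males. Rbm3, a cold-induced RNA-binding protein, rose in all 4 groups (1.39, 1.75, 1.60 and 1.61), and Per3 in males (1.96 and 3.08) and did not pass in hCYP2B6-Tg females (0.02), at an edgeR adjusted p of at most 0.0023. The fatty acid hydroxylases Cyp4a12a and Cyp4a12b, which are abundant in males without PFOS, rose there at 10-PFOS by 1.32 and 1.34 in Cyp2b-null and 1.36 and 1.38 in hCYP2B6-Tg mice. Between the genotypes at 10-PFOS neither Rbm3 (1.00 in females, −0.09 in males), nor Cyp4a12a (0.07 and −0.12), nor Cyp2c55 in females (−0.40) differed in that test. ALT and AST were not analysed here. Another setting, the likelihood ratio test on only the groups compared, called Fabp1 at 10-PFOS in Cyp2b-null males (adjusted p in brackets, 0.026). It also called Rbm3 between the female genotypes at 10-PFOS (0.00055).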

Several PPARα/γ regulated genes are associated with retention and toxicity in the males based on the PCA (Figure 7). These include *cdkn1a*, *lars2*, *gadd45a*, *alas1*, *hmgcs1*, and *nrg4* [49,53,54,55,56], and *gpr55* is a PUFA-cannabinoid receptor [57]. This provides further evidence for the role of PPARs in the toxicity of PFOS [38,58,59]. 

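Cdkn1a, which halts the cell cycle after damage, rose at 10-PFOS in hCYP2B6-Tg females (3.52 log2, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 1.2e-05) and hCYP2B6-Tg males (1.87, 0.012 from that test) and did not pass in Cyp2b-null mice (0.53 and 1.30). Scaled over both sexes, untreated Cyp2b-null and hCYP2B6-Tg females had 8.325 ± 5.74 and 1.475 ± 0.276 CPM. At 10-PFOS they had 12.1 ± 2.21 and 17.1 ± 11.3 CPM. The males had 4.30 ± 2.79 and 1.96 ± 1.54 CPM untreated and 10.75 ± 5.33 and 7.27 ± 4.14 CPM at 10-PFOS. The test of a different response to 10-PFOS by genotype called 0 genes in either sex, so Cdkn1a did not pass it. Gadd45a, another damage gene, rose in all 4 groups, by 3.55 and 2.24 in Cyp2b-null and hCYP2B6-Tg females and 2.53 and 2.60 in males. So did Alas1, the first enzyme of heme synthesis (2.34, 1.97, 2.15 and 3.46), and Nrg4, a hormone-like growth factor (1.95, 1.16, 2.19 and 3.04), at an edgeR adjusted p of at most 0.011. Lars2 rose in Cyp2b-null males (1.45) and did not pass in the other 3 groups, and Hmgcs1, of cholesterol synthesis, rose in Cyp2b-null (0.75) and hCYP2B6-Tg males (1.35) and did not pass in females (−0.11 and −1.27). Of damage response genes, 10, 9, 6 and 7 of 15 and 13 tested in females and males rose and 2, 0, 1 and 1 fell in Cyp2b-null females, hCYP2B6-Tg females, Cyp2b-null males and hCYP2B6-Tg males (10, 11, 6 and 7, and 2, 2, 1 and 1, when adjusted over the list alone). That came to a camera adjusted p of 0.0031, 0.0021, 0.00099 and 0.0042, and of 0.014, 0.014, 0.079 and 0.13 with an estimated correlation. Among them rose Gdf15 (2.48, 2.09, 2.66 and 2.93) and Gadd45b (2.36, 2.48, 3.40 and 3.41). Gpr55 had too few counts to be tested. Lars2 sequence overlaps ribosomal transcripts, so part of its reads is uncertain. Calls that depend on 1 library, with the adjusted p in brackets, are Cdkn1a at 10-PFOS in hCYP2B6-Tg males (0.061) without hCYP2B6-Tg male 10-PFOS replicate 2. Hmgcs1 at 10-PFOS in Cyp2b-null males (0.087) did not pass without Cyp2b-null male 0-PFOS replicate 1. With 1 library fewer a call appeared for Cdkn1a at 10-PFOS in Cyp2b-null males (0.027) without Cyp2b-null male 0-PFOS replicate 3 and Hmgcs1 at 10-PFOS in hCYP2B6-Tg females (0.030) without hCYP2B6-Tg female 0-PFOS replicate 2. The call was also lost for Hmgcs1 at 10-PFOS in Cyp2b-null males (0.058) with only the groups compared in the fit. Called under another setting were Cdkn1a at 10-PFOS in Cyp2b-null males (0.018) with the likelihood ratio test on only the groups compared.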

### 3.5. Organic Anion Transport Protein Inhibitors Reduce PFOS Uptake

Because of the greater retention differences in female mice, Oatp inhibitors were provided to female murine hepatocytes to test whether PFOS absorption could be decreased. 

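Among uptake transporters of the Slco1a group, Slco1a4 had the most reads in female liver. In untreated Cyp2b-null females it was at 157 ± 29.6 (SD) CPM, Slco1a5 at 18.1 ± 3.64 and Slco1a6 at 5.95 ± 0.960 CPM, and in untreated hCYP2B6-Tg females the means were 214, 25.6 and 7.84 CPM. At 10-PFOS Slco1a5 was at 27.5 ± 6.32 and Slco1a6 at 9.44 ± 2.04 CPM in hCYP2B6-Tg and at 10.7 ± 3.31 and 3.20 ± 0.979 CPM in Cyp2b-null females. Slco1b2, a hepatocyte transporter of bile acids and drugs, was at 471 ± 7.86 and 468 ± 42.1 CPM in Cyp2b-null and hCYP2B6-Tg females at that dose, and Slco1a1 was at 2.33 ± 0.190 and 3.94 ± 0.498 CPM, against 13.1 ± 8.17 and 37.7 ± 50.4 CPM in untreated females of those genotypes. CPM compares the amount of RNA without gene length, and says nothing of protein.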

Because Oatp1a4 was the most highly expressed transporter of the three, we targeted it with a relatively specific inhibitor, digoxin (10 μM) [60]. We used a mixture of 10 μM digoxin, 20 μM naringin, an Oatp1a5 inhibitor [61], and 30 μM bromsulfthalein, a broad Oatp inhibitor [62], to ensure all three Oatp1a members were inhibited. Compared to the no-inhibitor controls, the digoxin-only and inhibitor mixture groups showed 32.5 and 35.1% less PFOS retention (uptake). The digoxin and inhibitors/mixture treatments had very similar levels of PFOS, suggesting that digoxin was the main inhibitor of PFOS uptake with naringin and bromsulfthalein contributing little. Therefore, these groups were combined for statistical analysis. The inhibitor treatment group had significantly lower PFOS uptake and retention than the control hepatocytes (Figure 9), indicating that Oatp1a members transport PFOS. Earlier studies showed that rat OATP1A5 transports PFOS [32]. Murine Oatps have not been previously investigated for PFOS transport to our knowledge. These data suggest that murine Oatp1a4 likely transports PFOS. 

## 4. Discussion

hCYP2B6-Tg mice retain more PFOS than Cyp2b-null mice (Table 1), and for the most part this led to greater toxicity, especially in females. The reasons for increased PFOS retention in female and male hCYP2B6-Tg mice and the lower retention in female Cyp2b-null mice than male Cyp2b-null mice are unknown [10]. Therefore, the Cyp2b-null and hCYP2B6-Tg mouse models provide an unexpected and new system for studying this differential PFOS retention and toxicity in individuals. PFOS toxicity is associated with retention with a couple of exceptions: hCYP2B6-Tg have less steatosis at 1-PFOS and male hCYP2B6-Tg show slightly lower ALT levels at 10-PFOS despite the higher PFOS concentrations. Most other toxicity parameters follow PFOS retention, including PFOS-induced mortality in the hCYP2B6-Tg females [10]. 

Genes differentially expressed between the genotypes at each PFOS treatment were correlated with markers of liver toxicity and measured liver and serum PFOS concentrations via PCA. Female Cyp2b-null and hCYP2B6-Tg genes from 10-PFOS-treated mice clustered separately (Figure 8; Supplementary Materials). Three transporters (*oatp1a4*/*1a5*/*1a6*) were repressed in the female Cyp2b-null mice and found directly opposite to the 10-PFOS/Cyp2b-null cluster (Figure 8). This indicates that instead of hCYP2B6-Tg mice responding poorly, the Cyp2b-null mice responded well; they downregulated genes that can reduce retention. The OATPs are key uptake transporters in several tissues, including the liver and brain, with Oatp1a4 > Oatp1a6 showing the highest hepatic expression. OATPs are involved in the uptake of various organic anionic substrates from liver sinusoids, including exogenous drugs, such as statins and cardiac glycosides, as well as endogenous ligands, such as bile acids [63,64]. *Oatp1a4* is also female predominant [65]. Therefore, downregulation of these genes and in particular *oatp1a4* could reduce PFOS tissue absorption and concentrations in female Cyp2b-null mice (Table 1). 

These murine OATPs are orthologous to the human transporter, OATP1A2 [64,66]. Perfluorooctanoate (PFOA) is a known inhibitor of OATP1A2 transport, but does not transport perfluorooctanoate (PFOA) [67]. However, transport of PFOS by OATP1A2 has not been studied [68]. Additionally, Zhao et al., [32] demonstrated PFOS transport by rat Oatp1a5, as well as several other rat Oatps, including Oatp2b1, Oatp1b2, and Oatp1a1 [32]. Oatp1a1 and 1a5 are also orthologous to human OATP1A2 [64,66]. Rat OATP1A4 was not a PFOS substrate and the role of murine Oatp1a6 in PFOS uptake has not yet been studied [32]. We propose that the reduction of these Oatps in Cyp2b-null mice contributes to the decreased retention of PFOS in Cyp2b-null compared to hCYP2B6-Tg female mice. These transporters may also contribute to sexually dimorphic differences in uptake between male and female Cyp2b-null mice as they were more strongly regulated in females and *oatp1a4* is female predominant (Table 1; Figure 7; Supplementary Materials) [69]. 

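Slco1a4 was higher in female than in male liver in 4 of the 6 groups, by 1.74 log2 in Cyp2b-null mice at 1-PFOS, 1.49 in untreated hCYP2B6-Tg mice and 1.40 and 1.29 in hCYP2B6-Tg mice at 1- and 10-PFOS (edgeR quasi-likelihood test across both sexes, Benjamini-Hochberg adjusted p of at most 0.0045). In untreated Cyp2b-null mice it did not pass (0.78, edgeR adjusted p = 0.064), and at 10-PFOS Cyp2b-null females lay below males without passing (−0.49, 0.51). Slco1a1, the male-biased member of the group, was lower in females in untreated Cyp2b-null (−3.89) and hCYP2B6-Tg mice (−2.92) and no longer differed at 10-PFOS, and Slc22a26 was higher in females in every group, from 3.44 to 7.19, at an edgeR adjusted p of at most 0.00027. Of 40 genes the paper names, 1 was higher in females and 4 in males in untreated Cyp2b-null mice, 5 and 6 at 1-PFOS and 1 and 0 at 10-PFOS, and in hCYP2B6-Tg mice 6 and 4, 2 and 3, and 4 and 1 at the same doses, at an edgeR adjusted p under 0.05 and a log2 difference beyond 1 either way. The count of 1 in Cyp2b-null mice at 10-PFOS was 0 with only the groups compared and 2 with DESeq2. Batch and sex cannot be parted where the sexes were not sequenced side by side, and the sources used here do not say whether they were.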

Oatp inhibitors, digoxin, naringin, and bromsulfthalein, reduced PFOS retention (probably due to uptake) (Figure 8) in cultured murine female hepatocytes. with digoxin alone showing no difference (Supplementary Materials) from the mix, suggesting OATP1A4 plays a crucial role in PFOS uptake [60]. However, while digoxin is considered OATP1A4 specific, not all OATPs have been investigated and there may be crossover inhibition of different OATPs. Rat OATP1A5 was previously shown to transport PFOS [32], and therefore it is interesting to speculate that downregulation of this OATP that is primarily expressed in the intestine could reduce overall absorption into the body from food and water sources, in addition to a reduction in hepatic absorption [70]. 

Fatty acid transport protein 1 (*fatp1*; *slc27a1*), a long chain fatty acid transport protein, is increased in PFOS-treated hCYP2B6-Tg mice relative to Cyp2b-null mice in very close association with increased retention (Figure 8). It is possible that this transporter absorbs PFOS into the liver based on similar structure–function relationships, as PFOS looks like a fatty acid and binds to fatty acid binding proteins [71]. Therefore, PFOS-mediated increases in *fatp1* in hCYP2B6-Tg mice may lead to greater uptake of PFOS and fatty acids [10,34,72]. To our knowledge, PFOS transport by FATP1 has not been tested. Interestingly, *fatp1* is induced through PPARs and hCYP2B6-Tg mice show greater steatosis than Cyp2b-null mice [10,11], but only when provided a high-fat diet full of *fatp1* substrates. 

*Asbt* (*slc10a2*), a bile acid transporter found along the cholangiocytes of the liver, is a known transporter of several PFASs from the bile ducts to the liver [32,63]. *Asbt* shows enrichment in Cyp2b-null mice relative to hCYP2B6-Tg mice treated with 10-PFOS. This is not consistent with decreased liver retention in Cyp2b-null mice. However, it may not be able to outcompete the changes in transport of fatp1 and the oatps. Furthermore, re-uptake of PFOS through the cholangiocytes may not be as common as sinusoidal entrance into the liver. Overall, our data suggest that Cyp2b-null mice retain less PFOS than hCYP2B6-Tg mice because of changes in the expression of several transporters, including, but maybe not limited to, FATP1 and several OATP1A members; however, unlike the OATPs and FATP1, the Asbt gene expression data are not consistent with this hypothesis (Figure 10). 

Few changes in transporter expression were observed in the males. In fact, male Cyp2b-null and hCYP2B6-Tg clusters following 10-PFOS (but not 1-PFOS; Suppl Materials) overlapped in their responses (Figure 7). In the male untreated, 1-, and 10-PFOS hCYP2B6-Tg groups, *Slc22a26* and *Slc25a25* were downregulated compared to their Cyp2b-null counterparts. 

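In males Slc22a26 was lower in hCYP2B6-Tg than in Cyp2b-null mice by a log2 fold change of −2.28 without PFOS, which did not pass (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.23), and by −0.10 and −0.05 at 1- and 10-PFOS (0.96 and 1.0 from that test). At these levels, 0.708 ± 0.224 and 0.670 ± 0.377 CPM in Cyp2b-null and hCYP2B6-Tg males at 1-PFOS, few reads carry the comparison. Slc25a25 was at −0.06 between untreated males, was lower in hCYP2B6-Tg males at 1-PFOS (−1.49, edgeR adjusted p = 0.041), and did not differ at 10-PFOS. Its means were 81.5 ± 50.3 CPM in Cyp2b-null and 28.9 ± 5.38 CPM in hCYP2B6-Tg males at 1-PFOS. In refits with 1 library left out the call was lost (adjusted p in brackets) for Slc25a25 between the genotypes at 1-PFOS (0.14) without hCYP2B6-Tg male 1-PFOS replicate 2. Under another setting no call remained for Slc25a25 between the genotypes at 1-PFOS (0.23) with only the groups compared in the fit. Other settings passed Slc22a26 between the genotypes at 0-PFOS (0.019) with DESeq2.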

Slc22a26 is a mouse-specific organic cation transporter [73], and Slc25a25 is a mitochondrial ATP-Mg^2+^/phosphate transporter typically regulated by circadian rhythm genes, such as CLOCK and BMAL1 [74]. Therefore, it is unlikely that either SLC22A26 or SLC25A25 are involved in PFOS uptake.

In addition to transporters, binding proteins, such as serum albumin and liver fatty acid binding protein (L-FABP), bind PFOS because of its structural similarity with their typical fatty acid ligands [68]. In females, serum L-FABP and albumin are associated with increased PFOS bioaccumulation and toxicity, but males did not show this same association. Thus, L-FABP and albumin sequestration of PFOS does not reduce toxicity in females and instead may lead to greater toxicity. 

PFOS exposure has previously been linked to perturbations in lipid metabolism and increased steatosis [7,10,34,40,75]. Our Chip Enrichment Factor Analysis (ChEA) via EnrichR showed that many groups had activation of PPARγ and PPARα pathways, indicating a mechanism by which PFOS induces changes in lipid metabolism. Others have also demonstrated that PFOS perturbs PPAR signaling and is associated with toxicity [10,38]. Both Cyp2b-null and hCYP2B6-Tg PFOS-treated mice experienced upregulation of GO biological processes associated with lipid metabolism, including the P450 epoxygenase pathway (*ephx1* and *ephx2*), which regulates the production of multiple dihydroxy-oxylipins from their epoxides, with hCYP2B6-Tg mice showing greater sensitivity to PFOS-mediated transcriptional effects (Table 2, Figure 6). In addition, biomarkers of PPAR signaling are associated with toxicity. For example, Cyp4a12a/b are highly associated with toxicity as measured with ALT in female hCYP2B6-Tg mice (Figure 7). Several CYPs in the CYP2-4 subfamilies also respond to steatosis and some may be protective [76]. These CYPs often produce 20-HETE (not measured) and 17,18-EpETE, which was significantly increased by PFOS (Figure 1 and Figure 2). Several other oxylipins were also increased by PFOS, including whole families of PUFA-derived oxylipins from EPA, AA, and DHA (Figure 1), and an increase in dihydroxy oxylipins that is correlated with an increase in epoxide hydrolase (Figure 2). 

Some oxylipins are also associated with reduced steatosis. For example, 19,20-EpDPA is decreased possibly due to the induction of epoxide hydrolases, and is lower in 1-PFOS-treated hCYP2B6-Tg that show less steatosis than Cyp2b-null mice (Figure 2). Previous research has shown that 19,20-EpDPA is inversely associated with hepatocyte lipid accumulation [12,77]. 9,10-DiHOME, which was induced by PFOS, stimulates adipogenesis through PPARγ [78]. PGE2 induces steatosis by inhibiting beta-oxidation and lipolysis [79] and was increased by PFOS, while inhibition of PGD2 production increases steatosis [80] and was decreased by PFOS. Each of these prostaglandins may provide insight as markers of PFOS hepatotoxicity or steatosis. 

Overall, there were few genotypic differences in oxylipin production (14,15-EpETE, 19,20-EpDPA); however, changes in oxylipins were sensitive to PFOS treatment (Figure 2 and Figure 3), with the prostaglandins showing the most sensitivity, as most were decreased and PGE2 was heavily increased. Interestingly, in the males, most of the metabolites that were inversely associated with PFOS retention and toxicity were DHA-derived (Figure 3A,D; Supplementary Materials). There was repression of total DHA content, free DHA species, and greater repression of epoxides, probably due to an increase in epoxide hydrolases. 

Unexpectedly, chow-diet-fed Cyp2b-null mice experienced increased steatosis compared to hCYP2B6-Tg mice with higher PFOS levels [10]. No GO terms were associated with increased steatosis in the Cyp2b-null mice, but several were associated with decreased steatosis in the hCYP2B6-Tg mice. Responses were sexually dimorphic, with females increasing lipid metabolism and transport and males increasing circadian rhythm genes. EnrichR (not shown; Supplementary Materials) suggests PPAR-regulated genes are involved, but also indicates Suz12 (female) and Clock (males) are involved. Interestingly, both of these transcription factors are circadian and sexually dimorphic [81,82]. Suz12 through its partner Ezh shows a stronger response in males and Clock in females, suggesting that, because of the constitutively lower responses, each response is stronger under PFOS duress. Chemicals flipping sex-dependent responses have been observed previously [83,84].

In general, toxicity is associated with PFOS retention, with the exception of steatosis in 1-PFOS-treated Cyp2b-null mice. We proposed earlier that the hCYP2B6-Tg mice may show a greater transcriptional response and thus be protected from steatosis. However, it is possible this steatosis was actually protective from overt PFOS toxicity by reducing free fatty acids through an increase in inert hepatic triglycerides. For example, steatosis can protect from non-esterified free fatty acid lipotoxicity, oxidative stress, and subsequent fibrosis [85]. Methionine and a choline-deficient-diet-induced non-alcoholic steatohepatitis progression may be slowed by increased triglycerides if inflammation and subsequent fibrosis are repressed [23]. Stroke patients with steatosis paradoxically have more favorable outcomes than those without steatosis [86], most likely by decreasing blood lipids. However, more research is needed on the initial reaction of the liver to steatotic agents to determine if steatosis is acutely protective but chronically toxic.

## 5. Conclusions

(1) We propose that differences in the retention of PFOS between Cyp2b-null and hCYP2B6-Tg mice may be regulated by the repression of uptake transporters, especially *oatp1a* family members in female Cyp2b-null mice. (2) hCYP2B6-Tg mice reacted differently to the PFOS treatment, with females enriching for lipid metabolism and organic anion transporters, and males enriching for circadian rhythm genes, providing for potential protective mechanisms from steatosis. (3) Regardless of the mouse model, changes in gene expression and liver toxicity parameters are often associated with PPARs and a few other transcription factors. 

## Figures and Tables

**Figure 1:**
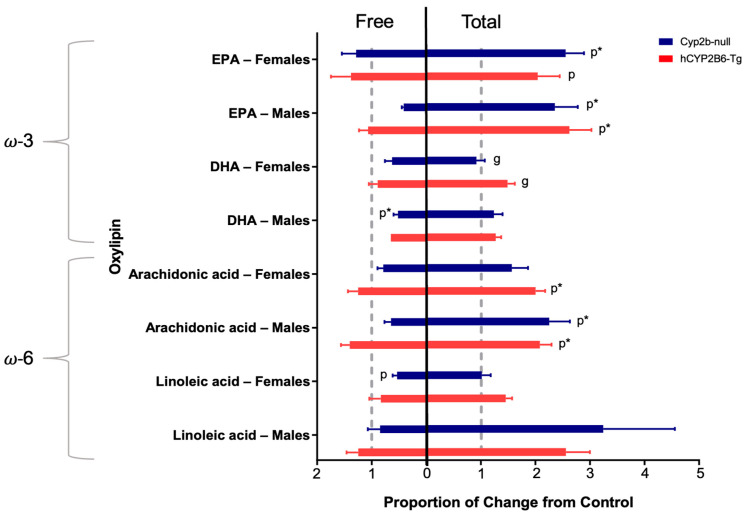
Free and total hepatic oxylipins from Cyp2b-null and hCYP2B6-Tg mice treated with 10 mg/kg/day PFOS. Ratios of targeted oxylipins from 10-PFOS-treated mice to untreated mice. A ratio less than 1 indicates a PFOS-mediated reduction in oxylipins and a ratio greater than 1 indicates a PFOS-mediated increased in oxylypins. Data are presented as the ratio ± SEM. Raw and summary oxylipin data can be found in the Supplemental Materials. Statistical significance was determined via one-way ANOVA followed by Tukey’s post hoc test with GraphPad Prism 7. “g” indicates a difference between genotypes at the same PFOS concentration and “p” indicates a difference from the control caused by PFOS. No asterisk indicates *p* < 0.05, * indicates *p* < 0.01.

**Figure 2:**
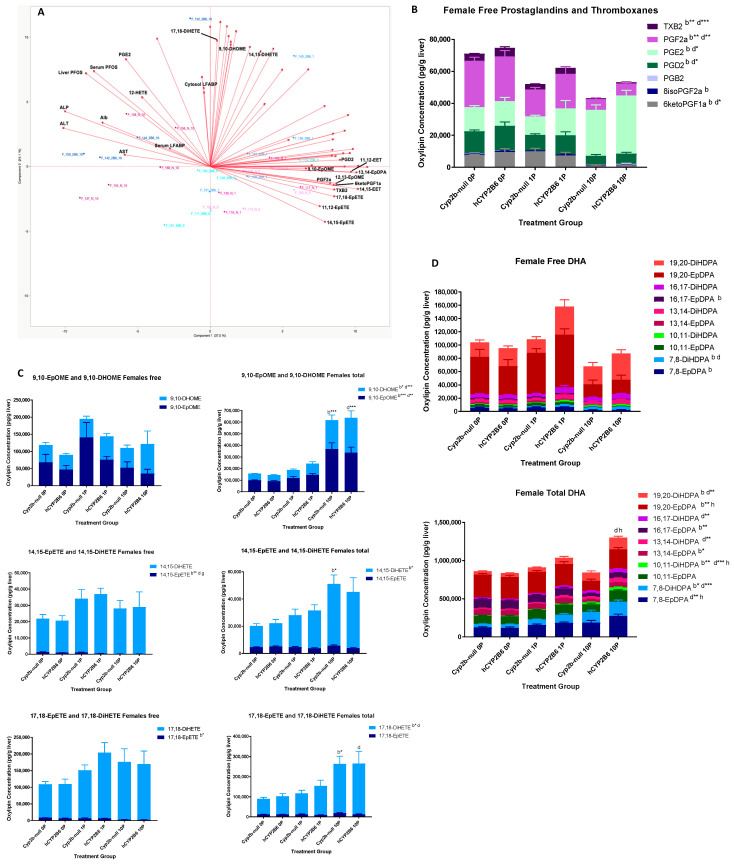
Several oxylipins are associated or inversely associated with PFOS retention and toxicity in females. Principal component analysis (PCA) was performed on measured free oxylipins in comparison to L-FABP, PFOS retention, and serum albumin, ALT, ALP, and AST (**A**). Analysis via two-way ANOVA followed by Tukey’s post hoc test demonstrated that prostaglandins (**B**), epoxide metabolism and membrane release (**C**), and DHA-derived oxylipins (**D**) were perturbed by PFOS treatment. Data in (**B**–**D**) are mean ± SEM with two-way ANOVA followed by Tukey’s post hoc test for multiple comparisons. Significance is shown as follows: “b” demonstrates a difference between untreated and 10 mg/kg/day PFOS in the Cyp2b-null mice, “d” demonstrates a difference between untreated and 10 mg/kg/day PFOS in the hCYP2B6-Tg, “g” demonstrates a difference between the 1 mg/kg/day PFOS-treated Cyp2b-null and hCYP2B6-Tg mice, and “h” demonstrates a difference between the 10 mg/kg/day PFOS-treated Cyp2b-null and hCYP2B6-Tg mice. Differences in total oxylipins are shown above the bars; differences between specific oxylipin species are shown in the legend because there are so many species to evaluate across different treatments and genotypes. Letter by itself indicates *p* < 0.05, * *p* < 0.01, ** *p* < 0.001, *** *p* < 0.0001.

**Figure 3:**
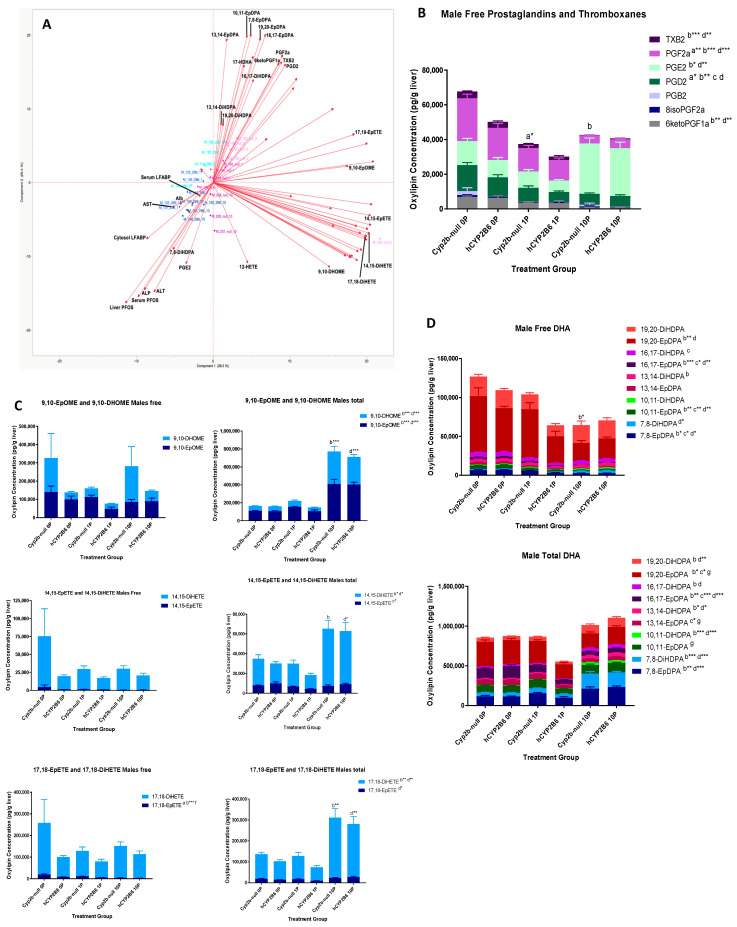
Several oxylipins are associated or inversely associated with PFOS retention and toxicity in males. Principal component analysis (PCA) was performed on measured free oxylipins in comparison to L-FABP, PFOS retention, and serum albumin, ALT, ALP, and AST (**A**). Analysis by two-way ANOVA followed by Tukey’s post hoc test demonstrated that prostaglandins (**B**), some total oxylipins (**C**), and DHA-derived oxylipins (**D**) were perturbed by PFOS treatment. Data in (**B**–**D**) are mean ± SEM and significance is shown as follows: “a” demonstrates a difference between untreated and 1 mg/kg/day PFOS in the Cyp2b-nulls, “b” demonstrates a difference between untreated and 10 mg/kg/day PFOS in the Cyp2b-null mice, “c” demonstrates a difference between untreated and 1 mg/kg/day PFOS in the hCYP2B6-Tg, “d” demonstrates a difference between untreated and 10 mg/kg/day PFOS in the hCYP2B6-Tg, “f” demonstrates a difference between the untreated Cyp2b-null and hCYP2B6-Tg mice, “g” demonstrates a difference between the 1 mg/kg/day PFOS-treated Cyp2b-null and hCYP2B6-Tg mice. Differences in total oxylipins are shown above the bars; differences between specific oxylipin species are shown in the legend because there are so many species to evaluate across different treatments and genotypes. Letter by itself indicates *p* < 0.05, * *p* < 0.01, ** *p* < 0.001, *** *p* < 0.0001.

**Figure 4:**
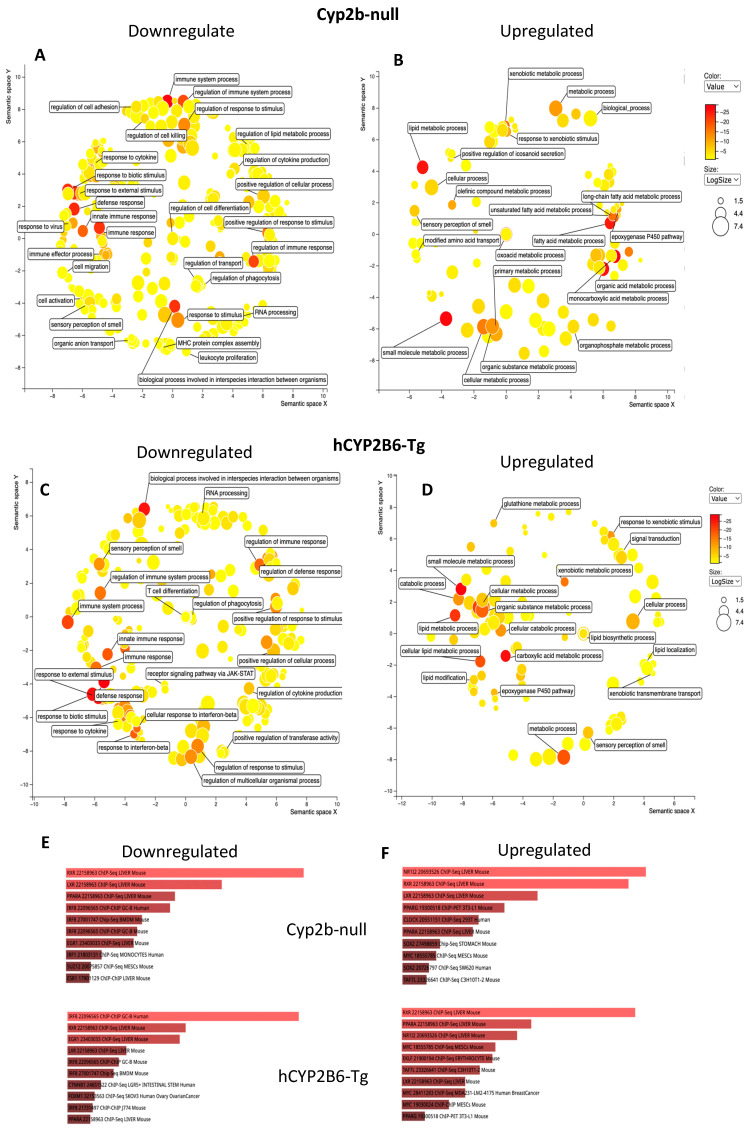
Gene ontology as visualized through Revigo and Enrichr indicates that 10 mg/kg/day PFOS represses immune function and increases lipid uptake, synthesis, and metabolism through nuclear receptors such as RXR, PXR, PPARs, and LXR in female mice. Gene ontologies downregulated (**A**) and upregulated (**B**) by PFOS in hCYP2B6-Tg mice. Gene ontologies downregulated (**C**) and upregulated by PFOS (**D**) in Cyp2b-null mice. Transcription factors putatively involved in the downregulation (**E**) and upregulation (**F**) of these genes by PFOS based on Enrichr. Top (and longer) bars indicate greater confidence in the roll of this transcription factor with red indicating statistical significance; gray not significant (not shown).

**Figure 5:**
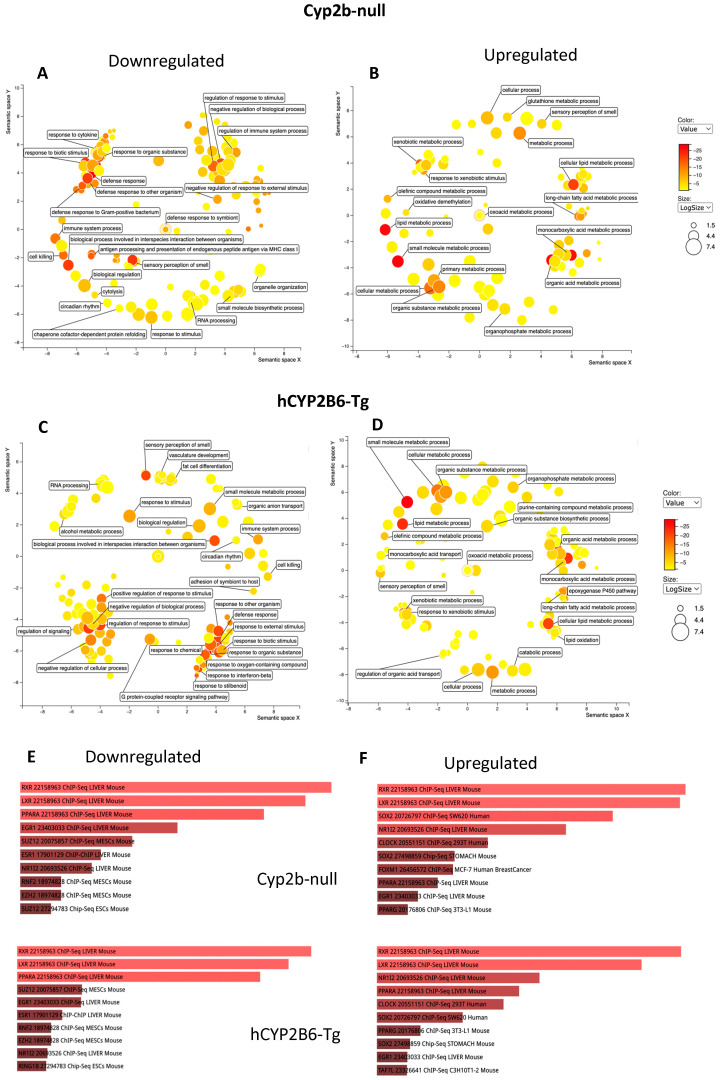
Gene ontology as visualized through Revigo and Enrichr indicates that 10 mg/kg/day PFOS represses immune function and increases lipid uptake, synthesis, and metabolism through nuclear receptors in male mice. Gene ontologies downregulated (**A**) and upregulated (**B**) by PFOS in Cyp2b-null mice. Gene ontologies downregulated (**C**) and upregulated by PFOS (**D**) in hCYP2B6-Tg mice. Transcription factors putatively involved in the downregulation (**E**) and upregulation (**F**) of these genes by PFOS based on Enrichr. Top (and longer) bars indicate greater confidence in the roll of this transcription factor with red indicating statistical significance; gray not significant (not shown).

**Figure 6:**
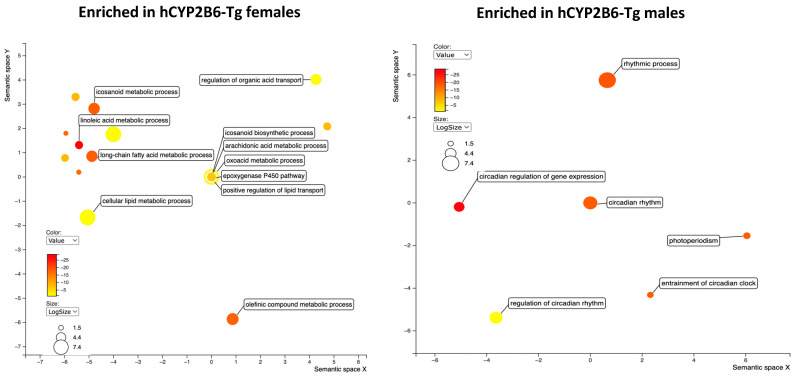
Gene ontology as visualized through Revigo indicates that hCYP2B6-Tg mice treated with 1 mg/kg/day PFOS are enriched for lipid metabolism and lipid/organic anion transport processes in females and circadian rhythm genes in males in comparison to 1 mg/kg/day PFOS-treated Cyp2b-null mice.

**Figure 7:**
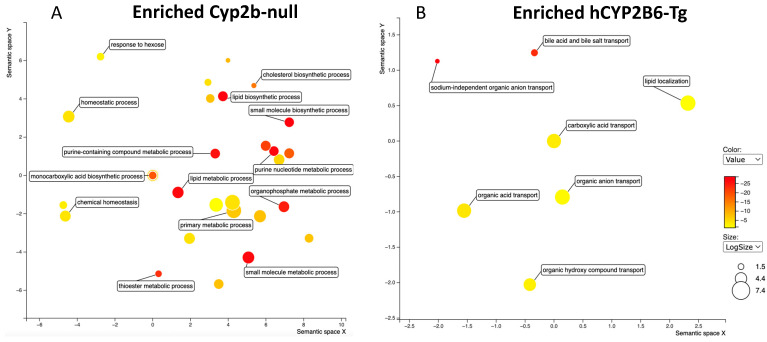
Gene ontology differences between Cyp2b-null (**A**) and hCYP2B6-Tg (**B**) female mice provided 10 mg/kg/day PFOS as visualized through Revigo.

**Figure 8:**
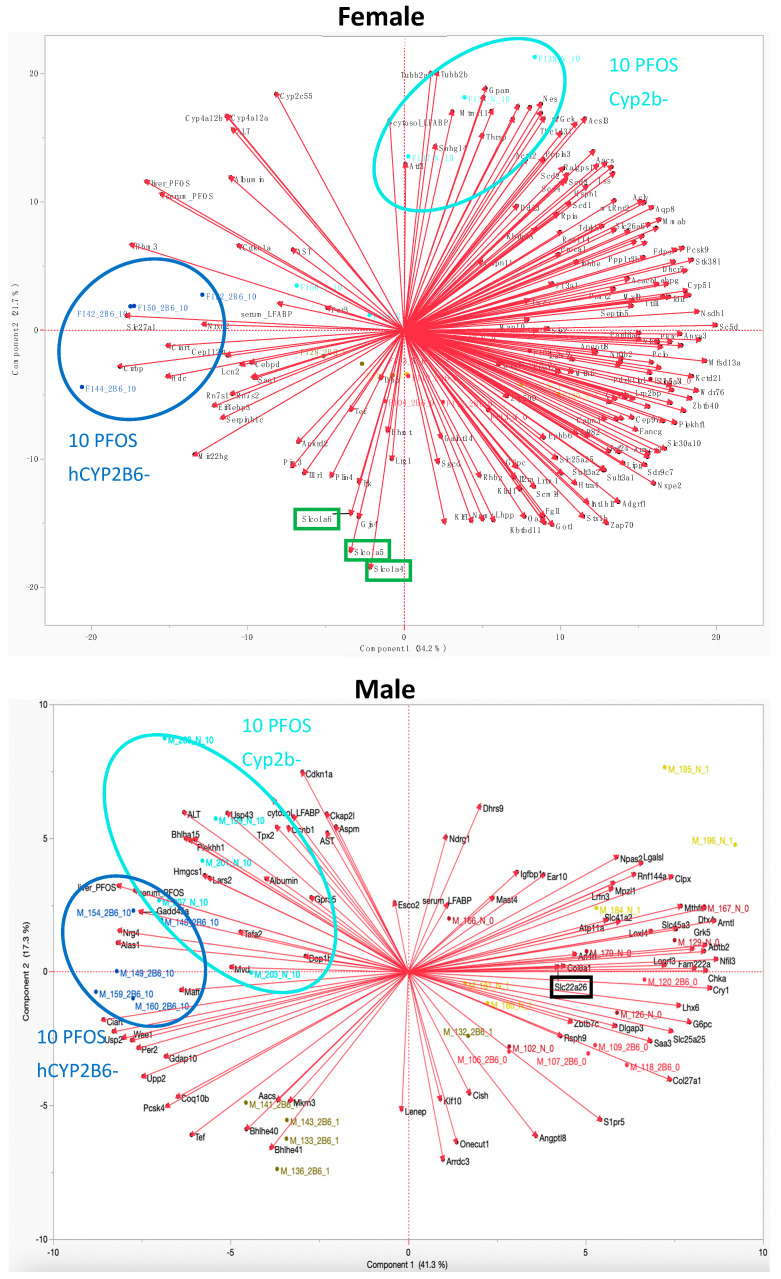
PCA of differentially expressed genes from Cyp2b-null and hCYP2B6-Tg female and male mice in comparison to serum and liver L-FABP, PFOS retention, and serum albumin, ALT, ALP, and AST.

**Figure 9:**
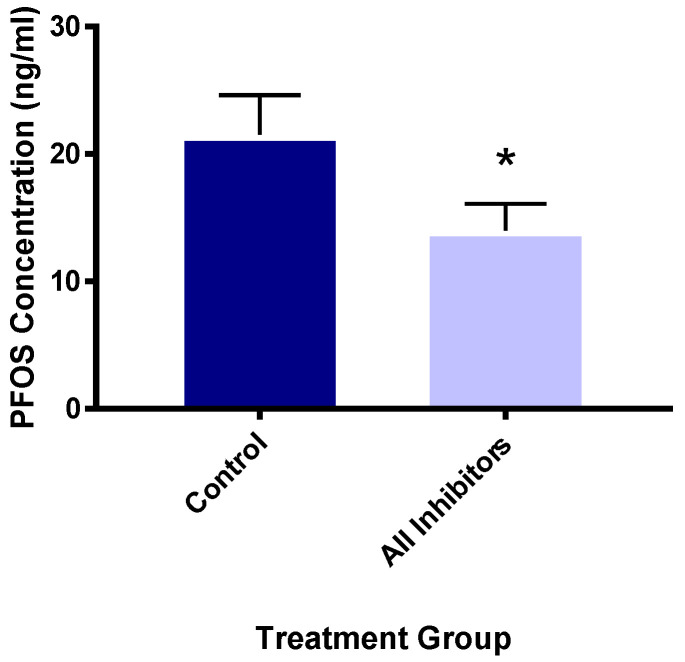
Oatp inhibitors reduce hepatocyte PFOS concentrations. PFOS concentrations (ng/mL) after incubation with 6 μM PFOS, 10 μM digoxin, 20 μM naringin, and 30 μM bromsulfthalein in primary murine hepatocytes. Data shown as mean ± SEM (n = 4–7). * indicates significance (*p* < 0.05) using Student’s *t*-test (GraphPad Prism 7.0).

**Figure 10:**
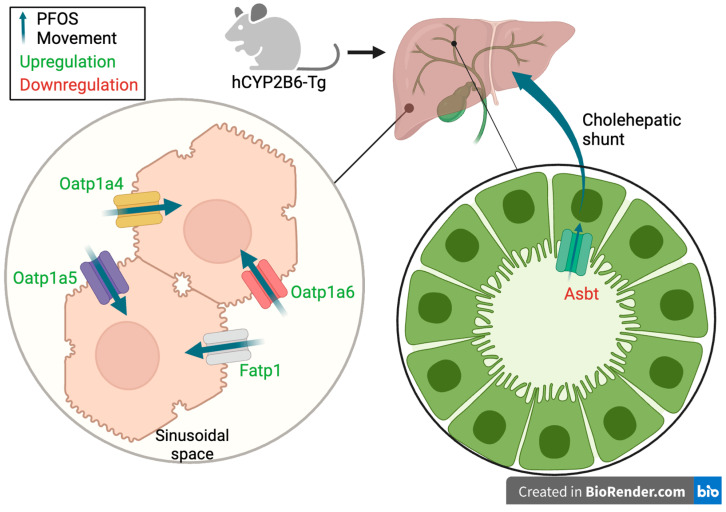
Schematic of transporter regulation in female hCYP2B6-Tg liver. Oatp1a4-6 and Fatp1, which are uptake transporters located along the basolateral membrane of hepatocytes, were upregulated (green) in hCYP2B6-Tg mice. We propose that this upregulation leads to greater PFOS uptake from the sinusoids into the hepatocytes, and thus greater overall PFOS retention in the liver of hCYP2B6-Tg mice consistent with differences in PFOS concentrations between Cyp2b-null and hCYP2B6-Tg mice. Asbt, a transporter located in cholangiocytes and involved in uptake from the bile duct, was downregulated (red). This would likely lead to less PFOS recycling via the cholehepatic shunt to hepatocytes.

**Table 1:** Liver and serum PFOS concentrations as measured by LC-MS/MS in male and female Cyp2b-null and hCYP2B6-Tg mice treated with 0, 1, or 10 mg/kg/day PFOS for 21 days. Data are presented as mean ± SEM. Statistical significance was determined via one-way ANOVA on GraphPad Prism 7. “g” indicates a difference between genotypes at the same PFOS concentration, “p” indicates a difference between the control within a genotype, and “s” indicates a difference between sexes at a *p* < 0.01. Blue highlights differences due to PFOS concentrations and genotype; yellow highlights differences due to PFOS concentration, genotype, and sex.

Serum PFOS Concentration (ng/mL)						
**Treatment**	**Females**			**Males**		
PFOS (mg/kg/day)	0	1	10	0	1	10
Cyp2b-null	11.94 ± 0.89	65.70 ± 7.76 ^p^	312.90 ± 33.30 ^gps^	9.33 ± 0.99	86.20 ± 10.30 ^p^	408.10 ± 30.20 ^gps^
hCYP2B6-Tg	14.51 ± 0.63	101.00 ± 8.50 ^p^	545.70 ± 56.80 ^gp^	8.87 ± 0.71	96.70 ± 9.10 ^p^	593.80 ± 51.10 ^gp^
**Liver PFOS Concentration (** **μg/g tissue)**						
**Treatment**	**Females**			**Males**		
PFOS (mg/kg/day)	0	1	10	0	1	10
Cyp2b-null	28.41 ± 2.51	167.50 ± 8.88 ^p^	855.20 ± 25.60 ^gps^	27.53 ± 0.32	196.00 ± 9.10 ^p^	1013.00 ± 84.70 ^gps^
hCYP2B6-Tg	37.58 ± 3.71	235.50 ± 15.20 ^p^	1189.00 ± 46.70 ^gp^	31.72 ± 1.94	287.70 ± 25.90 ^p^	1156.00 ± 59.50 ^gp^

**Table 2:** Number of differentially expressed genes from the different treatment groups compared to appropriate controls ^a^.

	Differentially Expressed Genes in Females			Differentially Expressed Genes in Males		
Comparison	Upregulated genes	Downregulated genes	Total number of differentially expressed genes	Upregulated genes	Downregulated genes	Total number of differentially expressed genes
Cyp2b-null 0 vs. 1	24	12	36	82	28	110
Cyp2b-null 0 vs. 10	593	835	1428	594	781	1375
hCYP2B6-Tg 0 vs. 1	73	23	96	213	91	304
hCYP2B6-Tg 0 vs. 10	786	1095	1881	741	739	1480
Cyp2b-null vs. hCYP2B6 0 PFOS	4	2	6	3	10	13
Cyp2b-null vs. hCYP2B6 1 PFOS	3	4	7	31	43	74
Cyp2b-null vs. hCYP2B6 10 PFOS	75	160	235	6	12	18

^a^ Samples were either compared to untreated controls within a genotype or compared between similarly treated groups across the two genotypes (n = 4).

## Data Availability

The data from this study were deposited as Supplementary Materials in Mendeley Data, V1, doi: 10.17632/cjkhkn7fd4.3 and RNA sequencing data (RNAseq) was deposited in the Gene Expression Omnibus (GEO); GSE249617.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/toxics12020106/s1, Supplementary Materials—all analyzed data—can be downloaded at: Mendeley Data, V3, doi: 10.17632/cjkhkn7fd4.3. (https://data.mendeley.com/datasets/cjkhkn7fd4/3) Access on 22 January 2024. RNA sequencing raw data (RNAseq) was deposited in the Gene Expression Omnibus (GEO); GSE249617.

How the deposited data were processed for this re-analysis (not part of the article)

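The data are messenger RNA of 48 mouse livers, 4 from each of 12 groups made by sex, genotype (Cyp2b-null or hCYP2B6-Tg) and treatment over 21 days (untreated, 1-PFOS or 10-PFOS), each library from 1 mouse. Sex, genotype, dose and the replicate number from 1 to 4 were taken from the sample labels, and all 48 labels could be assigned.

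Of 170 processed files, 2 tables of counts, 1 for each sex, and 18 comparison tables were read. Gene counts were made by the authors, who checked reads with FastQC, trimmed adaptors with Trim Galore, aligned to the mouse genome (build GRCm39) with RSEM and counted per gene with featureCounts, and as deposited the counts are not normalised. The log2 fold changes of the comparison tables were made by the authors with edgeR from those counts, after a filter on low counts and a normalisation. The p-values and Benjamini-Hochberg adjusted p-values (FDR) of those tables were also made by the authors with edgeR, and as deposited the tables of a dose carry the F statistic of the quasi-likelihood test and those of a genotype a likelihood ratio statistic. Versions and options of these tools are not given in the sources used here. The authors' tables hold 13735 genes for doses and 16501 for genotypes in females, and 12993 and 16366 in males. They serve only to set the authors' calls beside those made here, and everything else was computed from the counts.

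Each table of counts has 40872 rows, of which 25 are broken across lines and were left out, holding 0.0432% of the counts of females and 0.0281% of those of males, so that 40847 genes remain and 6 named genes (Dst, Huwe1, Mycbp2, Neb, Syne1 and Ttn) have no counts. No count column lacks a sample. Of the counts above 0, 91.1% in females and 91.2% in males are even numbers, and the mean total of 59808082 counts per library is more than 2 times the paper's average number of read pairs. How reads of a pair, or reads at several places, were counted is not given in the sources used here, so a count is not taken as 1 molecule. No 2 libraries of a group are copies of each other. The 64 columns of values per sample in 8 files of comparisons between the sexes were not used here, since the counts hold those samples, and the other sheets of each workbook, which select genes from the first, were not used either. The gene annotation at hand is of build GRCm38, so no coordinates were used.

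Library totals ran from 44416597 to 82615862 counts. No 2 libraries of a group differed by less than the sampling noise of their counts (lowest chi-square per degree of freedom 42.1), so each was counted as 1 mouse.

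Counts were analysed in R 4.3.3 with edgeR 4.0.16, 1 fit for each sex with its 24 libraries in 6 groups. A gene was tested if at least 3 of the 4 mice of 1 or more groups had more than 1 CPM (for this filter, counts scaled to the library total), which left 13193 genes in females and 12594 in males. Libraries were normalised by trimmed mean of M values (TMM), and contrasts were tested with the quasi-likelihood F test. A gene counts as differentially expressed at a Benjamini-Hochberg adjusted p below 0.05 and a log2 fold change beyond 1 in either direction, as in the paper, whereas members of gene lists and named genes are called at an adjusted p below 0.05 alone, apart from counts of named genes that differ between the sexes, which use both thresholds. For each sex there were 4 comparisons of a dose with untreated mice of the same genotype, 3 of hCYP2B6-Tg with Cyp2b-null mice at 1 dose, and 1 interaction of genotype with 10-PFOS. Sex differences were tested in 1 fit of all 48 libraries for genes and lists the paper names. Gene lists, 53 in number and written from general knowledge and the paper, were tested with camera from limma 3.58.1 at a preset correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over the lists of a comparison. A clock index per mouse, the mean log2 CPM (prior count 2) of genes that peak by day minus that of genes that peak at dawn, and the distance between the genotypes at 10-PFOS over all tested genes were compared with exact permutation tests. CPM values in the text are scaled to the library size over tested genes times its TMM factor, and values by group are their means and SD over the 4 mice. Figures were drawn with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9. The calls were tested on simulated data with 200 changed genes, and 96.1 to 97.1% of those changed by 1.5 log2 and 99.0 to 100% of those changed by 3 log2 were recovered, with 1 to 4 false calls. Simulated counts were drawn for each gene by itself around 1 overall mean, for genes that had passed the filter. They hold no mouse apart, no correlation between genes and no structure of samples. The share recovered in the real data may therefore be lower.

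The grouping of samples, the tests, filters and thresholds, the gene lists, the rule for naming genes and the alternatives listed first below were set before the data were examined, although values in the paper's text, figures and supplementary tables had been seen. Genes named are those that the paper names, for the comparisons in which it names them; per comparison the 8 largest rises and the 8 largest falls among called genes with a mean of at least 10 CPM in the higher group and with the 4 mice of 1 group all beyond the 4 of the other; up to 4 members of a list described; and Cyp2b9, Cyp2b10 and Cyp2b13. Predicted genes were counted and not named, and a few genes that the rule selects are left out of the text.

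Whether replicate numbers pair the mice of 2 groups was checked by correlating the deviations of each mouse from its group mean. Only hCYP2B6-Tg and Cyp2b-null females at 1-PFOS passed, with correlations of 0.469, 0.481, 0.268 and 0.241 and 3 of 4 mice closest to the mouse of their own number, and there a term for replicate number was an alternative, as it was elsewhere. No label says that these mice are pairs. On the second principal component replicates 2 and 3 of both genotypes lay at −45.3 to −25.4 and replicates 1 and 4 at −1.63 to 7.62. Pairs are thus not told apart from a subgroup that both genotypes share.

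The alternatives for genes were DESeq2 1.42.0, RLE factors in place of TMM, edgeR's likelihood ratio test, no filter, a stricter filter (more than 1 CPM in at least 3 of 4 mice of every group), only the groups compared in the fit, a term for replicate number and leaving out each mouse in turn. For lists they were camera with an estimated correlation, fry, RLE factors, only the groups compared, the term for replicate number and each mouse left out. The clock index was repeated with a prior count of 0.5, with RLE factors, without Wee1 and Cry1 and without each mouse, the distance with the 500 most variable genes, raw counts, RLE factors and without each mouse, and the sex differences with DESeq2, RLE factors and only the groups compared. Added after seeing the data were counts halved and rounded up, because most are even, the likelihood ratio test with no filter and the likelihood ratio test on only the groups compared. Each comparison was also repeated over the 35 splits of its 8 mice, and each interaction over 100 random regroupings.

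The enrichment analyses of the paper were not repeated, as the databases behind them were not used here, and serum and tissue measurements are not among the processed files read.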

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

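The explanations of the first 3 patterns were tested only after the patterns had been seen, and the gene lists and the measures screened for a mouse apart further down were also chosen after the data had been seen.

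Reads were assigned to Cyp2b9, Cyp2b10 and Cyp2b13, genes deleted in all of these mice, and rose with PFOS, a signal at genes whose counts the paper does not discuss: Cyp2b9 went from 1.50 ± 1.34, 1.19 ± 0.259, 2.00 ± 0.686 and 0.799 ± 0.327 CPM (mean ± SD, 4 mice) without PFOS to 27.3 ± 3.04, 31.3 ± 5.60, 26.2 ± 4.27 and 24.3 ± 3.83 CPM at 10-PFOS in Cyp2b-null females, hCYP2B6-Tg females, Cyp2b-null males and hCYP2B6-Tg males. The tables argue against 1 mislabelled mouse with intact genes, since in each of these groups every mouse at 10-PFOS lay above every untreated one, by 17 CPM or more. They also argue against reads of the human transgene, which would lie higher in hCYP2B6-Tg mice, since the upper 95% bound of that Cyp2b9 difference at 10-PFOS was 0.913 log2 at most. Reads of 1 source shared among Cyp2b copies stay open and are a candidate explanation, as log2 of Cyp2b10 over Cyp2b9 varied little between the 16 libraries at 10-PFOS (SD 0.168) and as Cyp2b19 and Cyp2b23 rose as well (4.35 and 1.45 CPM in Cyp2b-null females at 10-PFOS, 0.260 and 0.0968 without PFOS). Which sequence the reads come from was not tested, and induction of it by PFOS is the biological explanation that the doses leave open.

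Clock genes differed between the male genotypes at 1-PFOS by 3.98 in the clock index, a difference between hCYP2B6-Tg and Cyp2b-null mice that passes the exact permutation test (p = 0.0286, the smallest that 8 mice can give). The tables argue against 1 library as the cause, since with each of the 8 mice left out in turn the difference was 3.49 or more, above the SD of either group (at most 2.14), although the exact p was 0.057 without any 1 of the 4 hCYP2B6-Tg males and 0.029 without any 1 of the Cyp2b-null males. They also argue against a genotype difference in the clock that PFOS does not change as the whole cause, although the index lay in the same direction by 0.84 (exact p = 0.114) without PFOS and by 1.14 at 10-PFOS (0.0571). The difference at 1-PFOS was larger than that without PFOS by 3.14 (Welch 95% interval 0.56 to 5.73) and larger than that at 10-PFOS by 2.84 (0.23 to 5.45). With 1 mouse fewer both stayed at 2.35 or more. Both intervals reached below 0 without Cyp2b-null 1-PFOS replicate 2, 3 or 4, and the second also without Cyp2b-null 10-PFOS replicate 3. This dose was picked after its difference had been seen, so the argument is weak. From 0 to 1-PFOS the index changed by 2.91 in hCYP2B6-Tg males (exact p = 0.029) and by −0.23 in Cyp2b-null males (0.80). Time of sampling cannot be told apart from an effect of PFOS, because 0 of the 4 Cyp2b-null males at 1-PFOS carry a mouse number among those of the hCYP2B6-Tg males and the sources used here do not give the hour at which each mouse was killed. The doses of each sex and genotype do not overlap in mouse number either, nor do the male genotypes without PFOS or at 10-PFOS. The hour of sampling could therefore differ in those comparisons as well. A different effect of 1-PFOS on the clock by genotype stays open as a hypothesis.

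Cholesterol synthesis genes were lower in hCYP2B6-Tg than in Cyp2b-null females at 10-PFOS, by a median log2 of −1.51 over 25 genes, of which 6 passed. The tables argue against 1 library as the cause, since the median nearest to 0 in the 8 fits that each leave out 1 mouse was −1.18. A genotype difference present without PFOS cannot be told apart from a different response, as the list lay in the same direction in untreated females (median −0.24, camera adjusted p 0.0016, 0.78 with an estimated correlation), and the median interaction of −1.26 (−0.76 without untreated hCYP2B6-Tg replicate 1) had 4.6e-08 and 0.48. Chance differences between animals, in genes that vary together, may account for the pattern, since the list's adjusted p with an estimated correlation was 0.25 (from 1.7e-24 to that over all its alternatives). A response to PFOS that differs by genotype stays open as the biological explanation.

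Of 52 groups of 4 mice screened, 12 each on total counts and the clock index and 4 at 10-PFOS on each of 7 transporter genes, 3 held a mouse far from its group, and chance gives about 1 in 20. The clock index of untreated hCYP2B6-Tg male replicate 4 was −1.51 against −0.38 to −0.30 in the other 3. Slc22a26 was at 12.35 CPM in Cyp2b-null female replicate 4 at 10-PFOS against 1.62 to 1.95 CPM in the others of its group. In hCYP2B6-Tg male replicate 1 at 10-PFOS Slc22a26 was at 0.0354 CPM against 0.284 to 0.394 CPM.

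The genotype difference at 10-PFOS, hCYP2B6-Tg over Cyp2b-null, was itself different between the sexes for 4 of the 40 genes the paper names, by the test of sex and genotype together in edgeR at an adjusted p under 0.05 and a log2 difference beyond 1. Female minus male, it was 1.78 log2 for Slco1a4 (adjusted p = 0.019), 1.77 for Slco1a5 (0.0079), 1.16 for Lars2 (0.017) and −1.95 for Gpam (0.017).

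3 gene lists outside those the paper discusses also moved at 10-PFOS against untreated mice of the same sex and genotype, with camera adjusted p given for the preset and the estimated correlation. Proteasome subunits had a median log2 fold change of 0.69, 0.81, 0.57 and 0.55 in Cyp2b-null females, hCYP2B6-Tg females, Cyp2b-null males and hCYP2B6-Tg males, with 31 of 31 genes rising in each group (3.0e-19, 2.9e-22, 7.7e-13 and 1.4e-10, and 0.046, 0.032, 0.099 and 0.15). Messenger RNAs encoded by mitochondrial DNA were at 0.62, 0.54, 0.54 and 0.43 in the same order, with 11, 10, 10 and 7 of 13 rising (0.00018, 0.0014, 0.0039 and 0.019, and 0.26, 0.36, 0.43 and 0.51). Male-biased liver genes fell in Cyp2b-null and hCYP2B6-Tg males, by medians of −1.88 and −2.37, with 15 and 16 of 21 falling and 2 and 3 rising (1.2e-12 and 5.2e-14, and 0.064 and 0.037).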

How the results depend on the processing

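Of the tests below, the counts halved and rounded up, the likelihood ratio test with no filter and the likelihood ratio test on only the groups compared were chosen after the values were seen, and the other alternatives were planned.

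Beside each count of differentially expressed genes under another setting stands in brackets the count at the claim, from edgeR's quasi-likelihood test. RLE factors, a term for replicate number and the halved counts moved none of the 16 counts by over 1.5 times, and each other setting is given with the counts that it did move so far. The likelihood ratio test gave 79 (37) in Cyp2b-null females at 1-PFOS, 2 (0) and 5 (0) between the female genotypes at 0 and 1-PFOS, 26 (0) in the female interaction, 11 (0) and 10 (3) between the male genotypes at 0 and 10-PFOS and 17 (0) in the male interaction. DESeq2 gave 75 (37) in Cyp2b-null females at 1-PFOS, 152 (96) in hCYP2B6-Tg females at 1-PFOS, 4 (0) and 6 (0) between the female genotypes at 0 and 1-PFOS, 25 (0) in the female interaction, 14 (0) and 9 (3) between the male genotypes at 0 and 10-PFOS and 9 (0) in the male interaction. With no filter there were 7 (0) and 8 (3) between the male genotypes at 0 and 10-PFOS and 8 (0) in the male interaction. The stricter filter, which tests fewer genes, left 60 (96) in hCYP2B6-Tg females at 1-PFOS, 59 (110) in Cyp2b-null males at 1-PFOS, 876 (1316) in Cyp2b-null males at 10-PFOS and 164 (302) in hCYP2B6-Tg males at 1-PFOS. With only the groups compared in the fit, so with fewer samples to estimate the variation, there were 58 (96) in hCYP2B6-Tg females at 1-PFOS, 4 (139) between the female genotypes at 10-PFOS, 66 (110) in Cyp2b-null males at 1-PFOS and 17 (40) and 6 (3) between the male genotypes at 1 and 10-PFOS. The likelihood ratio test with no filter gave 68 (37) in Cyp2b-null females at 1-PFOS, 3 (0), 1 (0) and 210 (139) between the female genotypes at 0, 1 and 10-PFOS, 17 (0) in the female interaction, 173 (110) in Cyp2b-null males at 1-PFOS, 2066 (1316) in Cyp2b-null males at 10-PFOS, 9 (0), 72 (40) and 20 (3) between the male genotypes at 0, 1 and 10-PFOS and 21 (0) in the male interaction. On only the groups compared the likelihood ratio test gave 132 (37) in Cyp2b-null females at 1-PFOS, 14 (0) and 19 (0) between the female genotypes at 0 and 1-PFOS, 32 (0) in the female interaction, 10 (0) and 21 (3) between the male genotypes at 0 and 10-PFOS and 21 (0) in the male interaction. Apart from the stricter filter and the smaller fit, the cause was not tested.

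The number of gene lists called by camera with its preset correlation was not moved by RLE factors or a term for replicate number. With an estimated correlation all 16 numbers moved: 8 (25) in Cyp2b-null females at 1-PFOS, 18 (34) in Cyp2b-null females at 10-PFOS, 14 (27) in hCYP2B6-Tg females at 1-PFOS, 15 (30) in hCYP2B6-Tg females at 10-PFOS, 1 (13), 0 (21) and 0 (23) between the female genotypes at 0, 1 and 10-PFOS, 0 (22) in the female interaction, 11 (24) in Cyp2b-null males at 1-PFOS, 15 (36) in Cyp2b-null males at 10-PFOS, 13 (27) in hCYP2B6-Tg males at 1-PFOS, 16 (33) in hCYP2B6-Tg males at 10-PFOS, 0 (8), 2 (19) and 0 (4) between the male genotypes at 0, 1 and 10-PFOS and 0 (6) in the male interaction. The rotation test fry gave 0 (13), 0 (21) and 13 (23) between the female genotypes at 0, 1 and 10-PFOS, 3 (22) in the female interaction, 0 (8), 3 (19) and 0 (4) between the male genotypes at 0, 1 and 10-PFOS and 0 (6) in the male interaction. With only the groups compared there were 8 (4) between the male genotypes at 10-PFOS. The cause was not tested.

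Leaving out 1 mouse at a time moved the number of differentially expressed genes by over 1.5 times in 10 of 16 comparisons. In Cyp2b-null females at 1-PFOS the count ran from 23 to 38 around 37, with 23 without Cyp2b-null 0-PFOS replicate 2. In hCYP2B6-Tg females at 1-PFOS it ran from 57 to 166 around 96, with 156 without hCYP2B6-Tg 0-PFOS replicate 2 and 157, 57 and 166 without hCYP2B6-Tg 1-PFOS replicates 1, 3 and 4. Between the female genotypes at 0-PFOS it ran from 0 to 1 around 0, with 1 without hCYP2B6-Tg 0-PFOS replicate 1. Between the female genotypes at 10-PFOS it ran from 14 to 284 around 139, with 14, 57, 24 and 284 without Cyp2b-null 10-PFOS replicates 1, 2, 3 and 4 and 47, 15, 61 and 231 without hCYP2B6-Tg 10-PFOS replicates 1, 2, 3 and 4. In the female interaction it ran from 0 to 15 around 0, with 15 without Cyp2b-null 10-PFOS replicate 4. In Cyp2b-null males at 1-PFOS it ran from 70 to 157 around 110, with 70 without Cyp2b-null 1-PFOS replicate 3. For the male genotypes at 0-PFOS it ran from 0 to 3 around 0, with 1 and 3 without Cyp2b-null 0-PFOS replicates 1 and 3 and 1 without hCYP2B6-Tg 0-PFOS replicate 4. For the male genotypes at 1-PFOS it ran from 20 to 67 around 40, with 67 and 20 without Cyp2b-null 1-PFOS replicates 1 and 4 and 26 without hCYP2B6-Tg 1-PFOS replicate 3. For the male genotypes at 10-PFOS it ran from 1 to 5 around 3, with 1, 5 and 1 without Cyp2b-null 10-PFOS replicates 2, 3 and 4 and 1 and 1 without hCYP2B6-Tg 10-PFOS replicates 1 and 3. In the male interaction it ran from 0 to 1 around 0, with 1 without Cyp2b-null 10-PFOS replicate 1. For gene lists between the male genotypes at 0-PFOS the number ran from 6 to 13 around 8, with 13 without Cyp2b-null 0-PFOS replicate 2 and 13 without hCYP2B6-Tg 0-PFOS replicate 3. At 1-PFOS between the same genotypes it ran from 9 to 23 around 19, with 9 without Cyp2b-null 1-PFOS replicate 4. At 10-PFOS between the same genotypes it ran from 4 to 12 around 4, with 8 without Cyp2b-null 10-PFOS replicate 1 and 9 and 12 without hCYP2B6-Tg 10-PFOS replicates 1 and 4. In the male interaction it ran from 3 to 11 around 6, with 11 without Cyp2b-null 0-PFOS replicate 2 and 3 without Cyp2b-null 10-PFOS replicate 4. A smaller number of mice is part of each of these settings, and beyond that the cause was not tested.

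The distance between the female genotypes at 10-PFOS, 43.8 (exact p = 0.0571), passed with raw counts (918829 counts, exact p = 0.0286), and ran from 41.2 to 52.0 with 1 mouse fewer, 52.0 (p = 0.0286) without Cyp2b-null 10-PFOS replicate 4. Between the male genotypes it was 27.1 (exact p = 0.0286) and no longer passed over the 500 most variable genes (13.0, exact p = 0.114) or with raw counts (669512, exact p = 0.114). It ran from 26.8 to 29.9 with 1 mouse fewer, 26.8 (p = 0.0571) without Cyp2b-null 10-PFOS replicate 1, 28.0 (p = 0.0857) without hCYP2B6-Tg 10-PFOS replicate 1, 28.9 (p = 0.0571) without hCYP2B6-Tg 10-PFOS replicate 3 and 27.6 (p = 0.114) without hCYP2B6-Tg 10-PFOS replicate 4 (exact p). RLE factors changed neither call, and for the others the cause was not tested. The 14 differences in the clock index kept direction and call with a prior count of 0.5, with RLE factors, without Wee1 and Cry1 and in 102 of 112 tests that each omit 1 mouse. In 3 of the others a difference passed, 1.72 to 2.73 for 1-PFOS in Cyp2b-null females (without 1-PFOS replicate 2), 2.27 to 3.64 between untreated females of the 2 genotypes (without hCYP2B6-Tg replicate 1) and 1.01 to 1.45 between male genotypes at 10-PFOS (without Cyp2b-null replicate 3), each given as the range over 8 tests. Between the male genotypes at 1-PFOS (3.49 to 4.81) 4 no longer passed, each without 1 hCYP2B6-Tg male. Differences that do not pass changed sign for 1-PFOS in hCYP2B6-Tg females (−0.11 to 1.25, without 0-PFOS replicate 1) and Cyp2b-null males (−1.05 to 0.26, without 1-PFOS replicates 3 and 4). Named genes that differ between the sexes in Cyp2b-null mice at 10-PFOS numbered 2 with DESeq2 and 0 with only the groups compared, against 1, and the other 6 such numbers moved by no more than 1.5 times.

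Fold changes that reversed did so only when 1 mouse was left out, 30 times for single genes and 4 times for list medians or directions, all for results without a call in the fit of all mice, and their lowest and highest log2 fold changes over those fits follow. In Cyp2b-null females at 10-PFOS this was seen for Hmgcs1 (−0.41 to 0.24), Slc10a2 (−0.089 to 0.67), the cholesterol synthesis list (−0.22 to 0.23) and the LXR target list (−0.055 to 0.10). In hCYP2B6-Tg females at 10-PFOS it was seen for Fabp1 (−0.14 to 0.38) and Per3 (−0.27 to 0.85). Between the female genotypes at 10-PFOS the same held for Cyp4a12a (−0.11 to 0.17), Slc22a26 (−0.52 to 1.06) and Slco1b2 (−0.071 to 0.031). In the female interaction it was seen for Slc22a26 (−0.57 to 1.01). Between the male genotypes at 0-PFOS the same held for Slc25a25 (−0.22 to 0.062). Between the male genotypes at 1-PFOS it was seen for Slc22a26 (−0.48 to 0.14). Between the male genotypes at 10-PFOS the same held for Cyp2c55 (−0.079 to 0.017), Gstm3 (−0.10 to 0.018), Rbm3 (−0.19 to 0.065), Slc10a2 (−0.41 to 0.051), Slc22a26 (−0.29 to 0.28) and Slc27a1 (−0.26 to 0.29). Without Cyp2b-null female 10-PFOS replicate 4, Slc22a26 passed between the female genotypes at 10-PFOS (1.06, edgeR adjusted p = 0.00036, 0.00036 to 0.97 over its alternatives) and in the female interaction (1.01, edgeR adjusted p = 0.030, 0.030 to 1.0), while in no other of these reversals did the reversed fold change pass. The cause was not tested.

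Of 538 genes named in a comparison, RLE factors and the halved counts changed no call, nor did the stricter filter for the 447 it keeps, and each other setting changed the calls of some without reversing any. 1 of 530 lost their call and 2 gained one with DESeq2, 0 of 538 lost their call and 4 gained one with the likelihood ratio test, 2 of 538 lost their call and 0 gained one with no filter, 63 of 534 lost their call and 3 gained one with only the groups compared, and 7 of 538 lost their call and 1 gained one with a term for replicate number. For the 2 later combinations, 3 of 538 lost their call and 1 gained one with no filter, and 4 of 534 lost their call and 10 gained one on only the groups compared. With 1 mouse left out, a gene lost its call in 322 fits, gained one in the same direction in 10 and had the same direction and side of the threshold in 3990. Among 150 results of single lists, RLE factors and the term for replicate number changed no call, 61 of 150 lost their call and 0 gained one with an estimated correlation, 16 of 150 lost their call and 4 gained one with fry and 2 of 149 lost their call and 3 gained one with only the groups compared, and with 1 mouse left out 25 fits ended and 2 gave a call while 1177 did neither.

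Some alternatives gave no value: the stricter filter removed 91 of the named gene results, and DESeq2 returned no adjusted p for Lcn2, Saa1, Saa2 and Slc22a26 (5). Fits of only the groups compared did not keep Pnpla3 and Slc22a26 (3), with either test, nor the list of Cyp2b genes between the untreated male genotypes (number of comparisons in brackets where above 1). Only the female genotypes at 1-PFOS passed the check for pairs by replicate number, where pairs are not told apart from a shared subgroup. The other 13 comparisons of groups did not pass. Depth limits genes with few reads: totals ran from 44416597 to 82615862 counts, and Slc22a26 was at 0.0354 CPM in 1 male.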

Differences from the paper's values

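Of the tests in this part, the halved counts, the likelihood ratio test with no filter and the one on only the groups compared, and the second adjustment of the authors' p-values were chosen after the values were seen, and the others were planned.

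For the 8 comparisons of a dose with untreated mice, every number of genes up, down and in all lay within 1.5 times of the paper's, at the paper's thresholds (FDR below 0.05 and a log2 fold change beyond 1). For the 6 comparisons of hCYP2B6-Tg with Cyp2b-null mice the numbers differ by more than that. For these the authors' tables carry a likelihood ratio statistic over 16501 genes in females and 16366 in males. The quasi-likelihood test here covers 13193 and 12594 genes, so neither test nor genes are the same. The log2 fold changes are close, with a median absolute difference over shared genes of at most 0.00449. Between untreated females the paper has 4 genes up, 2 down and 6 in all, against 0, 0 and 0 here (edgeR quasi-likelihood test, 676 genes at an unadjusted p under 0.05, near the number that chance alone gives). Of the alternatives set before the data were examined, DESeq2 (2 down and 4 in all) came within 1.5 times of the paper's numbers. Those that differ from them are DESeq2 (2 up), the likelihood ratio test (1 up, 1 down and 2 in all), the fits that omit 1 mouse (0 to 1 in all) and RLE factors, no filter, the stricter filter, only the groups compared in the fit and a term for replicate number (0 each). Chosen after seeing the values were the halved counts (0 in all, 6 of the paper's 6 dropped), the likelihood ratio test with no filter (3 in all, 3 of the paper's 6 dropped) and the likelihood ratio test on only the groups compared (14 in all, 2 of the paper's 6 dropped). Between females at 1-PFOS the paper has 3 genes up, 4 down and 7 in all, against 0, 0 and 0 here (edgeR quasi-likelihood test, 826 genes at an unadjusted p under 0.05). Among the alternatives set before the data were examined, the gap closed with DESeq2 (3 up, 3 down and 6 in all) and the likelihood ratio test (3 up and 5 in all). It stayed open with the likelihood ratio test (2 down), the fits that omit 1 mouse (0 in all) and RLE factors, no filter, the stricter filter, only the groups compared in the fit and a term for replicate number (0 each). After seeing the values were also chosen the halved counts (0 in all, 7 of the paper's 7 dropped), the likelihood ratio test with no filter (1 in all, 6 of the paper's 7 dropped) and the likelihood ratio test on only the groups compared (19 in all, 2 of the paper's 7 dropped). Between females at 10-PFOS the paper has 75 genes up, 160 down and 235 in all, against 40, 99 and 139 here. The paper's numbers are not different, by that measure, from those of DESeq2 (54 up, 135 down and 189 in all), the likelihood ratio test (58 up, 142 down and 200 in all), no filter (109 down), the fit without Cyp2b-null 10-PFOS replicate 4 (103 up, 181 down and 284 in all) and the fit without hCYP2B6-Tg 10-PFOS replicate 4 (56 up, 175 down and 231 in all), which were set before the data were examined. They are different from those of RLE factors (40 up, 96 down and 136 in all), no filter (41 up and 150 in all), the stricter filter (28 up, 67 down and 95 in all), only the groups compared in the fit (3 up, 1 down and 4 in all), a term for replicate number (37 up, 91 down and 128 in all) and the other fits that omit 1 mouse (14 to 61 in all), set at the same time. The halved counts (133 in all, 104 of the paper's 235 dropped), the likelihood ratio test with no filter (210 in all, 32 of the paper's 235 dropped) and the likelihood ratio test on only the groups compared (183 in all, 98 of the paper's 235 dropped), all chosen after seeing the values, come next. No setting run gave exactly the paper's 235.

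Between untreated males the paper has 3 genes up, 10 down and 13 in all, against 0, 0 and 0 here (edgeR quasi-likelihood test, 861 genes at an unadjusted p under 0.05). Within 1.5 times of the paper's numbers were, of the alternatives set before the data were examined, DESeq2 (3 up, 11 down and 14 in all), the likelihood ratio test (2 up, 9 down and 11 in all) and no filter (2 up). Outside lay no filter (5 down and 7 in all), the fits that omit 1 mouse (0 to 3 in all) and RLE factors, the stricter filter, only the groups compared in the fit and a term for replicate number (0 each). Of tests chosen after seeing the values there were the halved counts (0 in all, 13 of the paper's 13 dropped), the likelihood ratio test with no filter (9 in all, 4 of the paper's 13 dropped) and the likelihood ratio test on only the groups compared (10 in all, 7 of the paper's 13 dropped). Between males at 1-PFOS the paper has 31 genes up, 43 down and 74 in all, against 17, 23 and 40 here. As for alternatives set before the data were examined, DESeq2 (29 down), the likelihood ratio test (21 up, 32 down and 53 in all), no filter (27 up, 30 down and 57 in all) and the fit without Cyp2b-null 1-PFOS replicate 1 (31 up, 36 down and 67 in all) gave numbers that do not differ from the paper's. Numbers that differ came from DESeq2 (19 up and 48 in all), RLE factors (17 up, 22 down and 39 in all), the stricter filter (10 up, 18 down and 28 in all), only the groups compared in the fit (7 up, 10 down and 17 in all), a term for replicate number (20 up, 22 down and 42 in all) and the other fits that omit 1 mouse (20 to 33 in all). Tests chosen after seeing the values are the halved counts (40 in all, 35 of the paper's 74 dropped), the likelihood ratio test with no filter (72 in all, 5 of the paper's 74 dropped) and the likelihood ratio test on only the groups compared (54 in all, 28 of the paper's 74 dropped). Between males at 10-PFOS the paper has 6 genes up, 12 down and 18 in all, against 0, 3 and 3 here. Alternatives set before the data were examined that close the gap are the likelihood ratio test (8 down) and no filter (8 down). Those that leave it are DESeq2 (2 up, 7 down and 9 in all), the likelihood ratio test (2 up and 10 in all), RLE factors (0 up, 3 down and 3 in all), no filter (0 up and 8 in all), the stricter filter (0 up, 3 down and 3 in all), only the groups compared in the fit (1 up, 5 down and 6 in all), a term for replicate number (0 up, 3 down and 3 in all) and the fits that omit 1 mouse (1 to 5 in all). Added after seeing the values were the halved counts (3 in all, 16 of the paper's 18 dropped), the likelihood ratio test with no filter (20 in all, 3 of the paper's 18 dropped) and the likelihood ratio test on only the groups compared (21 in all, 13 of the paper's 18 dropped).

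How many of the paper's called genes each planned setting called was also counted. edgeR's quasi-likelihood test called 0 of 6, 0 of 7, 137 of 235, 0 of 13, 40 of 74 and 2 of 18 for the females and males in the order above, the likelihood ratio test 2, 5, 190, 11, 52 and 7, DESeq2 4, 6, 178, 12, 47 and 6 and no filter 0, 0, 146, 7, 57 and 4. The authors' tables as deposited, counted at the paper's thresholds, give the paper's numbers in all 14 comparisons. Their p-values adjusted again over the genes tested here, a test chosen after seeing the values, give 6, 7, 209, 15, 57 and 8 genes in all, where 6 of 6, 7 of 7, 198 of 235, 12 of 13, 53 of 74 and 8 of 18 of the paper's called genes are among those tested.

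Some statements about single genes also differ, with log2 fold changes of hCYP2B6-Tg over Cyp2b-null mice below. The paper has Slc22a26 and Slc25a25 down in hCYP2B6-Tg males at all 3 doses. Slc22a26 was at −2.28 (edgeR adjusted p = 0.23, 0.019 to 0.71 over its alternatives) in untreated males, where the likelihood ratio test (0.048) and DESeq2 (0.019) did call it, at −0.10 (edgeR adjusted p = 0.96, 0.87 to 1.0 over its alternatives) at 1-PFOS and at −0.05 (edgeR adjusted p = 1.0, 0.96 to 1.0 over its alternatives) at 10-PFOS. Slc25a25 was lower at 1-PFOS, as the paper has it, at −1.49 (edgeR adjusted p = 0.041, 0.0026 to 0.23 over its alternatives), and not called in untreated males, at −0.06 (edgeR adjusted p = 1.0, 0.98 to 1.0 over its alternatives), or at 10-PFOS, at 0.67 (edgeR adjusted p = 0.64, 0.35 to 0.90 over its alternatives). The paper also has Slc4a2 differ between the males at 10-PFOS, where it was at 0.11 (edgeR adjusted p = 0.83, 0.73 to 1.0 over its alternatives). None of the settings run, with or without a mouse left out, called Slc25a25 in untreated males or at 10-PFOS, Slc22a26 at 1- or 10-PFOS, or Slc4a2. In females the paper has 2 clock-controlled factors, 1 of them Tef, lower in Cyp2b-null mice. Tef was at 1.28 (edgeR adjusted p = 0.59, 0.018 to 1.0 over its alternatives) without PFOS, 0.53 (edgeR adjusted p = 0.87, 0.69 to 1.0 over its alternatives) at 1-PFOS and 0.44 (edgeR adjusted p = 0.49, 0.26 to 0.73 over its alternatives) at 10-PFOS, and only the likelihood ratio test on the groups compared, chosen after seeing the values and dropping 2 of the paper's 6 called genes, called it without PFOS (0.018). Dbp, a factor of the same family, was at 3.21 (edgeR adjusted p = 0.59, 0.0059 to 1.0 over its alternatives) without PFOS, 0.42 (edgeR adjusted p = 0.98, 0.85 to 1.0 over its alternatives) at 1-PFOS and 0.41 (edgeR adjusted p = 0.81, 0.50 to 0.94 over its alternatives) at 10-PFOS. Without PFOS the likelihood ratio test (0.028) and DESeq2 (0.035) called it, as did the likelihood ratio test with no filter (0.028) and on only the groups compared (0.0059), both chosen after seeing the values and dropping 3 and 2 of the paper's 6. In the authors' table as deposited the adjusted p without PFOS is 0.0135 for Dbp and 0.0441 for Tef.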

Other observations

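The tests of gene groups in the next 2 paragraphs, and the group of mice that sets which members are named, were chosen after their values were seen, from lists fixed beforehand, whereas the other splits of the mice below were planned.

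Messenger RNAs of proteins that liver secretes into blood fell together at 10-PFOS. Of genes for blood clotting, F11 (−2.34, −2.06, −2.19 and −2.30), Klkb1 (−1.20, −1.10, −1.33 and −1.56), the gene of plasma prekallikrein, F7 (−1.26, −1.04, −1.22 and −0.96) and F9 (−0.85, −0.83, −0.53 and −0.74) fell in Cyp2b-null females, hCYP2B6-Tg females, Cyp2b-null males and hCYP2B6-Tg males (log2 fold changes in that order, edgeR quasi-likelihood test, highest Benjamini-Hochberg adjusted p 0.00063). Of the whole clotting list, 0, 1, 0 and 0 of 18 rose and 17, 15, 17 and 17 fell in Cyp2b-null females, hCYP2B6-Tg females, Cyp2b-null males and hCYP2B6-Tg males (0, 1, 0 and 0, and 17, 16, 17 and 17, when adjusted over the list alone). That came to a camera adjusted p of 1.3e-13, 7.5e-07, 3.1e-10 and 1.5e-09, and of 0.0025, 0.026, 0.0039 and 0.0060 with an estimated correlation. Of other hepatocyte products Ahsg (−1.56, −1.59, −1.04 and −0.98), the gene of fetuin-A, Alb (−1.19, −1.59, −0.96 and −0.97), for albumin, Trf (−1.06, −1.31, −0.91 and −0.89), for transferrin, and Vtn (−1.14, −1.11, −1.33 and −1.25), for vitronectin, fell in the same order of groups, at an edgeR adjusted p of at most 1.2e-05. Among hepatocyte markers, 1, 1, 0 and 0 of 22 rose and 16, 15, 20 and 17 fell in Cyp2b-null females, hCYP2B6-Tg females, Cyp2b-null males and hCYP2B6-Tg males (1, 1, 0 and 1, and 17, 17, 20 and 18, when adjusted over the list alone). Tested together by camera they had an adjusted p of 1.0e-09, 2.1e-06, 6.3e-12 and 8.4e-10, or 0.0052, 0.025, 0.0019 and 0.0060 with an estimated correlation. Genes of the growth hormone and IGF axis went down too: Ghr (−1.39, −1.59, −1.36 and −1.43), the growth hormone receptor, Igf1 (−1.85, −1.48, −1.27 and −1.36) and Mup20 (−1.46, −2.63, −4.13 and −4.51), a major urinary protein. Socs2, a feedback inhibitor of growth hormone signalling, fell in 3 of the groups (−2.12, −2.05 and, in hCYP2B6-Tg males, −2.01) and did not pass in Cyp2b-null males (−0.72, edgeR adjusted p = 0.13), while the other 3 had at most 0.013. In this list, 11, 8, 11 and 10 of 15 fell in Cyp2b-null females, hCYP2B6-Tg females, Cyp2b-null males and hCYP2B6-Tg males (11, 8, 11 and 11 when adjusted over the list alone). camera gave them an adjusted p of 2.4e-09, 0.00011, 2.5e-08 and 6.4e-08, and of 0.0052, 0.062, 0.0018 and 0.0028 with an estimated correlation. Amounts are shares of all counted RNA, and no protein was measured in these data.

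Genes known as targets of NRF2, a regulator of the response to oxidants, rose at 10-PFOS in both sexes and genotypes. The carbonyl reductase Cbr3 (4.83, 5.40, 6.18 and 6.05), sulfiredoxin Srxn1 (2.15, 2.76, 2.79 and 2.53), the quinone reductase Nqo1 (1.62, 2.45, 2.62 and 2.62) and the epoxide hydrolase Ephx1 (1.65, 2.16, 1.53 and 1.55) rose in Cyp2b-null females, hCYP2B6-Tg females, Cyp2b-null males and hCYP2B6-Tg males (edgeR, adjusted p of at most 4.9e-07). Of the NRF2 list, 10, 12, 10 and 10 of 16 rose and 1, 1, 2 and 1 fell in Cyp2b-null females, hCYP2B6-Tg females, Cyp2b-null males and hCYP2B6-Tg males (12, 13, 11 and 10, and 1, 2, 2 and 1, when adjusted over the list alone). The adjusted p from camera was 8.8e-10, 1.3e-13, 1.8e-10 and 1.6e-08, and 0.0025, 0.0026, 0.0018 and 0.0046 with an estimated correlation. Nqo1, Ephx1 and Cbr3 are also known to respond to CAR or PXR. Among genes of the ATF4 and unfolded protein response, the amino acid synthesis enzymes Asns (6.33, 6.59, 3.96 and 4.20) and Psat1 (5.47, 4.43, 5.41 and 4.92) and the pseudokinase Trib3 (3.11, 2.59, 3.12 and 2.27) rose (edgeR adjusted p of at most 9.3e-06), and Ddit4 rose in 3 of the groups (2.26 in hCYP2B6-Tg females, 1.50 and 1.85 in males) without passing in Cyp2b-null females (1.15, edgeR adjusted p = 0.063). As for that whole list, 6, 4, 7 and 8 of 18 rose and 1, 2, 3 and 4 fell in Cyp2b-null females, hCYP2B6-Tg females, Cyp2b-null males and hCYP2B6-Tg males (6, 4, 7 and 8, and 1, 2, 5 and 4, when adjusted over the list alone). Their camera adjusted p was 0.012, 0.22, 0.12 and 0.28, and with an estimated correlation 0.15, 0.52, 0.40 and 0.51. Leaving out 1 library ended calls, the adjusted p in brackets, of Mup20 at 10-PFOS in Cyp2b-null females (0.054) without Cyp2b-null female 10-PFOS replicate 1. Conversely, a call appeared for Socs2 at 10-PFOS in Cyp2b-null males (0.0495) without Cyp2b-null male 10-PFOS replicate 4 and Ddit4 at 10-PFOS in Cyp2b-null females (0.0023) without Cyp2b-null female 0-PFOS replicate 3. The log2 fold change of Ddit4 at 10-PFOS in Cyp2b-null males was 0.98 without Cyp2b-null male 10-PFOS replicate 4. Another setting called Socs2 at 10-PFOS in Cyp2b-null males (0.043) and Ddit4 at 10-PFOS in Cyp2b-null females (0.037) with the likelihood ratio test on only the groups compared.

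Each comparison of 4 mice with 4 was repeated over the 35 splits of its 8 mice, the real one included. Where mice passed the check for pairs by replicate number, only splits that part as many pairs were used. Each interaction was repeated over 100 random regroupings. In every dose comparison 1 of 35 splits, the real one, called as many differentially expressed genes, under the limit of 0.05 set beforehand. Other splits called fewer, so chance is unlikely to account for these counts. It is not excluded, since 1 of 35 is the lowest share possible and the 8 comparisons were not adjusted for one another. The doses of a sex and genotype do not overlap in mouse number, so the splits cannot part dose from what follows that number. The real count and the highest of the other splits were 37 and 0 in Cyp2b-null females at 1-PFOS, 1391 and 16 in Cyp2b-null females at 10-PFOS, 96 and 0 in hCYP2B6-Tg females at 1-PFOS, 1797 and 219 in hCYP2B6-Tg females at 10-PFOS, 110 and 37 in Cyp2b-null males at 1-PFOS, 1316 and 5 in Cyp2b-null males at 10-PFOS, 302 and 2 in hCYP2B6-Tg males at 1-PFOS and 1428 and 2 in hCYP2B6-Tg males at 10-PFOS. For the 3 genes between the male genotypes at 10-PFOS the share was also 1 of 35 (highest other 0), under the limit set beforehand. That is the lowest share 35 splits can give, and with 1 mouse fewer the count ran from 1 to 5. Chance thus stays open for so few genes. It cannot be excluded for the 139 genes between the female genotypes at 10-PFOS, where 2 of 35 splits called as many and 1 other split called 169. Nor can it for the 40 between the male genotypes at 1-PFOS (2 of 35, highest other 118), where a split that calls several times the real count points to a structure of the samples. With 0 genes called by edgeR's quasi-likelihood test, as many were called in 35 of 35 splits of the untreated females and of the untreated males, and in 100 of 100 regroupings for each interaction. The highest other counts were 1 and 1, and 158 and 1 for the female and male interaction. At an unadjusted p under 0.05 these 4 tests and that between the female genotypes at 1-PFOS, which also called 0 genes, gave 676, 861, 1357, 1066 and 826 genes, the likelihood ratio test called 2, 11, 26, 17 and 5 and DESeq2 4, 14, 25, 9 and 6. The 676 of 13193 genes between untreated females are near the share of 0.05 that chance alone gives. Females at 1-PFOS passed that check, although a shared subgroup could give the same correlations. The 8 splits that part all 4 pairs, the real one among them, are too few for a share under 0.05. They called 0 genes in the real split and 0 at most in the others. The 24 that part 2 pairs called up to 6 genes and 19 lists, and the 3 that keep the pairs whole up to 329 genes and 8 lists. Those 329 genes, and the 158 of a regrouping for the female interaction, point to a structure of the female samples other than genotype.

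Gene lists called by camera with its preset correlation exceed chance less often. Splits with at least as many lists, with the real count and the highest other in brackets, were 4 of 35 (25 and 27) in Cyp2b-null females at 1-PFOS, 1 of 35 (34 and 31) in Cyp2b-null females at 10-PFOS, 2 of 35 (27 and 27) in hCYP2B6-Tg females at 1-PFOS, 1 of 35 (30 and 28) in hCYP2B6-Tg females at 10-PFOS, 19 of 35 (13 and 21) between the female genotypes at 0-PFOS, 1 of 35 (23 and 22) between the female genotypes at 10-PFOS and 6 of 100 (22 and 25) in the female interaction. For the males the figures were 3 of 35 (24 and 28) in Cyp2b-null males at 1-PFOS, 1 of 35 (36 and 31) in Cyp2b-null males at 10-PFOS, 2 of 35 (27 and 27) in hCYP2B6-Tg males at 1-PFOS, 1 of 35 (33 and 30) in hCYP2B6-Tg males at 10-PFOS, 25 of 35 (8 and 17) between the male genotypes at 0-PFOS, 4 of 35 (19 and 24) between the male genotypes at 1-PFOS, 29 of 35 (4 and 15) between the male genotypes at 10-PFOS and 87 of 100 (6 and 20) in the male interaction. For the number of lists in all 4 groups at 10-PFOS the share was under the limit set beforehand, 0.05. Each was the lowest that 35 splits can give, and another split came close, such as 28 lists against 30 in hCYP2B6-Tg females. Chance is therefore not excluded for these numbers. The share was also under 0.05 between the female genotypes at 10-PFOS, but with 23 lists against 22 in another split. None of those 23 holds with an estimated correlation, so chance stays open there, as it does in the other comparisons named. Between the female genotypes at 1-PFOS the 8 splits that part all pairs are too few for a share under 0.05, with 21 lists in the real split and 19 at most in the others. Since other splits of these mice called up to 31 lists, a list p with the preset correlation is no measure of chance by itself, which limits every list result above whose p with an estimated correlation does not pass. Of 40 genes that the paper names, those that differ between the sexes at an adjusted p under 0.05 and by more than 1 log2 were counted in the same way, and splits of the 8 mice of a genotype and dose gave as many in 1 of 35 (5 and 0) for untreated Cyp2b-null mice, 1 of 35 (11 and 3) for Cyp2b-null mice at 1-PFOS, 5 of 35 (1 and 1) for Cyp2b-null mice at 10-PFOS, 1 of 35 (10 and 4) for untreated hCYP2B6-Tg mice, 1 of 35 (5 and 3) for hCYP2B6-Tg mice at 1-PFOS and 1 of 35 (5 and 0) for hCYP2B6-Tg mice at 10-PFOS. The test of sex by genotype at 10-PFOS gave as many in 1 of 50 regroupings (4 and 1). The paper chose these genes from the same mice, so a low share, taken beforehand as a sign against chance, does not decide on it, and these splits leave chance open.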
